# Salivary gland organoid culture maintains distinct glandular properties of murine and human major salivary glands

**DOI:** 10.1038/s41467-022-30934-z

**Published:** 2022-06-07

**Authors:** Yeo-Jun Yoon, Donghyun Kim, Kwon Yong Tak, Seungyeon Hwang, Jisun Kim, Nam Suk Sim, Jae-Min Cho, Dojin Choi, Youngmi Ji, Junho K. Hur, Hyunki Kim, Jong-Eun Park, Jae-Yol Lim

**Keywords:** Adult stem cells, Stem-cell niche, Stem-cell biotechnology, RNA sequencing, Biomedical engineering

## Abstract

Salivary glands that produce and secrete saliva, which is essential for lubrication, digestion, immunity, and oral homeostasis, consist of diverse cells. The long-term maintenance of diverse salivary gland cells in organoids remains problematic. Here, we establish long-term murine and human salivary gland organoid cultures. Murine and human salivary gland organoids express gland-specific genes and proteins of acinar, myoepithelial, and duct cells, and exhibit gland functions when stimulated with neurotransmitters. Furthermore, human salivary gland organoids are established from isolated basal or luminal cells, retaining their characteristics. Single-cell RNA sequencing also indicates that human salivary gland organoids contain heterogeneous cell types and replicate glandular diversity. Our protocol also enables the generation of tumoroid cultures from benign and malignant salivary gland tumor types, in which tumor-specific gene signatures are well-conserved. In this study, we provide an experimental platform for the exploration of precision medicine in the era of tissue regeneration and anticancer treatment.

## Abstract (web summary)

The long-term maintenance of diverse salivary gland cells remains challenging. Here the authors establish a protocol for long-term maintenance of murine and human salivary gland organoids exhibiting gland-specific gene expression, gland functions, and cellular diversity confirmed by scRNA-seq.

## Introduction

Salivary glands consist of three major glands, namely the parotid gland (PG), submandibular gland (SMG), sublingual gland (SLG), and numerous minor salivary glands^1^. These three major salivary glands are responsible for ~90% of saliva production^2^. Acini, ducts, and myoepithelium are essential for producing and secreting saliva, which is mandatory for lubrication, digestion, immunity, and oral homeostasis^3^. In humans, serous acinar cells in the PGs secrete watery saliva, whereas the SLGs are predominantly comprised of mucous acini that produce viscous and mucin-rich saliva; the SMGs contain both serous and mucous acini^4^. The three major salivary glands feature a distinct cellular heterogeneity for the production of different components of saliva but share common phenotypic features of ducts, which consist of luminal and basal cells, and acini surrounded by myoepithelium^5^.

Three dimensional (3D) miniorgans, that is, organoids, have been established from many exocrine glands, including lacrimal, sweat, prostate, and mammary glands^6–9^. This organoid technology could provide a significant opportunity for the advancement of precision medicine in the era of regenerative medicine and anticancer treatment^10–12^. Salivary gland organoids could be generated from the salivary gland-derived stem or progenitor cells^13–15^, nonsalivary epithelial stem cells, such as dental follicle stem cells^16^, or pluripotent stem cells^17^. However, these organoids displayed somewhat irregular patterns of marker expressions, which were quite different from those observed in tissues. To address this issue, researchers tried different combinations of extracellular matrix (ECM), including a hyaluronate hydrogel^13^, a decellularized salivary gland scaffold^16^, or a 3D-scaffold culture system that promotes cell-to-ECM and cell-to-cell interactions^18^. Other reports also suggested that some niche factors improved salivary gland organoid formation and recapitulation of tissues^19–21^, though they remain to be optimized. To overcome the technical obstacles impeding the 3D reconstitution of the structure and functions of salivary glands, it is imperative to understand the plasticity of adult salivary gland stem/progenitor cells and niche signaling from cell-microenvironmental interactions.

Here, we successfully refined the culture conditions and established a long-term culture of adult salivary gland organoids consisting of salivary acinar, ductal, and myoepithelial cells from all types of murine and human major salivary glands. Each obtained organoid phenotypically and functionally recapitulated the heterogeneity of the structure and gland-specific secretory function of the source salivary gland. Furthermore, this organoid culture technique enabled the cultivation of tumoroids from benign and malignant human salivary gland tumors that retained their distinguishable features. Our tissue-mimicking salivary gland organoids might broaden the insights into the orchestrated interactions among salivary gland cells and reduce the gap between in vitro and sophisticated salivary gland organs in vivo.

## Results

### Establishment of murine adult SMG organoids maintaining heterogeneous cell types with glandular secretory function during long-term culture

Initially, we found that organoids grown in media containing epidermal growth factor (EGF) and high levels of Wnt signaling exhibited a keratinized core, suggesting that cells inside the organoids lost their epithelial characteristics and underwent squamous metaplasia (Supplementary Fig. 1a, b). We also observed that the expression of keratin 5 (KRT5) and KRT7, which label basal and luminal cells, respectively, was not spatially segregated. Moreover, aquaporin 5 (AQP5) and actin alpha 2 (ACTA2), which label acinar and myoepithelial cells, respectively, were scarcely expressed (Supplementary Fig. 1a), indicating that further optimized conditions are required to maintain cellular heterogeneity during long-term culture.

Therefore, we tested several compounds to reduce keratinization in murine SMG organoids^22^ and found that the addition of retinoic acid (RA) reduced squamous metaplasia in salivary gland organoids (Supplementary Fig. 1c). We then investigated whether EGF-family members, including heparin-binding EGF-like growth factor (HB-EGF), neuregulin 1 (NRG1), and transforming growth factor α (TGFα), could replace EGF and Wnt3a-conditioned medium (CM)^23,24^. We found that among these, NRG1, which has been known to induce organoid proliferation in intestines, mammary glands, and prostate^25–27^, highly increased the expression of Wnt compared to EGF, HB-EGF, and TGFα (Supplementary Fig. 1d), suggesting the possibility that NRG1 could substitute EGF and Wnt3a-CM by inducing the endogenous expression of Wnt. Furthermore, we supplemented the growth media with an optimized concentration of A83-01 (ALK inhibitor) and Noggin (BMP antagonist) to attenuate acinar-to-ductal transition (Supplementary Fig. 1e), which has been successfully replicated in other exocrine glands^28,29^. When NRG1-based culture media were used for the murine SMG organoids, we found that fibroblast growth factor 1 (FGF1) and FGF7 could fully support organoid growth and expression of acinar-related genes compared with other conditions (Supplementary Fig. 1f, g). Collectively, we established the organoid culture of each type of murine salivary glands using NRG1-based media containing RA and FGFs but not Wnt3a-CM, which we termed growth and expansion media (hereafter GEM) (Fig. 1a). In particular, to verify the importance of the endogenous Wnt signal induced by NRG1, we treated the organoids with a Wnt secretion inhibitor (IWP-2). The growth of organoids treated with IWP-2 was slower than that of untreated organoids (Supplementary Fig. 1h). We noticed that all of the factors used in the GEM were essential for organoid passaging or growth (Fig. 1b and Supplementary Fig. 2a). We also observed that the murine SMG organoids grew, forming a branching and budding structure from single clonal cells without keratinized core at the early (Fig. 1c) stage and after 7 months, in cultured organoids (passage 30, Supplementary Fig. 2b). Throughout the culture, we observed consistent and robust expressions of ductal and pro-acinar markers for up to 8 months in murine SMG organoids (Supplementary Fig. 2c).

**Fig. 1:**
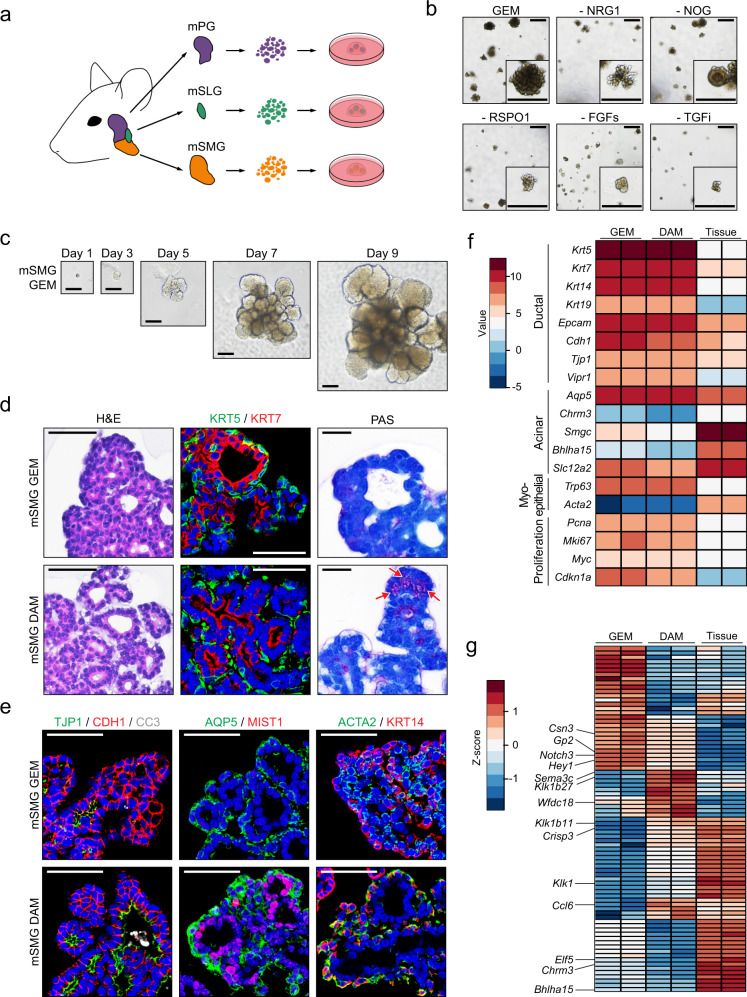
Adult submandibular gland (SMG) organoids conserved various salivary glandular cell properties with secretory function in mice. **a** Schematic image of experiments using the three major murine salivary gland organoids, including murine parotid gland (mPG), murine sublingual gland (mSLG), and murine submandibular gland (mSMG) organoids. **b** mSMG organoids were maintained in the growth expansion medium (GEM) or GEM lacking each factor, and their growth was observed via brightfield microscopy. Box indicates a representative organoid. Scale bars indicate 500 μm. **c** A mSMG organoid at early passage (p1) was maintained in the GEM and tracked in time-lapse of the images obtained at each time point. Scale bars indicate 100 μm. **d**, **e** mSMG organoids were maintained in the GEM for 9 days or further incubated in a differentiation-accelerating medium (DAM) for another 3 days. **d** mSMG organoids were subjected to hematoxylin & eosin staining (H&E, left), immunofluorescence staining (IF) for ductal markers (middle, KRT5; green, KRT7; red), or periodic acid-Schiff staining (PAS, right). Red arrows indicate PAS-positive regions. Nuclei were stained with hematoxylin (H&E and PAS) or Hoechst 33342 (IF). Scale bars indicate 100 μm. **e** The expression of epithelial (left, TJP1; green, CDH1; red, CC3, cleaved caspase-3; white), acinar (middle, AQP5; green, MIST1; red), and myoepithelial (right, ACTA2; green, KRT14; red) markers was assessed. Nuclei were stained with Hoechst 33342 (blue). Scale bars indicate 50 μm. **f** The expression of salivary gland markers and proliferation-related genes in mSMG organoids cultured under GEM or DAM conditions with SMG tissues (*n* = 2). Heatmap illustrates TMM-normalized expression values. **g** Heatmap of differentially expressed genes (fold change >2, *p* < 0.05) between murine organoids grown under GEM and DAM conditions with SMG tissues (*n* = 2). Heatmap illustrates row z-score of TMM-normalized expression values. All data were representative of three independent experiments.

Furthermore, the organoids displayed duct-like structures, which consisted of KRT7^+^ luminal cells surrounded by KRT5^+^ basal cells (Fig. 1d). However, we did not detect the mature acinar cell marker (MIST1, or *Bhlha15* for transcript) or mucin-positive cells in organoids maintained in the GEM. Therefore, we removed Y-27632 (ROCK inhibitor) and added DAPT (Notch inhibitor) into our media, based on the previous literature^9,30^, and referred to this culture condition as DAM (differentiation accelerating media) hereafter (Supplementary Table 1). When cultured in the DAM, we specifically observed that organoids displayed more salivary gland-like features, including mucin-positive cells in endbud-like structures (Fig. 1d). Furthermore, we also found luminal cells with tight junctions (TJP1^+^ cells) and lumen clearance (CC3^+^ apoptotic cells), MIST1^+^ acinar cells, and outermost ACTA2^+^ myoepithelial cells in the DAM (Fig. 1e). Interestingly, we observed that this differentiation capacity was maintained at passage 30 without chromosomal aberrations (Supplementary Fig. 2d, e).

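Bulk RNA-seq was available for 2 libraries each of mouse submandibular gland (SMG) tissue, SMG organoids in the growth and expansion media (GEM) and SMG organoids in the differentiation accelerating media (DAM). Tissue and starting cells came from female C57BL/6 mice aged 6 to 8 weeks. The GEM held 10 μM Y-27632, an inhibitor of the kinase ROCK. The DAM lacked Y-27632 and held 5 μM DAPT, which blocks Notch signaling through γ-secretase. The figure legends describe 9 days in the GEM followed by 3 days in the DAM. By the methods, Y-27632 was removed 7 days after seeding and DAPT was added 3 days after that removal. The sample labels give 3 days for each organoid medium.

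The authors sequenced the libraries in pairs of reads on a NovaSeq instrument. The submitters' processing notes name HISAT2, StringTie and DESeq2 and the genome build GRCm38. The labels name a stranded kit for total RNA, whereas the methods describe a stranded kit for mRNA with poly-A selection. Whether counting used the strand is not given in the sources used here, so overlapping genes on opposite strands may share reads. The deposited tables give read counts, FPKM and TPM per gene, and the tests used the counts. The organoid columns number their replicates 1 and 3 for SMG in the GEM and 1 and 2 for SMG in the DAM, while the labels number both pairs 1 and 2. The TPM columns numbered 3 match no label and were not used, so TPM comparisons of organoids rest on 1 library in the GEM and 1 of PG. Library totals were 63178547 and 69139767 counts in the GEM, 65607565 and 65295755 in the DAM, and 63525160 and 57397998 in SMG tissue. The 10 genes with the most counts took 7.37% and 7.81% of the counts in the GEM and 8.13% and 8.89% in the DAM, and from 78.7% to 80.2% in SMG tissue. Mucl2, which encodes a mucin-like secreted protein, alone took 50.5% and 53.4% of the SMG tissue counts.

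Genes with a count of 0 in any library of a comparison's model were left out, as the reporting summary of the paper describes. The 2 media were compared in a model of all 8 organoid libraries (16260 genes), which also holds organoids of the parotid gland (PG) and the sublingual gland (SLG). Organoids were compared with tissue in a model of the 6 SMG libraries (15278 genes), with the mean of the GEM and DAM set against tissue. Counts were scaled by TMM and tested with edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or below −1. Levels are given in CPM, edgeR's counts scaled to the total of the tested genes in each library and to its TMM factor, as mean ± SD. Gene lists and the comparisons were fixed before the data were examined. The p-values measure the spread between these libraries. Organoid and tissue values came in separate tables, so a difference in preparation between the 2 materials cannot be told apart from a difference in expression. In the comparison with tissue, scaling by the totals of the tested genes alone moved the median of all genes by 0.59 (log2) toward organoids. TPM moved it by 2.66. Scaling by library totals, here and below, means these totals of tested genes. Genes with a count of 0 in organoids, such as Mucl2, were outside them, and SMG tissue kept 23934238 and 20448234 counts. Totals of whole libraries were not used as a scaling. In the comparison with tissue, 3317 genes were higher and 3718 lower in organoids, so 47.1% of called genes were higher. That share was 69.5% with library totals and 97.6% with log2(TPM + 1).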

To explore the gene expression pattern of the organoid in our culture system, we conducted bulk mRNA sequencing using SMG tissues and organoids cultured in the GEM and DAM. 

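Duct cell keratins stood far above their tissue level in SMG organoids, most acinar cell genes stood far below it, and genes of dividing cells were higher. Krt5 (gene 110308), a keratin of basal duct cells, was at 4664 ± 224 CPM in organoids (SD, n = 4, 2 in each medium) and 37.2 ± 0.0181 CPM in tissue (SD, n = 2), a 125-fold difference. Bhlha15 (gene 17341), which encodes the acinar transcription factor MIST1, was at 1.77 ± 1.06 CPM in organoids and 871 ± 9.51 CPM in tissue. Mki67 (gene 17345), a marker of cycling cells, was at 141 ± 47.9 CPM in organoids and 23.1 ± 3.28 CPM in tissue.

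Of the 8 ductal genes in Fig. 1f, 7 were higher in organoids than in tissue and none was lower, over all genes and adjusted over the list alone. The genes of Fig. 1f are markers that the paper shows in these same libraries. The log2 fold change was 6.97 for Krt5 (standard error 0.116, adjusted p = 1.29e-11 from edgeR's quasi-likelihood test), which lies on chromosome 15 of GRCm38 from 101707069 to 101712905. Krt14 (gene 16664, chromosome 11, 100203162 to 100207510), another basal keratin, rose from 52.2 ± 1.21 to 1464 ± 126 CPM. Krt19 (gene 16669, chromosome 11, 100140810 to 100145926), a keratin of luminal duct cells, was 43.5-fold higher (log2 standard error 0.224). Krt7 (gene 110310, chromosome 15, 101412403 to 101427806) was 6.63-fold higher (log2 standard error 0.0925). The ductal gene that did not pass was Tjp1, a tight junction component, at 0.01 (standard error 0.0684, adjusted p = 0.918 from edgeR), which was 2.80 with log2(TPM + 1) and then called. Of 13 tested basal duct genes in a list fixed without reference to these libraries, 13 were higher in organoids, over all genes and adjusted over the list alone. Krt17 and Col17a1 were among them, with log2 fold changes of 5.50 and 5.56. Of 15 luminal duct genes, 9 were higher and 4 lower by either adjustment.

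Of the 5 acinar genes in Fig. 1f, 4 were lower in organoids and none was higher, over all genes and adjusted over the list alone. Bhlha15 (chromosome 5, 144190286 to 144194441) had a log2 fold change of −9.17 (standard error 0.0788, adjusted p = 3.78e-13 from edgeR). Smgc (gene 223809, chromosome 15, 91838328 to 91861435), which encodes a secreted mucin-like protein, was at 15.9 ± 6.78 CPM in organoids and 10150 ± 128 CPM in tissue. Slc12a2, the chloride importer of secreting acinar cells, was at −4.00, or −0.80 and not called with log2(TPM + 1), and the muscarinic receptor gene Chrm3 at −5.56. Aqp5 (gene 11830, chromosome 15, 99591028 to 99594829), the water channel of acinar cells, was at 817 ± 114 CPM in organoids and 806 ± 20.6 CPM in tissue (log2 fold change 0.01, adjusted p = 0.908 from edgeR), but 3.19 higher with log2(TPM + 1). Of 17 genes of acinar differentiation, 12 were lower and 3 higher (Dcpp1, Dcpp2 and Dcpp3, named after their values were seen), by either adjustment. All 14 tested kallikrein and granular duct genes, products of the granular ducts of rodent SMG, were lower by either adjustment. Klk1 fell from 28440 ± 1951 to 5.97 ± 6.72 CPM, and Egf, the growth factor of the same cells, had a log2 fold change of −9.56. Of 23 genes of the endoplasmic reticulum and secretory pathway, 17 were lower and 1 higher, but with log2(TPM + 1) 15 were higher and none was lower. Xbp1, a regulator of this pathway, moved with it, from −2.36 to 0.84. Interferon response genes flipped in the same way, with 28 of 38 lower and 1 higher by counts and 0 of 24 lower and 12 higher with log2(TPM + 1). Acta2, the smooth muscle actin of myoepithelial cells, had 0 and 5 counts in the GEM, 13 and 8 in the DAM, and 3727 and 2977 in tissue. Trp63, a transcription factor of basal and myoepithelial cells, was higher in organoids at 3.37.

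Of the 4 proliferation genes in Fig. 1f, 3 were higher in organoids and none was lower. The fourth, Myc, was at 0.77 (standard error 0.0861, adjusted p = 1.26e-05 from edgeR), below the fold threshold, and passed it with library totals or TPM. Mki67 (chromosome 7, 135689784 to 135716450) had a log2 fold change of 2.54 (standard error 0.102). Of 36 cell cycle genes, 34 were higher and none lower, by either adjustment, including Top2a at 3.80 and Ube2c at 3.93. Cdkn1a, which encodes the cell cycle inhibitor p21, was 6.17 higher on the log2 scale (standard error 0.158). Genes of fibroblasts, endothelium, immune cells, adipocytes and nerve were lower or not called by edgeR. In the lists of plasma cells and skeletal muscle, Sdc1 (5.34, also a gene of epithelia) and Mylpf (4.31), picked after their values were seen, were higher. Of 6 tested endothelial and pericyte genes, 5 were lower, and Pecam1 of endothelial cells was at 0.344 CPM in organoids and 20.1 CPM in tissue. Col1a1, a fibroblast collagen, had a log2 fold change of −4.95.

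Between the media, none of the 8 ductal genes was called by edgeR. Krt5 was at −0.01 in the DAM relative to the GEM (adjusted p = 0.973 from edgeR) and Krt7 at 0.17. Mki67 was at 117 CPM in the DAM and 217 CPM in the GEM, a log2 fold change of −0.88 (adjusted p = 7.15e-05 from edgeR) that did not pass the fold threshold. No cell cycle gene was called either, and their median was −0.52. The list as a whole moved downward in fry's test (adjusted p = 0.00632). Camera, another test, compares a list with the other genes and was run with an estimated correlation. It gave an adjusted p of 0.224. For the lists below, the adjusted p with an estimated correlation is that of camera.

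**Figure D1:**
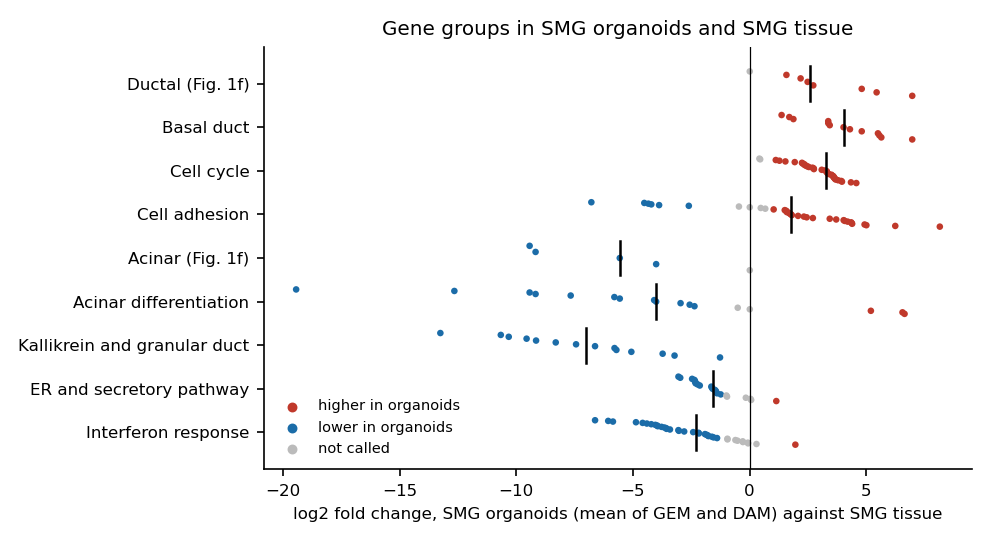
Log2 fold change of single genes in SMG organoids (mean of GEM and DAM, 4 libraries) against SMG tissue (2 libraries), by gene list, with genes called higher in red, lower in blue and not called in grey, and the median as a black bar. Basal duct and cell cycle genes lie to the right of 0 and kallikrein and acinar genes mostly to the left. The endoplasmic reticulum and interferon lists lie to the left here, but with log2(TPM + 1) 15 and 12 of their genes were higher and none was lower.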

Gene expression profiles revealed that organoids were enriched in ductal cells, retaining the broad expression of gland-specific and proliferation markers in the GEM and DAM (Fig. 1f). Furthermore, we noticed the upregulation of secretory proteins (*Ccl6* and *Crisp3*) and SMG-specific (*Sema3c, Klk1, Klk1b11*, and *Klk1b27*) genes^31,32^, whereas the genes related to the Notch pathway (*Hey1* and *Notch3*) or progenitor (*Elf5*, *Csn3*, and *Gp2*) (Fig. 1g) were downregulated upon differentiation.

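In the DAM, kallikrein genes and single genes of secreted proteins were higher than in the GEM, and some Notch pathway genes (6 of 20), most acinar genes tested and the caseins Csn3 and Csn1s1 were lower. Crisp3 (gene 11572), a secreted cysteine-rich protein, was at 110.6 ± 33.5 CPM in the DAM and 5.47 ± 0.0646 CPM in the GEM (SD, n = 2 each). Hey1 (gene 15213), a transcription factor induced by Notch signaling, was at 35.7 ± 2.70 CPM in the DAM and 141 ± 0.434 CPM in the GEM. In all, edgeR called 295 genes higher and 187 lower in the DAM. With log2(TPM + 1), 74.8% of called genes were higher, against 61.2% by counts. The count of higher genes was 135 without DAM replicate 2, 191 without DAM replicate 1 and 801 without GEM replicate 3, and 147 in a model of these 4 libraries alone.

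The 6 genes named as higher in Fig. 1g were all called higher, and the 5 named as lower were all called lower, over all genes and adjusted over the list alone. The study chose both groups on these libraries, so the counts are not independent evidence. The log2 fold change of Ccl6 (gene 20305, chromosome 11 of GRCm38, 83587886 to 83593087), a chemokine, was 4.01 (standard error 0.353, adjusted p = 5.56e-05 from edgeR). Over the alternative settings, this fold change of Ccl6 ran from 2.07 to 4.47. Crisp3 (chromosome 17, 40221777 to 40242288) had 4.34 (standard error 0.221, adjusted p = 6.22e-05 from edgeR). Sema3c (gene 20348, chromosome 5, 17574816 to 17730268), a guidance factor, was at 45.3 ± 4.30 CPM in the DAM and 12.2 ± 0.295 CPM in the GEM. Among the glandular kallikreins, Klk1 (gene 16612, chromosome 7, 44225360 to 44229622) was at 13.2 ± 6.07 and 0.905 ± 0.279 CPM, and Klk1b11 (gene 16613, chromosome 7, 43995877 to 43999875) at 178.7 ± 19.1 and 20.1 ± 1.25 CPM. Klk1b27 (gene 16619, chromosome 7, 44052290 to 44056712) was at 33.3 ± 0.407 and 8.54 ± 1.02 CPM. Their log2 fold changes were 3.85 (standard error 0.361), 3.15 (0.0933) and 1.96 (0.109). The Klk1 genes are near-identical neighbors on chromosome 7, so reads may be split among them. Of 11 tested kallikrein and granular duct genes, 10 were higher and none lower, by either adjustment. Fry gave an adjusted p of 9.5e-05 and camera, with an estimated correlation, an adjusted p of 0.0556. The salivary secreted protein gene Wfdc18 (gene 14038, chromosome 11, 83709004 to 83711360) rose to 2136 ± 37.5 from 744 ± 66.5 CPM.

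Hey1 (chromosome 3, 8663359 to 8667038) had a log2 fold change of −1.98 (standard error 0.0831, adjusted p = 5.88e-07 from edgeR). Notch3 (gene 18131, chromosome 17, 32120820 to 32166896), a Notch receptor, was at −1.57 (standard error 0.0937). Of 20 tested Notch pathway genes, 6 were lower and none higher, over all genes and adjusted over the list alone (fry adjusted p = 0.000806, and adjusted p = 0.156 with an estimated correlation). They included the receptor Notch1 at −1.19, the target Hes1 at −1.10 and the ligand Jag1 at −1.38. Among the progenitor genes, Elf5 (gene 13711, chromosome 2, 103412098 to 103450989), a transcription factor of secretory epithelium, was at 3.09 ± 0.0612 and 9.58 ± 0.660 CPM. Csn3 (gene 12994, chromosome 5, 87925579 to 87932550), a milk casein, was at 31.7 ± 8.72 and 127 ± 26.2 CPM. Gp2 (gene 67133, chromosome 7, 119442537 to 119459272), a glycoprotein of secretory granule membranes, had −2.60 (standard error 0.136). The casein Csn1s1 was at −2.93.

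Acinar genes did not rise with the kallikreins. Of the 5 acinar genes of Fig. 1f, 4 were lower in the DAM and none was higher (fry adjusted p = 0.00269, and adjusted p = 0.144 with an estimated correlation). Bhlha15 was at 1.00 ± 0.0716 CPM in the DAM and 3.20 ± 0.00277 CPM in the GEM, a log2 fold change of −1.67 (adjusted p = 0.000606 from edgeR) that moved to −0.81 and lost its call with log2(TPM + 1). Chrm3 was at −1.84, or −0.56 and not called with log2(TPM + 1), Slc12a2 at −1.20 and Smgc at −1.13, which lost its call without either DAM replicate or GEM replicate 1, at −1.08 to −1.19. Aqp5 was at −0.35 (adjusted p = 0.0254 from edgeR) and not called. Of 15 genes of acinar differentiation, 9 were lower and none higher, among them the peroxidase Lpo at −2.05 and the chloride channel Ano1 at −1.78 (fry adjusted p = 0.00169, and adjusted p = 0.134 with an estimated correlation). Of 26 genes of mucous secretion and O-glycosylation, 6 were lower and none higher, with Dcpp3 at 318 ± 46.3 and 1607 ± 253 CPM (fry adjusted p = 0.000782, and adjusted p = 0.0892 with an estimated correlation). Of 37 interferon response genes, 6 were higher, Ifit1 among them at 1.43, and none was lower, with 3 higher without GEM replicate 3 and 1 with log2(TPM + 1) (fry adjusted p = 0.148, and adjusted p = 0.588 with an estimated correlation). Of 36 ion transport genes, 6 were higher and 3 lower, and 7 were higher and 3 lower adjusted over the list alone, with the potassium channel Kcnj16 at 3.38 (0.48 and not called with log2(TPM + 1)) and the sodium pump subunit Fxyd2 at 2.04. Without DAM replicate 2, 3 of them were higher (fry adjusted p = 0.238, and adjusted p = 0.931 with an estimated correlation).

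Among the largest changes outside the lists, Sptssb, a subunit of the first enzyme of sphingolipid synthesis, was at 1.14 CPM in the DAM and 46.3 CPM in the GEM (log2 fold change −5.34, standard error 0.201). The sulfotransferase gene Sult1c1 was at −4.00 and the glycosyltransferase gene B3galt5 at −2.82. Wfdc17, a secreted protein of the same family as Wfdc18, was at 3.72 and the chemokine gene Ccl9 at 1.99. Of 24 chemokine and chemotaxis genes, 3 were higher, Ccl6 and Ccl9 among them, and 3 lower, Il1rn among them (fry adjusted p = 0.75, and adjusted p = 0.985 with an estimated correlation). The paper states that genes of secretory proteins and of the SMG rise and genes of the Notch pathway and of progenitors fall when the organoids differentiate.

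**Figure D2:**
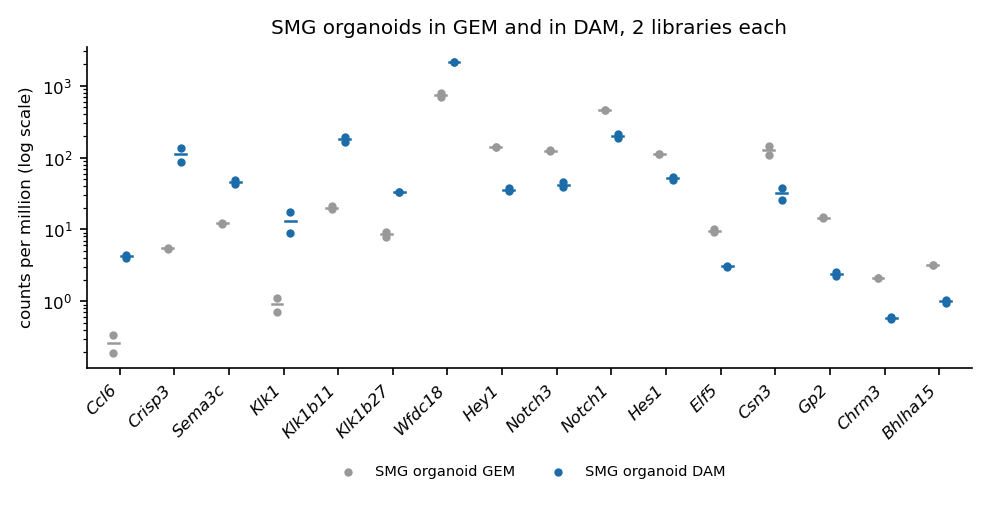
CPM of 16 genes on a log axis in SMG organoids, with the GEM in grey and the DAM in blue. Dots are the 2 libraries of each medium and lines the means. The first 7 genes lie higher in the DAM and the other 9 lower, of which Bhlha15 and Chrm3 were not called with log2(TPM + 1).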

The functions of salivary glands are known to be regulated by neurotransmitters secreted by the parasympathetic or sympathetic nerves^3,33^. To investigate the responses of organoids, we treated the organoids with several neurotransmitters, including carbachol (CCh), isoproterenol (IPR), and vasoactive intestinal peptide (VIP), and found that they displayed swelling morphologies upon stimulation (Supplementary Fig. 2f). Furthermore, we detected ATP- or CCh -mediated increases in calcium influx (Supplementary Fig. 2g), which is essential for water secretion^34,35^. Taken together, we successfully maintained the murine SMG organoids harboring cellular heterogeneity, differentiation potential, and functionality during long-term passages.

### Murine adult salivary gland organoids represent distinct glandular structures and retain gland-specific proteins and transcripts

We next explored whether our organoid culture system could recapitulate the distinct properties of the three major salivary glands. To address this issue, we generated murine PG and SLG organoids employing the same protocol used for the SMG organoids. We observed that the PG organoids had small ducts in a tree-like shape, whereas the SLG organoids had relatively large cystic lumens (Fig. 2a and Supplementary Fig. 3a). As PGs consist of serous acini, whereas SLGs are composed of mucous acini^4^, we assessed the presence of mucin-positive cells using periodic acid-Schiff (PAS) staining. Accordingly, we detected PAS-positive cells in the budding structures of the SLG organoids but not in the PG organoids (Fig. 2b). We further examined the expression of amylase 2 (AMY2, a PG-specific marker) and mucin 19 (MUC19, a SLG-specific marker) to specifically distinguish between the PG and SLG organoids^31^. We found that AMY2 was mainly expressed in the PG organoids, whereas MUC19 was observed in the SLG organoids, consistent with the expression patterns in salivary gland tissues (Fig. 2c, d). We further noticed that these organoids retained KRT7^+^ luminal cells surrounded by KRT5^+^ basal cells, AQP5^+^MIST1^+^ acinar cells, and ACTA2^+^KRT14^+^ myoepithelial cells when differentiated in the DAM (Supplementary Fig. 3b). Furthermore, ultrastructural images using transmission electron microscopy (TEM) revealed the defined characteristics of serous or mucous granules in acinar cells from the PG or SLG organoids, respectively (Fig. 2e).

**Fig. 2:**
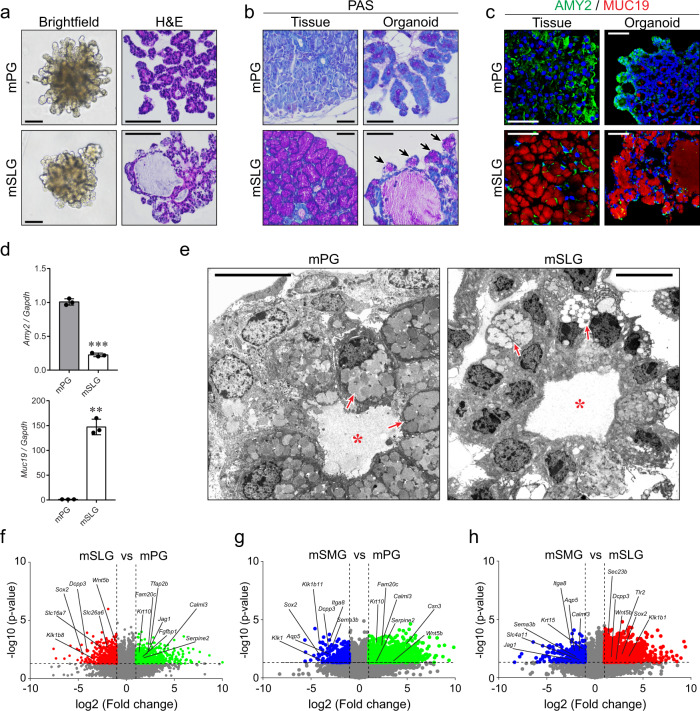
Adult salivary gland organoids possessed distinct gland-specific properties in mice. **a**–**d** mPG (top) or mSLG (bottom) organoids were maintained in the GEM for 9 days, followed by 3 days of differentiation in the DAM. **a** Representative images of brightfield microscopy (left) and H&E staining (right). Scale bars indicate 100 μm. **b** The presence of mucin in mPG and mSLG tissues (left) or organoids (right) was assessed via PAS staining. Black arrows indicate the mucin-positive region near end buds. Scale bars indicate 50 μm. **c** IF staining for PG-specific (AMY2, green) and SLG-specific (MUC19, red) markers in tissues (left) or organoids (right). Nuclei were stained with Hoechst 33342 (blue). Scale bars indicate 50 μm. **d** PG-specific *Amy2* or SLG-specific *Muc19* gene expressions were validated via qRT-PCR in organoids. Data were presented as the mean ± SEM (*n* = 3 biologically independent samples). **e** Transmission electron microscopy (TEM) images of mPG (left), and mSLG (right) organoids. Red asterisks indicate internal lumen. Red arrows indicate serous acinar cells or mucous acinar cells in mPG or mSLG organoids, respectively. Scale bars indicate 10 μm. **f**–**h** Murine salivary gland organoids were maintained in the GEM for 9 days, followed by 3 days of differentiation in the DAM, and subjected to RNAseq analysis (*n* = 2 biologically independent samples). **f** DEGs with a fold change >2 and *p*-value <0.05 between mPG (green) and mSLG (red) organoids depicted using a volcano plot. **g** DEGs with a fold change >2 and *p*-value <0.05 between mPG (green) and mSMG (blue) organoids depicted using a volcano plot. **h** DEGs with a fold change >2 and *p*-value <0.05 between mSLG (red) and mSMG (blue) organoids depicted using a volcano plot. **p < 0.01, ***p < 0.001. Source Data are provided as a source data file.

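Between organoids of the 3 glands in the DAM, edgeR called 948 genes higher and 639 lower in PG than in SLG, 1489 higher and 902 lower in PG than in SMG, and 1449 higher and 1021 lower in SLG than in SMG (n = 2 libraries per gland). At an unadjusted p under 0.05, the counts were 1013 and 723, 1561 and 996, and 1504 and 1101. With log2(TPM + 1), 77.8% of the genes called between PG and SMG were higher in PG, against 62.3% by counts, and 73.3% of those between SLG and SMG were higher in SLG, against 58.7%. The median of all genes moved with it by 0.22 and 0.25 (log2). Library totals alone moved it by 0.11 between SLG and SMG.

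The rankings below cover only genes with counts in all 8 organoid libraries. Genes with a 0 in any of them are outside, such as Acta2 at 176.5 CPM in PG and 0.164 CPM in SMG organoids. Among the largest changes between PG and SLG organoids, Saa1, a serum amyloid, had a log2 fold change of 9.57, and the cornified envelope genes Sprr2d and Sprr2g had 8.67 and 7.69, although reads may be split among the similar Sprr2 genes. Il1f6, a cytokine of the interleukin-36 family, had 7.99 and the skin protease gene Asprv1 6.92. Lower in PG were Bpifb1, a secreted defense protein of mucosae, at 0.382 and 54.7 CPM (log2 fold change −7.16, standard error 0.14, adjusted p = 1.64e-10 from edgeR), and B3gnt6, an enzyme of O-glycan synthesis, at −6.63. A2ml1, a protease inhibitor, was at 15.8 CPM in PG and 912 CPM in SLG, and the antimicrobial lectin gene Reg3g was at −5.76. Among the genes labeled in Fig. 2f, Tfap2b had 2.15, Jag1 1.71 and Fgfbp1 1.42, with Slc26a6 at −1.49, Slc16a7 at −1.70 and Klk1b8 at −3.59.

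Among these genes, PG organoids exceeded SMG organoids most in Tagln, a contractile protein of smooth muscle, at 9.04, followed by Saa1, at 8.92, and Mansc1, at 22.2 and 0.0704 CPM. The receptor gene Il1rl2, which binds the interleukin-36 cytokines, had 7.59. Lower in PG than in SMG were the monooxygenase gene Fmo2, at 4.24 and 232 CPM (log2 fold change −5.77, standard error 0.161, adjusted p = 8.12e-09 from edgeR), and the dehydrogenase gene Aldh1a7 at −5.76. SLG organoids exceeded SMG organoids most, among the genes ranked, in G0s2, an inhibitor of fat breakdown, at 46.0 and 0.102 CPM, and the adenylyl cyclase gene Adcy8 was at 83.5 and 0.642 CPM. The Sprr2 genes stood at the other end, with Sprr2g at −8.14 and Sprr2d at −8.05, and the skin genes Crct1 and Cdsn were at −6.36 and −6.35. Csn3 was higher in PG than in SMG organoids at 3.65, and Tlr2, a receptor of the innate immune system, was higher in SLG than in SMG at 1.91. Krt15, a basal keratin, was lower in SLG than in SMG at −1.51.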

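Organoids of the 3 major glands were compared in the DAM, with 2 libraries each of PG, SLG and SMG. Library totals were 59772270 and 56383651 counts for PG organoids and 67532147 and 58787274 for SLG organoids. The deposited columns number the PG pair 1 and 3 and the SLG pair 1 and 2. The comparisons used the model of 8 organoid libraries described for the media, so that all groups share an estimate of the spread. Its common biological coefficient of variation was 0.101. Replicates of a group differed by more than sampling noise, with a chi-square per degree of freedom from 6.98 to 43.4, so no library was counted as a copy of another. The share of counts on ribosomal RNA genes was 1.36% and 2.15% in PG organoids and lay between 0.352% and 2.15% over all organoid libraries. Mitochondrial mRNA took from 4.84% to 6.75%, and COX1 was the gene with the most counts in each organoid library.

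For the glands themselves, the deposited data also hold 2 tissue libraries each of PG, SLG and SMG. PG tissue had 71367044 and 68876821 counts, and SLG tissue 61586795 and 71294185. The 10 genes with the most counts took 74.5% and 74.7% of the counts in PG tissue and from 47.0% to 49.6% in SLG tissue. In PG tissue, Bpifa2, a secreted protein of the parotid gland, alone took 39.3% and 39.1% of all counts. The 3 tissues were fitted together (16293 genes), with TMM factors from 0.723 to 1.70, against 0.919 to 1.06 in the organoids. To set tissue and organoid differences side by side, a model of the 6 tissue libraries and the 6 DAM libraries (14459 genes) tested whether a gland difference was larger in one material. On simulated counts, the test of PG against SLG tissue recovered 35.8% of genes changed 2-fold and 95.5% of those changed 3-fold. It made 11 false calls among 16023 genes. For the 2 media of SMG organoids the test recovered 37.3% of genes changed 2-fold and 92.5% of those changed 3-fold. A 2-fold change lies on the fold threshold itself, so many of these genes must miss the call however precise the test. Apart from 200 changed genes, the simulated groups had the same levels. The simulation thus cannot show how many false calls arise where tissues differ in the genes that take most counts.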

Next, we comparatively analyzed the global gene expression profiles in the three major salivary gland organoids. 

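The gland explained more of the spread between the 6 DAM libraries than the replicate did. Distances were computed over the 500 genes with the largest log2 differences in each pair of libraries. Replicates of a gland lay 1.18 to 1.54 apart. PG and SLG organoids lay 3.40 to 3.44 apart, SLG and SMG organoids 3.98 to 4.19, and PG and SMG organoids 4.12 to 4.21. The smallest distance between glands was 2.21 times the largest distance within a gland. Over all tested genes, distances within glands were 0.285 to 0.399 and between glands 0.815 to 1.08. The first dimension held 56.7% of the variance and set SMG organoids, at −2.50 and −2.37, apart from PG at 1.27 and 1.28 and SLG at 1.19 and 1.13. The second dimension held 34.3% and set PG organoids, at −1.60 and −1.62, apart from SLG at 1.66 and 1.67. SMG organoids in the GEM lay 1.88 to 2.78 from those in the DAM, and the 2 GEM libraries lay 1.90 apart, so these ranges overlap. With 2 libraries per gland, no rank test of these distances can reach a p under 0.05.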

A multidimensional scaling plot indicated the clustering of each type of organoid from the PG, SMG, and SLG (Supplementary Fig. 3c). We identified several genes as gland-specific markers in organoids. For example, we detected that *Fam20c*, *Serpine2*, and *Calml3* displayed a PG-specific gene expression in our organoid data, as reported in a tissue database (SGMAP, https://sgmap.nidcr.nih.gov), whereas *Wnt5b*, *Sox2*, and *Dcpp3* were SLG-specific, and *Sema3b*, *Itga8*, *Klk1*, and *Klk1b11* were SMG-specific (Fig. 2f–h). Furthermore, we suggested *Calml3* and *Serpine2* as PG-, *Itga8* as SMG-, and *Sox2* and *Dcpp3* as SLG-specific markers validated in both RNA-seq and qRT-PCR (Supplementary Fig. 4). 

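A gene was counted as specific to a gland where it was called higher in that gland's organoids than in both others. There were 462 such genes for PG organoids, 344 for SLG and 422 for SMG. With a filter on low counts (filterByExpr) in place of the filter on zeros, there were 733 for PG. With log2(TPM + 1) there were 142 for SMG, and with log2(TPM + 0.1) 192. PG-specific genes included B2m, a subunit of class I antigen presentation, at 579 CPM in PG organoids, and the neurotrophin receptor gene Ntrk2 at 391 CPM. SLG-specific genes included Wfdc18 at 5652 CPM and Cat, the catalase gene, at 2676 CPM. Kcne1, a potassium channel subunit, was at 108 CPM in SLG organoids. Ntrk2 and Cat were picked after their values were seen. Among the SMG-specific genes were Notch1 at 200.3 CPM and Klk1b26 at 21.2 CPM. At a log2 fold change over 2, the numbers were 142 for PG, 81 for SLG and 79 for SMG.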

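In organoids, 7 of the 10 named markers were called higher in the stated gland than in both others, and 17 of the 20 comparisons were called in that direction by edgeR. The genes were picked by the study on these libraries, so the tally is not independent evidence. Sox2 (gene 20674, chromosome 3 of GRCm38, 34649995 to 34652461), a transcription factor of progenitor cells, was at 90.7 ± 5.14 CPM in SLG, 3.15 ± 0.241 CPM in PG and 52.3 CPM in SMG organoids (SD, n = 2 each). Calml3 (gene 70405, chromosome 13, 3802893 to 3804318), a calmodulin-like protein of epithelia, was at 154.5 ± 9.74 CPM in PG and 12.2 ± 0.786 CPM in SLG. Itga8 (gene 241226, chromosome 2, 12106632 to 12301985), an integrin subunit, was at 186 ± 15.4 CPM in SMG and 22.4 ± 0.143 CPM in PG.

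The PG markers passed in both comparisons. Calml3 had a log2 fold change of 3.66 between PG and SLG (standard error 0.0864, adjusted p = 5.48e-10 from edgeR) and 1.81 between PG and SMG (standard error 0.0788). Fam20c (gene 80752, chromosome 5, 138755081 to 138810063), a kinase of secreted proteins, was at 10.8 ± 0.477 CPM in PG and 2.33 ± 0.144 CPM in SLG. It stood 2.20 above SLG (standard error 0.187) and 1.91 above SMG (standard error 0.184). Serpine2 (gene 20720, chromosome 1, 79794317 to 79858665), a secreted protease inhibitor, had 291 ± 23.7 CPM in PG and 100.2 ± 12.1 CPM in SLG, with log2 differences of 1.54 and 1.25.

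Of the SLG markers, Wnt5b (gene 22419, chromosome 6, 119432531 to 119544824), a secreted Wnt ligand, was at 35.9 ± 0.0795 CPM in SLG, 16.8 ± 0.655 CPM in PG and 2.93 ± 0.657 CPM in SMG. Dcpp3 (gene 620253, chromosome 17, 23917419 to 23919441), a secreted salivary protein with close copies Dcpp1 and Dcpp2, was at 672 ± 39.4 CPM in SLG and 41.1 ± 5.55 CPM in PG. SLG exceeded SMG in Dcpp3 by 1.08 on the log2 scale (standard error 0.141, adjusted p = 0.000203 from edgeR), which fell to 0.93 without SMG DAM replicate 1 and to 0.99 without SLG DAM replicate 1 and lost its call. The difference between SLG and SMG organoids in Sox2 was 0.80 (standard error 0.0746, adjusted p = 6.62e-06 from edgeR), below the fold threshold, and 1.03 with log2(TPM + 1).

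Of the SMG markers, Sema3b (gene 20347, chromosome 9, 107597674 to 107609241), a semaphorin, was at 275 ± 6.61 CPM in SMG, 79.7 CPM in SLG and 43.6 ± 2.05 CPM in PG. The log2 fold change of Itga8 was −2.57 in SLG against SMG (standard error 0.0842, adjusted p = 3.74e-09 from edgeR) and −3.06 in PG against SMG. Klk1 and Klk1b11 were lower in PG than in SMG, at −4.05 (standard error 0.368) and −4.26 (standard error 0.0998). Between SLG and SMG, Klk1 was at 13.9 and 13.2 CPM (log2 fold change 0.08, adjusted p = 0.867 from edgeR) and Klk1b11 at 225 and 178.7 CPM (0.33, standard error 0.0841).

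**Figure D3:**
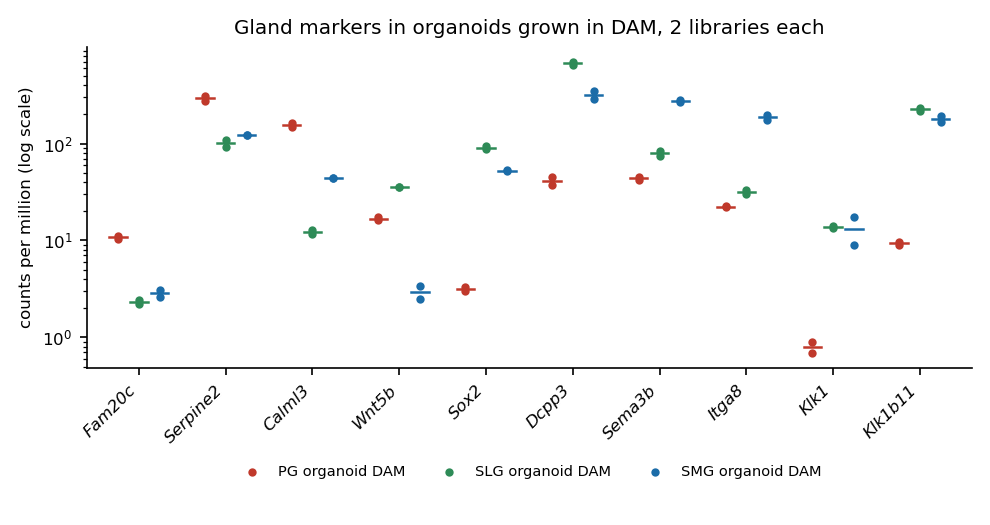
CPM on a log axis of the 10 marker genes in organoids in the DAM, with PG in red, SLG in green and SMG in blue, dots for the 2 libraries of each gland and lines for the means. The stated gland has the highest mean for each gene except Klk1 and Klk1b11, where SLG and SMG lie close together.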

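The paper's qRT-PCR values (n = 3, mean ± SD computed from its source data) and the RNA-seq of organoids moved the same way in all 12 comparisons of these 5 genes. The paper's qRT-PCR value of Sox2 was 22.8 ± 1.89 in SLG and 1.16 ± 0.807 in PG organoids, a 19.6-fold difference, beside an RNA-seq log2 fold change of −4.85 in PG against SLG (standard error 0.0935, adjusted p = 1.64e-10 from edgeR). Dcpp3 was 6.25-fold higher in SLG than in PG by the paper's qRT-PCR (log2 ratio 2.64), and its RNA-seq log2 fold change in PG against SLG was −4.03. The sizes differed. Between SLG and SMG, the paper's qRT-PCR put Dcpp3 191-fold and Sox2 6.97-fold higher in SLG. As log2 ratios of SMG to SLG these are −7.58 and −2.8, against −1.08 and −0.80 by RNA-seq. Between SMG and PG, the paper's qRT-PCR put Sox2 2.82-fold higher in SMG, a log2 ratio of 1.5, against a log2 fold change of 4.05 by RNA-seq. Dcpp3 was not among the genes that its qRT-PCR compared between SMG and PG. The paper's qRT-PCR put Calml3 5.84-fold and Serpine2 1.57-fold higher in PG than in SLG. For Itga8, its ratio of SMG to PG was 2.27 and of SMG to SLG 1.55, against 186 CPM in SMG organoids and 31.4 ± 2.29 CPM in SLG organoids here. The qRT-PCR samples were other samples than the sequenced libraries as far as the legends tell, so the values are set side by side without a joint test.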

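Many genes of the interferon response and chemotaxis were higher in PG organoids than in the others. Most cornified envelope genes were lowest in SLG organoids, and many genes of ion transport were higher in SLG organoids. Of 10 contraction genes with counts in all 8 organoid libraries, 4 were lower in SMG organoids than in PG. Ivl, a cornified envelope protein, was at 47.0 CPM in PG, 71.2 CPM in SMG and 5.67 CPM in SLG organoids (n = 2 each). Scnn1a, a subunit of the epithelial sodium channel, was at 23.3 CPM in PG, 129 CPM in SLG and 17.6 CPM in SMG. Myl9, a myosin light chain of smooth muscle, was at 42.3 ± 8.24 CPM in PG, 26.3 CPM in SLG and 0.446 ± 0.213 CPM in SMG. Unless stated, counts below were the same over all genes and adjusted over the list alone.

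Of 21 keratinization genes, 19 were higher and 1 lower in PG than in SLG organoids. Fry gave an adjusted p of 0.000242 and camera, with an estimated correlation, an adjusted p of 0.0892. Dmkn, a secreted skin protein, had a log2 fold change of 3.27 (standard error 0.11, adjusted p = 9.16e-09 from edgeR) and Sprr1b 4.97. Against SMG, 16 of these genes were lower in SLG and none was higher (fry adjusted p = 0.000315, and adjusted p = 0.134 with an estimated correlation), with Krt79, a keratin of skin appendages, at 1.03 and 52.7 CPM. Between PG and SMG, 5 were higher and 2 lower (fry adjusted p = 0.622, and adjusted p = 0.985 with an estimated correlation). For cell proliferation, 11 of 36 cell cycle genes were higher in PG than in SLG and none lower, with Top2a at 1.12 and Ccnb1 at 1.36 (fry adjusted p = 0.000593, and adjusted p = 0.144 with an estimated correlation). In SLG against SMG, 6 were lower and none higher, among them Tpx2 at −1.05 and Cenpa at −1.26, and 1 was lower with log2(TPM + 1) (fry adjusted p = 0.00156, and adjusted p = 0.249 with an estimated correlation). No cell cycle gene was called between PG and SMG by edgeR (fry adjusted p = 0.0329, and adjusted p = 0.683 with an estimated correlation).

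Of 24 chemokine and chemotaxis genes, 14 were higher and 5 lower in PG than in SLG (fry adjusted p = 7.29e-05, and adjusted p = 0.0619 with an estimated correlation), and 10 were higher and 2 lower in PG than in SMG. Saa3, an acute phase protein, was at 76.0 CPM in PG and 1.16 CPM in SLG, Il1a was at 87.3 and 1.42 CPM, and the neutrophil chemokine gene Cxcl1 at 211 and 52.1 CPM. In SLG against SMG, 6 chemokine genes were higher and 7 lower (fry adjusted p = 0.188, and adjusted p = 0.961 with an estimated correlation), with Ccl28, a mucosal chemokine, at 2.11 and Cxcl1 at −1.71. Of 37 interferon response genes, 22 were higher and 1 lower in PG than in SLG (fry adjusted p = 0.00719, and adjusted p = 0.292 with an estimated correlation). In PG against SMG, 32 were higher and 1 lower (fry adjusted p = 0.00129, and adjusted p = 0.223 with an estimated correlation), with Rtp4 at 27.5 and 1.08 CPM and Parp14 at 2.83.

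Of 36 ion transport genes, 12 were lower and none higher in PG than in SLG (fry adjusted p = 0.000242, and adjusted p = 0.109 with an estimated correlation), and 17 were higher and 4 lower in SLG than in SMG (fry adjusted p = 0.00018, and adjusted p = 0.144 with an estimated correlation). Cftr, the chloride and bicarbonate channel, was at 35.8 CPM in SLG and 2.79 CPM in SMG, and Slc4a4, a bicarbonate importer, at −1.26 in PG against SLG. Of 26 genes of mucous secretion and O-glycosylation, 16 were higher and 2 lower in SLG than in SMG (fry adjusted p = 9.5e-05, and adjusted p = 0.066 with an estimated correlation), with the glycosyltransferase genes Gcnt1 at 4.37 and St6galnac2 at 3.22. The kallikrein and granular duct genes were lower in PG than in SLG (11 of 11) and than in SMG (10 of 11), while 1 was higher and 1 lower in SLG than in SMG.

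Of 19 genes of neurotransmitter receptors and transport, 8 were higher in PG than in SMG and none lower (fry adjusted p = 0.000265, and adjusted p = 0.144 with an estimated correlation). In SLG against SMG, 7 were higher and 4 lower (fry adjusted p = 0.000799, and adjusted p = 0.441 with an estimated correlation), and with log2(TPM + 1) 3 were higher and 3 lower. Chrm3, the main muscarinic receptor of salivary secretion, was at 12.5 ± 2.33 CPM in PG, 18.9 CPM in SLG and 0.587 ± 0.0141 CPM in SMG organoids, and the adrenergic receptor gene Adrb1 at 8.81, 11.4 and 0.392 CPM. Between PG and SLG, 4 were higher and 2 lower (4 and 3 adjusted over the list alone), with the amino acid transporter gene Slc6a14 at 3.62 and the taurine transporter gene Slc6a6 at −1.34. Fry's test put this list higher in PG (adjusted p = 0.00796), although its median was −0.271. Camera gave an adjusted p of 0.793 with an estimated correlation.

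Of 10 contraction genes of myoepithelium and smooth muscle, 4 were higher in PG than in SMG and none lower (fry adjusted p = 0.00018, and adjusted p = 0.0969 with an estimated correlation), with the smooth muscle myosin gene Myh11 at 11.8 ± 6.12 and 0.149 CPM. Likewise 4 were higher in SLG than in SMG (fry adjusted p = 0.000315, and adjusted p = 0.223 with an estimated correlation). Acta2 (176.5 CPM in PG and 0.164 CPM in SMG) and Cnn1 (3.12 and 0 CPM) are outside the 10, since the filter on zeros drops them. With filterByExpr, 6 of 11 members with at least 1 CPM in PG and SLG organoids were lower in SMG than in both, Acta2 and Cnn1 among them. Between PG and SLG, 2 of the 10 were higher in PG and none lower (fry adjusted p = 0.00172, and adjusted p = 0.144 with an estimated correlation), and 1 was higher without PG DAM replicate 3. Of 35 cell adhesion genes, 5 were higher and 3 lower in PG than in SLG (fry adjusted p = 0.0636, and adjusted p = 0.762 with an estimated correlation), and 7 were higher and 2 lower in PG than in SMG. In SLG against SMG, 7 were higher and 7 lower (fry adjusted p = 0.2, and adjusted p = 0.961 with an estimated correlation). Dsg3, a desmosomal cadherin, was at 98.6 CPM in PG and 20.1 CPM in SLG, and Cldn7, a tight junction claudin, at 159 CPM in SLG and 7.58 CPM in SMG. Of 36 extracellular matrix genes, 15 were higher and 5 lower in PG than in SMG (fry adjusted p = 0.00131, and adjusted p = 0.459 with an estimated correlation), with fibronectin, encoded by Fn1, at 167 and 13.7 CPM. The terms of the Supplementary Fig. 3d–h panels were not rerun, and the lists here were compiled from their names and from gland biology. No list passed in any of the 3 comparisons by camera with an estimated correlation.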

Gene ontology analysis of these datasets revealed that the genes linked to the proliferation and function of the salivary gland, including cell-cell adhesion, ion transport, neurotransmitter transport, muscle contraction, and cell chemotaxis, were differentially expressed in the three major murine gland organoids (Supplementary Fig. 3d–h). Collectively, our data indicated that salivary gland organoids retained their tissue-specific features in both the protein and transcript levels.

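Part of the gland differences in organoids ran the same way in tissue, by counts above the share of all genes for PG against SLG and close to it for both comparisons with SMG. Of 1122 genes called between PG and SLG organoids and tested in tissue, 752 (67.0%) had the same sign in tissue, against 53.0% of all genes. Of 1907 called between SLG and SMG organoids, 1085 (56.9%) did, against 55.5% of all genes. Of 1872 called between PG and SMG organoids, 829 (44.3%) did, against 42.1% of all genes. Sox2, the SLG marker, had 3415 and 4426 counts in SLG tissue, 0 in both PG tissue libraries, and 0 and 3 in SMG tissue.

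Organoid and tissue comparisons shared no libraries, and the 14323 genes tested in both are not independent replicates. Across these genes, the correlation of log2 fold changes was 0.162 for PG against SLG (Spearman's rho 0.108), 0.118 for SLG against SMG (0.14) and −0.062 for PG against SMG (−0.167). Contrasts that were not matched reached the same size, −0.17 for organoid SLG against SMG with tissue PG against SLG and −0.155 for organoid PG against SLG with tissue SLG against SMG. In these pairs SLG stands on opposite sides of the contrasts. Both materials called 173 genes higher and 205 lower in PG than in SLG, where independent lists would share 78.1 and 66.6. For SLG against SMG the numbers were 239 and 138, with 107.4 and 58.6 for independent lists, and for PG against SMG 131 and 87, with 71.9 and 38. Called in both materials in opposite directions were 124 genes for PG against SLG, 265 for SLG against SMG and 287 for PG against SMG, with 144.6, 168.6 and 109.6 for independent lists. For both comparisons with SMG, genes called in both materials were thus above that number in either direction, and for PG against SMG the 287 outnumber the 218 of the same sign. Genes specific to the gland in organoids and in tissue numbered 35 for PG, 65 for SLG and 13 for SMG, where independent lists would share 10.3, 15.7 and 4.4. The 35 PG genes included Ntrk2, at 50.9 CPM in tissue, and the glycosyltransferase gene Galnt6. Of the 65 SLG genes, Kcne1 was at 167 CPM and Cat at 131 CPM in tissue. The SMG genes included Klk1b26 at 588 CPM and Notch1 at 12.3 CPM in tissue. In the other direction, the gland of a tissue-specific gene had the highest organoid level for 142 of 462 PG genes (30.7%), 390 of 788 SLG genes (49.5%) and 63 of 223 SMG genes (28.3%). Of the PG tissue genes, 188 were highest in SMG and 132 in SLG organoids, and of the SMG tissue genes, 80 in PG and 80 in SLG organoids.

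Of the 10 markers the paper names in organoids, 9 were tested in tissue, all but Sox2, whose counts are given above. Of the 9, 7 were called higher in the stated gland's tissue than in both others, and 15 of the 18 comparisons were called in that direction. The paper refers to a tissue database for Fam20c, Serpine2 and Calml3 as PG genes. These may thus have been picked by their level in tissue, and for them the tally is not independent evidence. Calml3 was higher in PG than in SLG tissue by 3.91 (log2, standard error 0.522, adjusted p = 0.00524 from edgeR) and Fam20c by 3.43 (standard error 0.62). Dcpp3 was at 66250 ± 5261 CPM in SLG and 2.45 ± 1.02 CPM in SMG tissue, a log2 fold change of 14.73. Klk1 and Klk1b11 were higher in SMG than in SLG tissue, by 2.40 (standard error 0.156) and 2.50 (standard error 0.206). Sema3b was at −0.11 in SMG against PG tissue (adjusted p = 0.791 from edgeR) and −0.14 in SMG against SLG tissue (adjusted p = 0.687), and Itga8 was at 0.30 in SMG against SLG tissue (adjusted p = 0.164).

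In tissue, 2555 genes were higher and 2053 lower in PG than in SLG, 1093 and 1104 in PG against SMG, and 1365 and 1944 in SLG against SMG. Without SLG tissue replicate 2, 1261 were higher and 1242 lower in SLG than in SMG. The splits moved with the scaling. Of called genes, 55.4% were higher in PG than in SLG by counts, 10.2% with library totals and 5.8% with log2(TPM + 1). For SLG against SMG the shares were 41.3%, 96.3% and 99.2%, and for PG against SMG 49.7%, 65.3% and 88.4%. The median of all genes moved by −0.92 (log2) with library totals and −0.75 with TPM for PG against SLG, by 1.10 and 1.16 for SLG against SMG, and by 0.18 and 0.45 for PG against SMG. SLG tissue replicate 1 held genes high in PG and far lower in SMG tissue at a median of 5.65% of their PG tissue level, against 0.0395% in replicate 2. Without it, the correlation was 0.165 for PG against SLG and 0.126 for SLG against SMG, with the same sign for 66.5% and 56.5% of the genes called in organoids. The correlation of PG against SLG was 0.104 without PG organoid replicate 3 and 0.093 without a filter on counts, and that of SLG against SMG 0.052 without a filter. With log2(TPM + 1), the share of genes called in organoids with the same sign in tissue was 69.9% for PG against SLG, 84.1% for SLG against SMG and 64.1% for PG against SMG, against 57.3%, 74.2% and 61.9% of all genes. With library totals it was 59.0%, 69.2% and 47.1%, against 56.0%, 60.0% and 45.1% of all genes. For PG against SLG and SLG against SMG, most tissue calls took a single direction under both of these scalings. Their shares then largely follow the direction of the organoid calls. A change in their margin over all genes thus cannot show more or less agreement between the materials. The paper takes its data together as a sign that organoids kept features specific to their tissue.

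**Figure D4:**
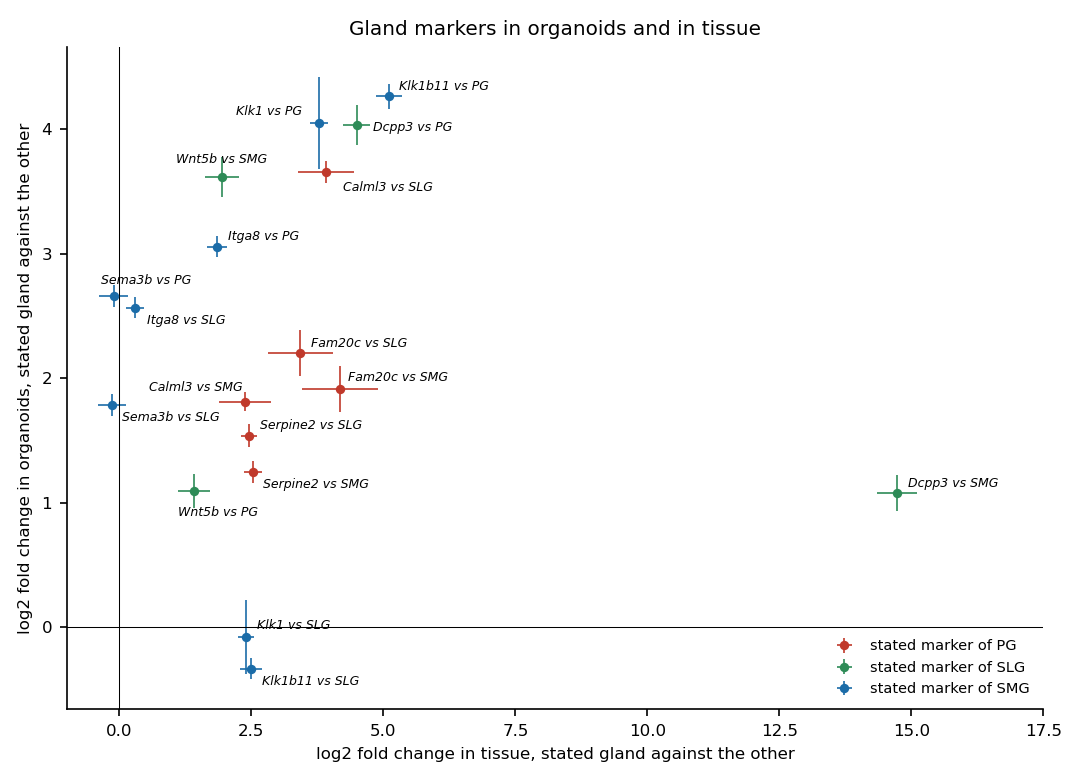
Log2 fold change of the stated gland against another in tissue (x axis) and in organoids in the DAM (y axis) for the 18 marker comparisons tested in both, with bars for standard errors and n = 2 libraries per group. Points in the upper right have the stated gland higher in both materials. Sema3b lies left of 0 by tissue, and Klk1 and Klk1b11 against SLG lie just under 0 by organoids.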

### Human major salivary gland organoids recapitulate the cellular heterogeneity, structural diversity, and glandular secretory function

We next explored whether our culture protocol could be adapted to human salivary organoids. To establish human salivary gland organoids, we modified the murine GEM by adding prostaglandin E2 (PGE2), nicotinamide, and GSK3 Inhibitor CHIR99021, which are known to be essential for the maintenance of human organoids derived from other tissues^6,36,37^. Using this approach (Supplementary Table 2), we successfully established organoids from human PG, SMG, or SLG tissues (Fig. 3a), and maintained their growth and expansion for 4 months (Fig. 3b). We found that similar to murine organoids, human salivary gland organoids contained no MIST1^+^ acinar cells before differentiation (Supplementary Fig. 5a). Therefore, we tested various differentiation conditions and found that the addition of DAPT combined with the withdrawal of PGE2, nicotinamide, and CHIR99021 from GEM (hereafter human DAM) enabled efficient differentiation of organoids and resulted in the appearance of MIST1^+^ acinar and ACTA2^+^KRT14^+^ myoepithelial cells along with KRT5^+^ basal and KRT7^+^ luminal duct cells in all human PG, SMG, and SLG organoids (Fig. 3c and Supplementary Fig. 5b). Furthermore, our organoid culture could maintain expressions of several cell-type-specific markers for up to 4 months (Supplementary Fig. 5c).

**Fig. 3:**
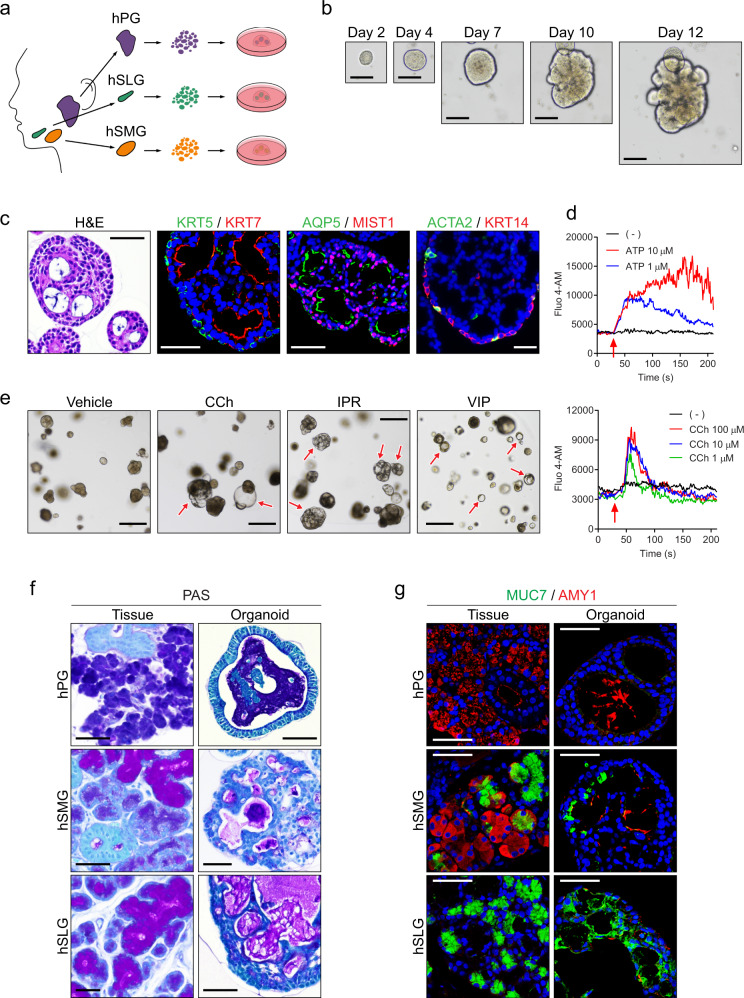
Establishment of human salivary gland organoids from PG, SMG, and SLG. **a** Schematic image of experiments using three major human salivary gland organoids, including human parotid gland (hPG), sublingual gland (hSLG), and submandibular gland (hSMG) organoids. **b** hSMG organoids were maintained in the GEM. The growth of a single organoid was tracked in the time-lapse of images obtained at each time point. Scale bars indicate 50 μm. **c** hSMG organoids were maintained in the GEM for 2 weeks and incubated in the DAM for another 3 days. Harvested organoids were subjected to H&E staining or IF staining for duct (KRT5; green, KRT7; red), acinar (AQP5; green, MIST1; red), and myoepithelial (ACTA2; green, KRT14; red) markers. Nuclei were stained with Hoechst 33342 (blue). Scale bars indicate 50 μm. **d** hSMG organoids were maintained for 3 months in the GEM, followed by differentiation in the DAM for another 3 days. Single-cell suspensions were prepared, and calcium influx was assessed using Fluo 4-AM in stimulation with either ATP (top) or carbachol (CCh; bottom) at different dosages. Red arrows indicate time points at which cells were treated with stimulants. **e**–**g** hPG, hSMG, and hSLG organoids were maintained for 1 month in the GEM, followed by differentiation in the DAM for another 3 days. **e** Differentiated hSMG organoids were stimulated with vehicle (DMSO), CCh, isoproterenol (IPR), or vasoactive intestinal peptide (VIP) for 1 h. Then, organoid swelling was observed under a brightfield microscope. Red arrows indicate swollen organoids. Scale bars indicate 500 μm. **f** Sections from hPG (top), hSMG (middle), and hSLG (bottom) tissues (left) and differentiated organoids (right) were subjected to PAS staining. Nuclei were counterstained with hematoxylin. Scale bars indicate 50 μm. **g** hPG, hSMG, and hSLG tissues (left) and differentiated organoids (right) were subjected to IF staining for mucous (MUC7, green) and serous (AMY1, red) acinar cells. Scale bars indicate 50 μm. All data were representative of three independent experiments. Source Data are provided as a Source data file.

We then performed TEM of organoids to observe the ultrastructure of human salivary gland organoids. Our results revealed the existence of various cellular organelles within the secretory epithelial and myoepithelial cells (Supplementary Fig. 6a–d). To evaluate the functionality of human salivary gland organoids, we treated the organoids with ATP or CCh and assessed the calcium influx. We observed increases in intracellular calcium concentration in the human SMG, PG, and SLG organoids (Supplementary Fig. 6e–g), which was conserved through the maintenance of organoids in a dose-dependent manner (Fig. 3d). Furthermore, an increase in calcium influx by CCh was inhibited by atropine, a muscarinic antagonist (Supplementary Fig. 6h). In addition, we detected the swelling of organoids induced by several neurotransmitters, including CCh, IPR, and VIP (Fig. 3e and Supplementary Movie 1–3). We also analyzed the genetic profiles from original tissues and organoids maintained for 3 months to investigate the accumulation of somatic mutations during organoid development. Using whole-exome sequencing data, we detected a total of 119 and 130 somatic mutations in SMG tissues and organoids, respectively. We observed that 104 variants were conserved among them, whereas 26 somatic mutations were identified as acquired during organoid culture (15 nonsynonymous variants in the coding lesion, five synonymous variants, and six variants in the noncoding lesion). All nonsynonymous variants were considered nonpathogenic (CADD phred score <25), indicating that our organoid cultures could maintain their genetic stability over time (Supplementary Fig. 6i, j).

Human PG, SMG, and SLG are known to have distinct serous, seromucous, and mucous characteristics, respectively (Fig. 3f, left). To determine whether the organoids recapitulated gland-specific properties, we evaluated the presence of mucin using PAS staining. We accordingly observed the presence of mucin-positive lumen in the SMG and SLG but not in the PG organoids (Fig. 3f, right). Furthermore, we found that mucin 7 (MUC7, a human mucous acinar marker) was expressed in the SMG and SLG organoids, whereas, amylase 1 (AMY1, a human serous acinar marker) was exclusively detected in the PG and SMG organoids, consistent with their expression in the source glands (Fig. 3g). Collectively, our results suggested that the human salivary gland organoids displayed cellular heterogeneity, structural diversity, and tissue-specific functionality.

### Human salivary gland organoids derived from single basal and luminal cells showed distinct characteristics

We observed that human salivary gland organoids exhibited heterogeneous morphologies, consisting of solid- or cystic-organoids, and lacking an obvious branching phenotype (Fig. 4a). More specifically, we found that the human SLG organoids were more cystic, whereas the human PG organoids were mainly composed of dense solid organoids (Fig. 4b). As these morphologic features were consistent with those observed in other human exocrine gland organoids^38,39^, we postulated that solid organoids were derived from basal cells, whereas cystic organoids originated from luminal cells. To test this hypothesis, we isolated basal and luminal cells from human salivary gland tissues. There are no known surface markers distinguishing basal and luminal cells in human salivary glands; however, we found that CD49f and CD26, which have been used for the isolation of cells from other glandular tissues^6,38,40^, could be applicable for salivary glands (Supplementary Fig. 7a, b). Moreover, the gene expression profile of isolated cells revealed that basal cells were enriched in the CD49f^+^CD26^−^ population, whereas luminal/acinar cells were enriched in the CD49f^+^CD26^+^ population (Supplementary Fig. 7c). As hypothesized, we detected that the PGs consisted of a larger CD49f^+^CD26^−^ population, whereas the CD49f^+^CD26^+^ population was enriched in the SLG (Fig. 4c, d).

**Fig. 4:**
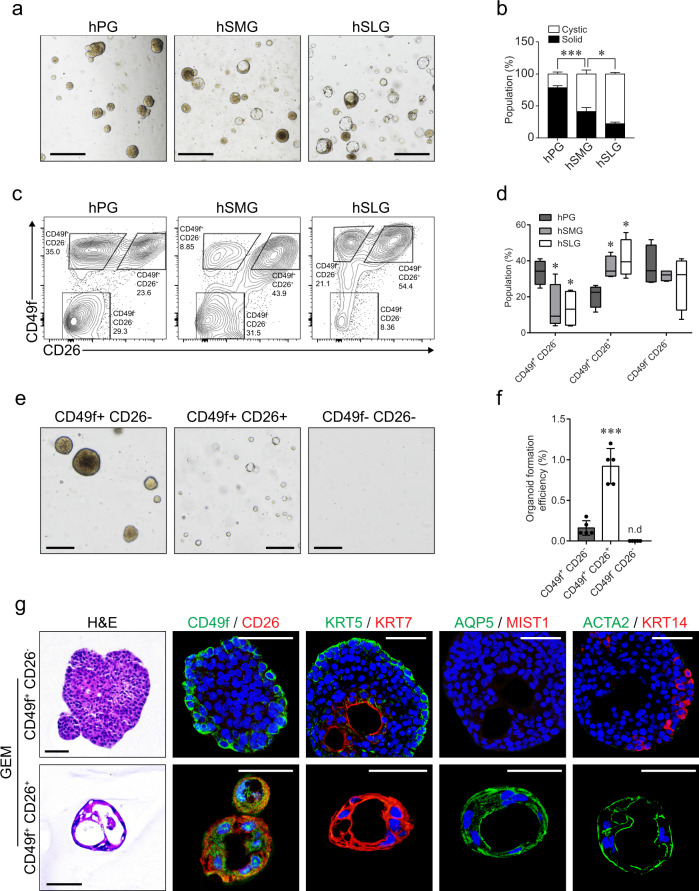
Human luminal or basal progenitor-derived organoids maintained their growth and distinct characteristics. **a** Brightfield images of human PG, SMG, and SLG organoids cultured for at least 1 month in the GEM. Scale bars indicate 500 μm. **b** Organoids with solid or cystic morphology were counted and statistically analyzed (*n* = 4 biologically independent samples). **c** Single-cell suspensions were prepared from the three major human salivary gland tissues, and then assessed for the expression of CD49f and CD26 markers in epithelial cells via flow cytometry. **d** The percentage of CD49f^+^ CD26^−^, CD49f^+^ CD26^+^, and CD49f^−^ CD26^–^ populations were measured via flow cytometry and statistically analyzed (*n* = 4 biologically independent samples). The box and whisker plots indicate mean, SEM, and 5th and 95th percentiles. **e**, **f** CD49f^+^ CD26^−^, CD49f^+^ CD26^+^, and CD49f^−^ CD26^–^ cells from human SMG were isolated and cultured in the GEM for 3 weeks. Brightfield images were obtained for the assessment of organoid growth (**e**) and the evaluation of organoid formation efficiency (**f**). Scale bars indicate 200 μm (*n* = 5 biologically independent samples). **g** Organoids from CD49f^+^ CD26^−^ and CD49f^+^ CD26^+^ cells were maintained in the GEM for 3 weeks and subjected to H&E staining or IF staining for CD49f (green)/CD26 (red), duct (KRT5; green, KRT7; red), acinar (AQP5; green, MIST1; red), and myoepithelial (ACTA2; green, KRT14; red) markers. Nuclei were stained with Hoechst 33342 (blue). Scale bars indicate 50 μm. Data are representative of at least three independent experiments and presented as mean ± SEM. *p < 0.05, ***p < 0.001, n.d, not detected. Source data are provided as a source data file.

To investigate organoid formation from isolated cells, we separately maintained organoids from each population in the GEM. As expected, we found that basal cell-derived organoids were solid, whereas luminal cell-derived organoids were cystic (Fig. 4e and Supplementary Fig. 7d). Luminal cells displayed a higher capacity for organoid formation, even in smaller sizes (Fig. 4e, f). However, we did not detect any visible organoid formation in the CD49f^−^CD26^−^ population, which contained myoepithelial cells (Fig. 4f and Supplementary Fig. 7c), implying that this culture condition may not be inadequate for maintaining myoepithelial cells. Notably, NRG1 has been proposed as a growth factor supporting mammary and prostate luminal cell maintenance^25,38^. Consistently, we noticed that the receptor tyrosine-protein kinase erbB-3 (*ERBB3*) and *ERBB4* NRG1 receptors were highly expressed in the luminal cell population (Supplementary Fig. 7e). Basal cell-derived organoids contained outer basal cells with inner luminal cells, and KRT14^+^ basal cells showed the capacity for myoepithelial differentiation upon DAM condition (Fig. 4g and Supplementary Fig. 7f). However, luminal cell-derived organoids consisted of KRT7^+^ or AQP5^+^ cells, and AQP5^+^ cells were capable of differentiating into MIST1^+^ cells upon DAM condition (Fig. 4g and Supplementary Fig. 7f). Intriguingly, we noticed that ACTA2 was also expressed in luminal organoids, implying that luminal progenitors may have multipotency to be capable of differentiating into acinar and myoepithelial cells^41^. However, luminal cells might acquire plasticity during organoid culture as it has been considered a regeneration model. Furthermore, we observed KRT5^+^KRT7^+^ intermediate cells in luminal cell-derived organoids upon the DAM, indicating luminal to basal cell transition, which was suggested in luminal progenitors in mammary glands^42^. Collectively, these results suggested that both luminal/basal progenitors exist in human salivary glands, and our culture system can successfully maintain their growth and distinct characteristics.

### Single-cell RNA sequencing revealed diverse cellular composition and tissue-specific features in organoids

To analyze the organoids and compare them with the human gland tissues at a single-cell resolution, we performed single-cell RNA sequencing (scRNA-seq) on the organoid and tissue samples. Tissue samples consisted of cells from PG, SMG, and SLG biopsies from different patients, while organoid samples were collected from cultured organoids derived from each biopsy sample. We profiled the cells using the droplet-based scRNA-seq, demultiplexed based on patient genotype, and read a total of 10,287 organoid and 1234 tissue cells. Regarding the organoid data, cells were separated into eight different clusters, as visualized using the uniform manifold approximation and projection (UMAP) embedding (Fig. 5a and Supplementary Fig. 8a). The tissue-specific scRNA-seq data revealed that tissues consisted of duct, acinar, and myoepithelial cells, along with nonepithelial cells including endothelial cells, fibroblasts, and immune cells (Supplementary Fig. 8b).

**Fig. 5:**
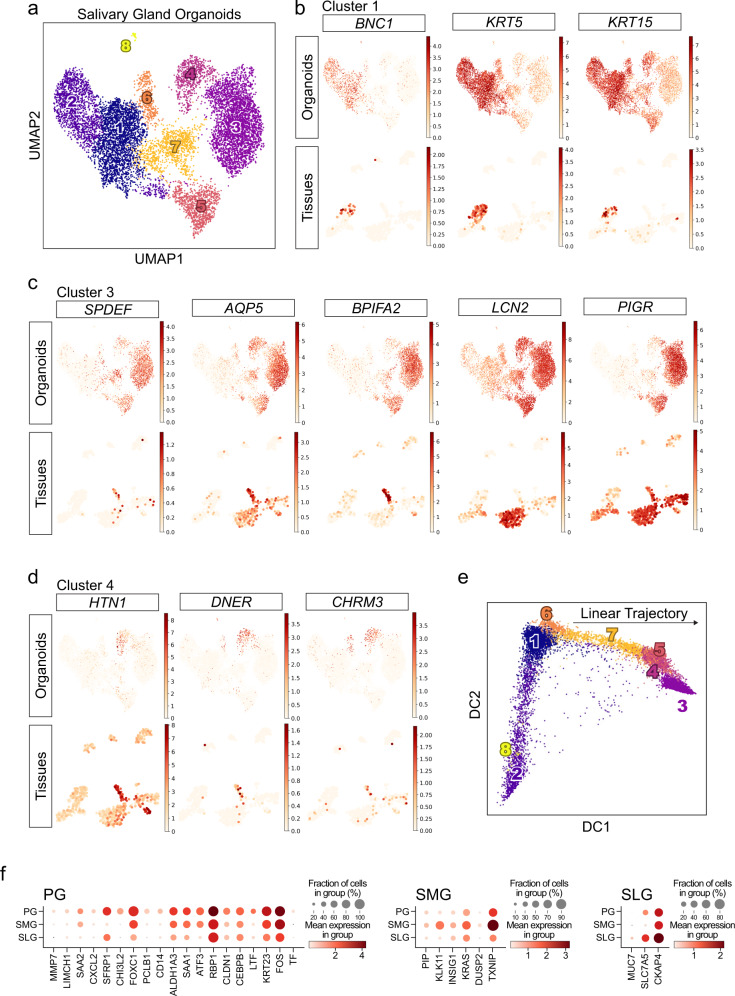
Single-cell RNA-seq revealed cellular heterogeneity and glandular diversity in human adult salivary gland organoids. **a**–**e** Human PG, SMG, and SLG organoids cultured for 1 month in the GEM, followed by differentiation in the DAM for another 3 days, and subjected to single-cell RNA sequencing. Data from three gland organoids were analyzed and shown together. **a** Cell clusters were visualized as uniform manifold approximation and projection (UMAP) for human salivary gland organoids (*n* = 10,287). **b** The expression of cluster 1 (basal)-specific genes (*BNC1*, *KRT5*, and *KRT15*) was visualized in UMAPs for salivary gland organoids (top) and tissues (bottom). **c** Acinar cell (*SPDEF*, *AQP5*, and *BPIFA2*) and luminal duct cell (*LCN2* and *PIGR*) markers were enriched in cluster 3, as visualized in UMAPs for salivary gland organoids (top) and tissues (bottom). **d** Acinar cell markers (*HTN1*, *DNER*, *CHRM3*) were enriched in cluster 4, as visualized in UMAPs for salivary gland organoids (top) and tissues (bottom). **e** Pseudotime analysis displayed inferred divergent trajectory into cycling (downward to cluster 2) or differentiation (rightward to cluster 3) stages from cluster 1 (basal) in organoids. **f** DEGs of PG (left), SMG (middle), or SLG (right) from both organoids and tissues displayed based on scRNA-seq data. The size of the circle represents the percentage of a cell population, while its color depicts gene expression.

Analysis of our organoid data revealed the presence of various epithelial populations with cluster-specific features (Supplementary Fig. 8c, d). Expression analysis using established markers revealed high expression of basal (*BNC1* and *KRT5*) and progenitor (*KRT15*) markers in clusters 1 and 2, with cluster 2 further displaying the high expression of cycling genes (e.g., *CDK1*, *CCNB2*, and *CDCA2*) (Fig. 5b and Supplementary Fig. 8e, f). However, the expression of acinar cell markers (*AQP5*, *BPIFA2*, and *HTN1*) was limited to clusters 3 and 4. We found that differentially expressed genes (DEGs) from both clusters 3 and 4 were highly expressed in the acinar or luminal ductal tissue cells, with some of the genes being particularly exclusive (Fig. 5c, d), implying the acinar-like characteristics of both clusters. This was also supported by diffusion pseudotime analysis, applied for the comprehension of the differentiation trajectory, in which clusters 3, 4, and 5 were likely to be more differentiated (Fig. 5e). In particular, we found that cluster 5 exhibited duct-like characteristics, as its DEGs were slightly enriched in small KLK1^+^ duct (*SERPINB2*, *SMIM5*, and *GDPD3*) and luminal duct (*C15ORF48*) populations in tissues (Supplementary Fig. 8g). Clusters 6 and 7, located between the basal and acinar-like clusters in both UMAP and pseudotime trajectory projection, displayed transitional characteristics associated with overlapping expression from other clusters and indistinct DEG patterns, with cluster 6 generally exhibiting a gene signature of myoepithelial cells in tissues (Supplementary Fig. 8h). We also detected the sparsely distributed expression of KLK1^+^ duct (*KLK1* and *SLC26A9*) or myoepithelial cell (*ACTA2* and *MYH11*) gene signatures in organoids (Supplementary Fig. 8i, j), suggesting that these populations were not fully differentiated in our organoid system.

Next, to investigate that our defined clusters were well-conserved during long-term culture, organoids maintained for 3 months were subjected to scRNA-seq and comparatively analyzed with data from organoids cultured for 1 month. In the UMAP projection of the combined data, the long-term cultured data overlapped well with the original data while maintaining the general structure of original clusters (Supplementary Fig. 9), except small cluster 8 in which some mesenchymal features were observed (Supplementary Fig. 8d), indicating that a few mesenchymal cells remain during short-term culture but are removed, and epithelial features are reinforced in long-term culture.

Finally, we identified several DEGs from both organoids (PG, SMG, and SLG) and tissues (Fig. 5f). Surprisingly, regarding secretory proteins^32^, we found that PG highly expressed lactotransferrin (*LTF*), whereas prolactin-induced protein (*PIP*) or *MUC7* were mainly expressed in the SMG or SLG, respectively. Collectively, our scRNA-seq data revealed various cell clusters both in tissues and organoids, in which some basal, luminal, acinar, or tissue-specific markers were well-conserved between the tissues and organoids.

### Salivary gland tumoroids recapitulate tumor type-specific characteristics

Salivary gland neoplasms are heterogeneous diseases composed of various histological subtypes; hence, the clinical behavior of salivary gland cancers can differ according to tumor subtypes and histological grades^43,44^. To address whether our culture system could recapitulate the biologic behavior of different tumor types, we aimed to establish a salivary gland tumoroid culture protocol. We first assessed the possibility of human GEM supporting the growth of organoids derived from benign or malignant tumors. We observed that tumoroids derived from pleomorphic adenoma (PA) sustained their growth in the human GEM, whereas tumoroids from adenoid cystic carcinoma (AdCC) or mucoepidermoid carcinoma (MEC), which are prevalent malignant tumors in salivary glands^45^, did not. We solved this issue by reducing the level of A83-01, a potent ALK inhibitor, in our cultures (Supplementary Table 2). In contrast to their paired normal organoids, tumoroids exhibited distinct morphologies (Fig. 6a). Furthermore, hematoxylin & eosin (H&E) staining revealed that each tumoroid originating from different tumors displayed a different cell composition; for instance, squamous cells were typically found in the MEC (Fig. 6b). Next, we assessed the expression of ductal, acinar, and myoepithelial cell markers and found similar expression patterns between tumoroids and their source tissues (Supplementary Fig. 10a–c).

**Fig. 6:**
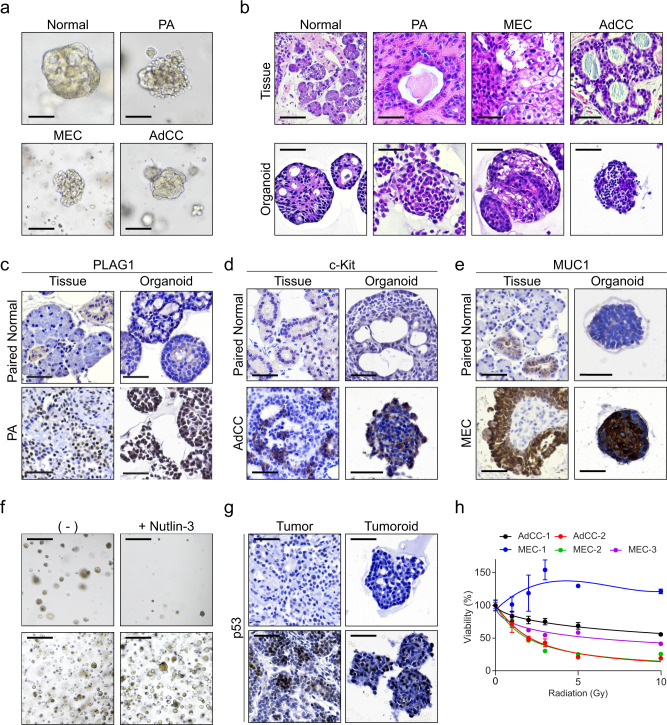
Tumor-specific features were conserved in tumoroid models. **a**–**b** Paired normal, pleomorphic adenoma (PA), mucoepidermoid carcinoma (MEC), and adenoid cystic carcinoma (AdCC) tissues were processed for organoid cultures. **a** Organoid growth was observed under a brightfield microscope after 2 weeks of culture in tumor-GEM. Scale bars indicate 100 μm. **b** Histological examination was performed via H&E staining of tissues (top) and organoids (bottom). Scale bars indicate 50 μm. **c** The PA-specific expression of PLAG1 was assessed in tissues (left) and organoids (right) using immunohistochemistry (IHC) staining. Paired adjacent tissues with normal histology were used as control. Nuclei were stained with hematoxylin. Scale bars indicate 50 μm. **d** The AdCC-specific expression of c-Kit was assessed in tissues (left) and organoids (right) using IHC staining. Paired adjacent tissues with normal histology were used as control. Nuclei were stained with hematoxylin. Scale bars indicate 50 μm. **e** The MEC-specific expression of MUC1 was assessed in tissues (left) and organoids (right) using IHC staining. Paired adjacent tissues with normal histology were used as control. Nuclei were stained with hematoxylin. Scale bars indicate 50 μm. **f**, **g** Tumoroids were cultured with or without the p53 inhibitor nutlin-3 (10 μM) for 5 days. Nutlin-3-sensitive (top) or -resistant (bottom) organoids were assessed for growth under a brightfield microscope **f** while the expression of p53 was evaluated via IHC **g**. Nuclei were stained with hematoxylin in IHC data. Scale bars indicate 500 μm in (**f**) and 50 μm in (**g**). **h** Diverse sensitivity to radiation was observed in MEC or AdCC tumoroids. Cell viability was assessed at 1, 2, 3, 5, and 10 Gy (*n* = 5). Cell viability of tumoroids without irradiation was normalized as 100% viability. Data are representative of at least three independent experiments. Source data are provided as a Source Data file.

To validate the tumor-specific features of each tumoroid, we assessed the expression of PLAG1, which are representative diagnostic markers of PA^46^. We observed specific expression of PLAG1 in PA tumoroids (Fig. 6c). Moreover, we could detect the expression of c-Kit^47^ and MUC1^48^ in AdCC and MEC tumoroids, respectively (Fig. 6d, e). Consistently, mRNA expression suggested that tumor-specific features were conserved in tumoroids (Supplementary Fig. 10e). We also noticed that MEC-specific CRTC1-MAML2 fusion transcripts^49,50^ were reproduced in the MEC tumoroids (Supplementary Fig. 10d). Next, we addressed the potential usage of salivary gland tumoroids for drug testing. The response of tumoroids to nutlin-3, which inhibits the MDM2-p53 interaction, was used to divide tumoroids into nutlin-3-sensitive or -resistant^37,51^ (Fig. 6f, g). Additionally, we employed P53 staining to confirm the accumulation of p53 in the nucleus of nutlin-3-resistant tumoroids, and its lack in nutlin-3-sensitive tumoroids (Fig. 6g). One of the main treatments against salivary gland tumors is radiation therapy. To explore the possibility of utilizing tumoroids to predict the response of tissues to radiation, we irradiated AdCC or MEC tumoroids using several doses, and accordingly obtained different patterns of response to radiation (Fig. 6h). Especially, we found that one MEC tumoroid (MEC-1), which was derived from intermediate-grade cancers, was radioresistant. However, we noticed that, in general, tumoroids from low-grade malignancies were radiosensitive, indicating a correlation of radiosensitivity with tumor grade. Therefore, we suggested that our organoid protocol could be adapted to salivary gland tumoroids harboring tumor-specific features, with tumoroids having a potential application in predicting patient-specific responses to drugs or radiation therapy.

## Discussion

Organoid technology has been emerging over the last decade; however, it still requires optimization for the long-time maintenance of epithelial stem/progenitor cells through the use of 3D cultures and the recapitulation of cellular, molecular, and functional traits of the innate tissues of origin^52^. Salivary gland organoids should contain acini and surrounding myoepithelial cells that are essential for their structural and functional recapitulation. We herein introduced an organoid culture for each type of major salivary glands in mice and humans. Our salivary gland organoid culture method maintained the phenotypic features of generated organoids, including their diverse cellular composition, gland-specific marker expression, structure, and function, for a long time (8 months for mouse and 4 months for human organoids). Therefore, our culture method for adult stem cell-based mouse and human salivary gland organoids may facilitate the study of salivary gland regeneration and the pathophysiology of salivary gland diseases and cancers.

There are two major significant differences between our revisited method and the previously reported protocols^14,15,53^. First, EGF and WNT were replaced with NRG1. The expression of EGF and WNT plays a vital role in the normal development of salivary glands^54,55^; however, in the case of salivary gland organoid cultures, EGF and WNT were shown to generate basal cell-rich organoids with a keratinized core. These findings were in line with those observed in prostate organoids^6^, which showed that the growth or survival of luminal cells was inhibited at a high EGF concentration and in mammary organoids, in which excessive EGF and WNT in culture conditions led to the excessive keratinization of organoids^27,56,57^. Recently, the addition of exogenous EGF was reported to inhibit the development of proacinar cells in salivary rudiment cultures^58^. As our previous study showed that the growth of mouse salivary organoids was very similar to the embryonic developmental stage of salivary glands, we speculated that the EGF might have also blocked the development of the proacinar cells in organoids^21^. Furthermore, we observed that WNT4 and WNT5b are expressed in ductal lineages of mouse adult salivary gland, while WNT3a is expressed in embryonic tissue at scRNA-seq database (https://sgmap.nidcr.nih.gov). Since WNT4 can activate both canonical- and non-canonical WNT signaling, we suggest that multiple WNT ligands have roles in maintaining salivary gland tissue homeostasis and organoid formation. Therefore, a detailed mechanism associated with canonical- and non-canonical WNT signaling remains to be investigated.

Another important point was the greater avoidance of single-cell dissociation during the culture process. The previous report used EpCAM^high^ expression to positively select for these cells prior to salisphere formation^15^. However, frequent stress-induced single-cell dissociation may result in the transformation of salivary acinar cells into ductal-like cells, which is similar to that reported in the pancreas^59,60^. This was consistent with a recently published study reporting that partial salivary gland tissue disintegration was good for maintaining acini^61^. We hypothesized that the organoids derived from non-isolated cells could comprise diverse types of progenitors, which support recapitulation of cellular diversity in organoids. Meanwhile, cell-type-specific organoid culture would be beneficial for investigating the role of progenitors in development, differentiation, or regeneration. The potential application of our culture protocol for the generation of cell-type-specific organoids will be explored in future studies.

For the differentiation of salivary gland organoids, we employed the DAPT, a Notch inhibitor, which increased the number of mucous and mature acinar cells (MIST1^+^) in the salivary gland organoids. The function of the Notch pathway in salivary glands has not yet been fully understood, but the activation of the Notch pathway has been shown to promote the activities of stem/progenitor cells in glandular tissues^62–64^. Therefore, we added DAPT to inactivate the Notch pathway and induce the terminal differentiation of each type of stem/progenitor cells. Under the DAM condition, organoids could prevalently differentiate into acinar cells (Figs. 1e and 3c). However, detailed mechanisms of the changes in cell fates according to the activation/inactivation of the Notch pathway require further investigation, as it is unknown whether the events occurring in organoids are similar to the in vivo processes.

Recently, Lin^−^/CD133^+^ cells in mouse SMG were suggested as a potential luminal stem/progenitor cell population^65^. However, despite their multipotency in vivo, a sphere-forming assay revealed that these cells were limited to the ductal lineage in vitro. Using our isolated cell-derived human organoids, we maintained the luminal cell-derived organoids in vitro, demonstrating the presence of luminal progenitors. Intriguingly, we observed that luminal organoids gave rise to MIST1^+^ acinar and ACTA2^+^ myoepithelial cells. Our results suggested that some subpopulations of luminal/acinar cells might undergo trans-differentiation into myoepithelial cells (Fig. 4g and Supplementary Fig. 7f), consistent with the findings in mammary and lacrimal glands^66,67^. Meanwhile, murine organoids exhibited increased branching morphogenesis, whereas human organoids were generally round-shaped. Since murine-derived ECM was used for this experiment, the use of differential ECM suitable for human salivary glands would be beneficial for more sophisticated recapitulation of the salivary glands^68^.

The scRNA-seq technology is a powerful tool for the study of cellular diversity on the transcriptomic level compared to the conventional bulk RNA-seq. Although we observed that the organoids consisted of diverse cell clusters while also conserving some tissue-specific features, some limitations remained to be solved. For instance, although we identified acinar-like clusters, these were not fully differentiated in our organoid culture. Especially, several acinar cell markers, including the amylase protein family, were hardly detected in the organoid RNA-seq experiments. As acinar cells are vulnerable to stress, less stressful conditions during tissue digestion, organoid maintenance, or subculturing would be beneficial for addressing these issues^69,70^. Also, a less harsh and long-term differentiation strategy could allow an improved differentiation of salivary gland organoids, as the conventional differentiation method included a reduction in the Wnt and Notch signaling, which is detrimental to cell proliferation and survival, even in a short period. Nevertheless, our scRNA-seq data supported the idea that our organoid system mainly harbors ductal features, proliferative capacity, and potential for acinar differentiation for long-term periods.

We also modified the NRG1-based culture system and further developed it to grow benign and malignant tumor-derived salivary gland organoids. Tumor organoids recapitulating the genetic variations, morphology, and heterogeneity of the primary tumor could be used in precision medicine^71^. We successfully established tumor organoids from PA, AdCC, and MEC. Tumor organoids maintained the histology of the primary tumor from which they were derived, and retained their unique markers as well as genetic mutations. As diverse tumor subtypes exist and salivary gland tumors are characterized by intratumoral heterogeneity, tumor subtype-specific treatments have been limited^72^. Furthermore, previous 2D cultures enabled the survival of culture-competent cells only during primary cell culture^73,74^. For example, cancer stem cells of salivary AdCC are known as c-kit^+^, EGFR^−^ cells, but the established cell line includes only EGFR-expressing cells^75,76^. As our generated tumoroids showed diverse cell types, consistent with those in source tumors, they could serve as a suitable platform to investigate the pathophysiology of salivary gland tumors. Furthermore, by using patient-derived tumoroids, we observed differential responses to radiation, suggesting the possibility of employing the use of tumoroids to predict radiation response in a patient-specific manner. Although relatively prevalent salivary gland neoplasms were used for tumoroid cultures, our system could also be applicable for other types of salivary gland cancers. Therefore, it will enable to investigate tumor-specific niche factors or pathways for targeted therapy in diverse tumor subtypes, such as salivary duct carcinoma or malignant mixed tumors.

In summary, we established murine and human salivary gland organoids (Supplementary Fig. 11). The expression of structural markers, expression of tissue-specific markers, functions, and genetic stability were retained through passages. Our data suggested the existence of basal- or luminal progenitors in human salivary glands. Consistently, scRNA-seq also revealed cellular diversity and tissue-specific gene signatures in the human salivary gland organoids. Finally, our data highlighted the potential application of tumoroids for anticancer drug testing and biobanking several types of salivary gland tumors that have not yet been attempted.

## Methods

### Tissue isolation and culture of salivary gland organoids

Three types of murine major salivary glands (PG, SMG, and SLG) were obtained from 6 to 8-week-old female C57BL/6 mice. Mice were purchased from the Jackson Laboratory (Bar Harbor, ME, USA), fed ad libitum, and maintained at 22 ± 2 °C, 50 ± 10% relative humidity for 12 h of light-dark cycle (8 a.m.–8 p.m.) under specific pathogen-free conditions in a facility accredited by AAALAC International (#001071). All experiments were approved by the Institutional Animal Care and Use Committee (approval number #2018-0071) at Yonsei University College of Medicine. Human salivary gland specimens were obtained from patients with various diseases, including benign tumors and carcinoma, after acquiring their informed consents and approval from the Institutional Review Board of the Yonsei University Severance Hospital (permission number #2017-0226-001). Population characteristics of patients are as follows. Gender: male (5/17), female (12/17); age: mean 51.0, range 32–79; tumor: benign (6/17), malignant (11/17). Both murine and human salivary gland tissues were cut into small fragments using a razor blade. Fragments were enzymatically digested initially with collagenase type II (#17101015, Thermo Fischer, Waltham, MA, USA) for 1–2 h depending on the tissue size and subsequently with TrypLE Express (#12604013, Thermo Fischer) for 10 min. Cells were passed through a 70 μm strainer, embedded in growth factor-reduced Matrigel (#356231, Corning, Corning, NY, USA), and supplied with a medium containing relevant growth factors and small molecules.

Mouse GEM contained Advanced DMEM/F12 (#12634010, Thermo Fischer) supplemented with 5 nM NRG1 (#100-03, Peprotech, Cranbury, NJ, USA), 1% homemade RSPO1 CM or 100 ng/mL recombinant RSPO1 (#120-38, Peprotech), 100 ng/mL Noggin (#120-10 C, Peprotech), 5 nM FGF1 (#450-33 A, Peprotech), 1 nM FGF7 (#450-60, Peprotech), 10 μM Y-27632 (#1254, Tocris, Abindon, UK), and 0.5 μM TGFβ inhibitor A83-01 (#2939, Tocris). For the differentiation of murine salivary gland organoids, Y-27632 was removed 7 days after seeding, followed by the addition of the NOTCH inhibitor DAPT (#D5942, Sigma, St. Louis, MO, USA) 3 days after the removal of Y-27632. For the generation of human GEM, murine GEM was modified as follows: FGF1 and FGF7 were replaced with FGF2 (#100-18B, Peprotech) and FGF10 (#100-26, Peprotech), and 10 mM nicotinamide (#N0636, Sigma), 3 μM PGE2 (#2296, Tocris), and 1 μM CHIR99021 (#2520691, Biogems, Colinas, CA, USA) were also added. For the differentiation of human salivary gland organoids, nicotinamide, PGE2, and CHIR99021 were removed and DAPT was added into the differentiation media. For some tumoroids, the concentration of A83-01 was reduced and EGF was added to support the maintenance of organoid growth. Detailed recipes for media composition are described in Supplementary Tables 1 and 2.

Media were changed every 2–3 days, with mouse and human organoid subcultures being conducted every week and biweekly, respectively. The subculture ratio was 1:4 to 1:6 for murine organoids, whereas it was 1:2 to 1:4 for human organoids. For passaging, organoids were harvested using cold ADF12 and dissociated into cell clumps using flame-polished Pasteur pipettes in enzyme-free cell dissociation buffer (#13151014, Thermo Fischer). Dissociated organoids were embedded and incubated in culture media, as described above. For cryopreservation, isolated cells from salivary gland tissues or cultured organoids were resuspended in cell freezing media (CELLBANKER 1, Zenoaq, Fukushima, Japan) supplemented with 10 μM Y-27632 and stored at −80 °C in a freezing container or in liquid nitrogen for long-term storage.

### Quantitative real-time PCR analysis

Total RNA was extracted using Trizol (#15596018, Thermo Fischer) and reverse transcribed to cDNA using the PrimeScript RT reagent kit (#RR037, Takara, Kusatsu, Japan) according to the manufacturer’s protocol. Gene-specific PCR products were measured with a SYBR reporter using the QuantStudio 5 real-time PCR system (Thermo Fischer). Gene expressions were normalized with *GAPDH*. Primers are listed in Supplementary Table 3.

### Organoid proliferation assay

Cell proliferation was measured using the RealTime-Glo MT (#G9711, Promega, Madison, WI, USA) according to the manufacturer’s instructions. Luminescence was detected using a Glomax discover microplate reader (Promega). The results were normalized to the data from organoids cultured in GEM as 100%.

### Image acquisition

Brightfield, H&E, PAS, and IHC images were obtained using an Eclipse Ti-U2 inverted microscope (Nikon, Tokyo, Japan). IF images were captured using either Eclipse Ti-U2 or the LSM 700 confocal microscope (Carl Zeiss, Oberkochen, Germany). For staining, organoids embedded in Matrigel were incubated with cell recovery solution (#354253, Corning) for 30 min at 4 °C. Then, organoids or tissues were fixed in 4% PFA, embedded in paraffin, and cut into 5-μm-thick sections that were dewaxed and subjected to antigen retrieval for 30 min in Tris-EDTA (pH 9.0). Sections were preincubated with 5% normal serum for 1 h at 25 °C, followed by incubation with primary antibodies overnight at 4 °C. The following primary antibodies were used for IHC or IF experiments; anti-KRT5 (#905904, 1:1000; Biolegend, San Diego, CA, USA), anti-KRT7 (#ab181598, 1:1000; Abcam), anti-ACTA2 (#ab124964, 1:500; Abcam), anti-MIST1 (#ab187978, 1:200; Abcam), anti-AQP5 (#sc-514022, 1:500; Santa Cruz, Dallas, CA, USA), anti-KRT14 (#ab7800, 1:200; Abcam), anti-AMY1 (#sc-46657, 1:200; Santa Cruz), anti-Cleaved Caspase-3 (#9661, 1:500; Cell Signaling, Danvers, MA, USA), anti-TJP1 (#33-9100, 1:50; Invitrogen), anti-CDH1 (#AF648, 1:200; R&D), anti-AMY2 (#ab21156, 1:500; Abcam), anti-MUC19 (#OAEB02736, 1:500; Aviva Systems Biology, San Diego, CA, USA), anti-MUC7 (#orb101843, 1:400; Biorbyt, Cambridge, UK), anti-CD49f (#sc-10730, 1:200; Santa Cruz), anti-CD26 (#TA500733, 1:100; Origene, Rockville, MD, USA), anti-PLAG1 (#H00005324-M02, 1:100; NOVUS, Centennial, CO, USA), anti-c-Kit (#sc-5535, 1:100; Santa Cruz), anti-MUC1 (#14161, 1:200; Cell Signaling), and anti-p53 (#48818, 1:100; Cell Signaling). Biotinylated secondary antibodies and Pierce DAB substrate kit (#34002, Thermo Fischer) were used for IHC. For IF, the following secondary antibodies were used at 1:500 dilution; Donkey anti-Mouse IgG, Alexa Fluor™ Plus 488 (#A32766, Invitrogen), Donkey anti-Rabbit IgG, Alexa Fluor™ Plus 488 (#A32790, Invitrogen), Donkey anti-Mouse IgG, Alexa Fluor™ Plus 555 (#A32773, Invitrogen), Donkey anti-Rabbit IgG, Alexa Fluor™ Plus 555 (#A32794, Invitrogen), Donkey anti-Goat IgG, Alexa Fluor™ Plus 555 (#A32816, Invitrogen), Donkey anti-Rabbit IgG, Alexa Fluor™ Plus 647 (#A32795, Invitrogen), Alexa Fluor 488 AffiniPure Donkey Anti-Chicken IgY (#703545155, Jackson ImmunoResearch, West Grove, PA, USA), and nuclei were counterstained with Hoechst 33342 (#R37605, Thermo Fischer). The data were analyzed with NIS-elements BR (Nikon) or ZEN (Carl Zeiss) software.

### Functional swelling assay

Functional swelling of both murine and human submandibular gland organoids was performed by incubating organoids in the DAM. For stimulant treatment, fresh DAM media supplemented with 200 nM VIP (VIPR agonist; #1911, Tocris), 100 μM carbachol (cholinergic agonist; #C4382, Sigma), and 1 μM isoproterenol (adrenergic agonist; #I5627, Sigma) or the same volume of vehicle (DMSO) was added to cultured organoids. For observation and recording, organoids were incubated in live cell imaging solution (#A14291DJ, Thermo Fischer) preheated at 37 °C, and individual organoids were captured and recorded for 1 h immediately after adding the compounds using the Eclipse Ti-U2 microscope.

### Calcium influx assay

For the detection of the calcium influx, flow cytometry was performed. Briefly, the organoids were incubated with 5 μM Fluo-4 AM (#F14201, Thermo Fischer), 0.02% F-127 (#P2443, Sigma), and 2 mM probenecid (#P8761, Sigma) for 1 h. Then, organoids were harvested and dissociated into single cells using TrypLE for 10 min at 37 °C. Flow cytometry was performed within 1 h after harvesting; carbachol, ATP, or vehicle control were directly added into samples 30 s after the initial baseline recording. In some experiments, 0.1 μM atropine (muscarinic antagonist; #A0257, Sigma) was pretreated 10 min before CCh stimulation. Fluorescence kinetics data were obtained, and Gaussian smoothing was applied to graphs using the FlowJo software (FlowJo, Ashland, OR, USA).

### Karyotyping

Organoids were incubated in KaryoMAX colcemid solution (#15212012, Gibco) at 0.5 μg/mL for 1 h, followed by single-cell dissociation using TrypLE and filtration via a 20 μm strainer. Pelleted cells were resuspended in hypotonic KCl (75 mM) for 10 min at 37 °C and fixed with a mixture of 3:1 methanol:acetic acid for another 10 min. Cells were mounted on slides and allowed to air dry overnight. Chromosomes were stained with DAPI, and images were obtained using an LSM 700 confocal microscope with a ×63 objective lens.

### Whole-exome sequencing

Genomic DNA was isolated from human SMG frozen tissues and SMG organoids maintained for 3 months (passage 7) using the MiniBEST universal genomic DNA extraction kit (Takara) according to the manufacturer’s protocol. The sequencing library was prepared using the Twist human core exome EF multiplex complete kit (Twist Bioscience, South San Francisco, CA, USA) according to the manufacturer’s protocol. After library preparation, all samples were sequenced on a Nextseq (Illumina, San Diego, CA, USA). All sequencing data were preprocessed following the GATK best practice. Analysis-ready bam files were investigated using the Mutect2 caller for somatic mutations and GATK haplotypecaller for germline mutations. All candidates were annotated using the VEP annotator. For accurate analysis, all variants under 5% variant allelic frequency (VAF) were filtered. As all samples were sequenced in an unmatched format, germline variants could not be identified. To calculate conserved somatic variants, candidate variants were evaluated following two filtering criteria; (1) calls showing VAF over 70% were considered germline mutations, (2) variants detected from Mutect2 or Haplotypecaller showing high VAF were considered somatic mutations.

### Flow cytometry analysis and cell sorting

Human salivary gland tissues were processed into single-cell suspensions as described above and then filtered through a 35 μm nylon mesh (Corning). Cells were resuspended in phosphate-buffered saline supplemented with 0.1% bovine serum albumin, 10 mM HEPES, 25 mM EDTA, and 10 μM Y-27632 to avoid anoikis of epithelial cells. Single-cell suspensions were preincubated with human TruStain FcX (#4322302, Biolegend), and stained with primary antibodies for 30 min at 4 °C. Dead cells were stained with zombie violet (#423114, Biolegend) and gated out. Stained cells were analyzed using LSRFortessa or sorted using FACSAria II (BD, Franklin Lakes, NJ, USA). Data were collected via FACSDiva software (BD) and analyzed using the FlowJo software. The following antibodies were used; anti-CD45-BV605 (#368524, 1:50, Biolegend), anti-CD31-FITC (#303104, 1:20, Biolegend), anti-CD49f-PE-Cy7 (#313621, 1:20, Biolegend), and anti-CD26-PE (#302705, 1:20, Biolegend).

### Bulk RNA sequencing

Total RNA was isolated as described above, and its concentration was calculated using the Quant-IT RiboGreen (Thermo Fischer). For assessing RNA integrity, samples were run on the TapeStation RNA ScreenTape (Agilent, Santa Clara, CA, USA). Only high-quality RNA preparations, with RIN >7.0, were used for RNA library construction.

A library was independently prepared with 1 μg total RNA for each sample using the Illumina TruSeq stranded mRNA sample prep kit (Illumina). After purification, the mRNA was fragmented and copied into first-strand cDNA using the SuperScript II reverse transcriptase (Thermo Fischer) and random primers, followed by second-strand cDNA synthesis using the DNA polymerase I, RNase H, and dUTPs. These cDNA fragments then underwent an end repair process, an addition of a single “A” base, and ligation of adapters. The obtained products were then purified and PCR-enriched to create the final cDNA library.

Libraries were quantified using the KAPA library quantification kits for Illumina sequencing platforms according to the qPCR quantification protocol guide (Kapa Biosystems, Wilmington, MA, USA) and qualified using the TapeStation D1000 ScreenTape (Agilent). Indexed libraries were then submitted to an Illumina NovaSeq (Illumina) and paired-end (2 × 100 bp) sequencing was performed using Macrogen (Seoul, Korea). Differential expression was analyzed using the DESeq2 and clusterProfiler R Package. The EnrichGO function was used to identify the functions and pathways of differentially regulated genes. A Benjamini and Hochberg adjusted *p*-value < 0.05 and absolute log2 fold-change > 1 were considered statistically significant.

### Single-cell RNA sequencing

For the preparation of single-cell suspensions from tissues, cryopreserved cells were thawed. For the preparation of single cells from cultured organoids, organoids were dissociated with TrypLE for 10 min at 37 °C. Live cells were enriched with the dead cell removal kit (Miltenyi Biotec, Bergisch Gladbach, Germary). Cell preparation and dead cell removal were conducted according to the 10× genomics single-cell protocols cell preparation guide and the guidelines for optimal sample preparation flowchart (documents CG00053 and CG000126, respectively).

Libraries were prepared using the chromium controller according to the 10× chromium next GEM single-cell 3’v3.1 protocol (CG000204). Briefly, cell suspensions were diluted in nuclease-free water to achieve a targeted cell count of 10,000. The cell suspension was mixed with the master mix, and loaded with single-cell 3′v3.1 gel beads and partitioning oil into a chromium next GEM chip G. RNA transcripts from single cells were uniquely barcoded and reverse-transcribed within droplets. cDNA molecules were pooled and then subjected to an end repair process, an addition of a single “A” base, and ligation of adapters. The final products were then purified and PCR-enriched to create the final cDNA library. Purified libraries were quantified using qPCR according to the qPCR quantification protocol guide (Kapa Biosystems) and qualified using the Agilent Technologies 4200 TapeStation (Agilent). Libraries were sequenced using the HiSeq platform (Illumina) according to the read length in the user guidelines.

The obtained fastq files were processed using cellranger count (CellRanger 4.0.0, 10× genomics) with a custom human reference genome GRCh38. The processed files were demultiplexed with Souporcell^77^. The demultiplexed output quality was confirmed by comparison with patient genotype data. For both dataset of tissue and organoid, we filtered low quality cells with <1500 measured genes and a high percentage of mitochondrial contamination (>20). After filtering, data in each cell were normalized to log (CPM/100 + 1), and highly variable genes were identified. After scaling the expression levels of these genes, PCA was performed in variable gene space. Next, 50 principal components were used for neighbor computing, and UMAP dimensionality reduction was computed. All steps were performed using functions implemented in the Scanpy package. The batch effect was corrected via Harmony (version 0.0.5), and graph-based clustering at multiple resolutions was performed. Then, we applied the binary marker gene detection algorithm, assuming that different clusters should have several marker genes robustly distinguishing them with binary logic. After that, we selected the optimal resolution that does not lead to the over-clustered segments without specific marker genes^78^.

### CRTC1-MAML2 fusion gene detection

The detection of the CRTC1-MAML2 fusion oncogene in MEC tissues and tumoroids was performed as previously reported. Briefly, RNA was extracted from tissues and tumoroids, and subjected to cDNA synthesis as described above. Initial PCR was performed using the following primers: *CRTC1* 5′-AAG ATC GCG CTG CAC AAT CA-3′ and *MAML2* 5′-GGT CGC TTG CTG TTG GCA GG-3′. Consecutively, 0.2 μg of initial PCR products were subjected to nested PCR. The primers used for the detection of the *CRTC1*-*MAML2* fusion genes were *CRTC1* 5′-GGA GGA GAC GGC CTT CG-3′ and *MAML2* 5′-TTG CTG TTG GCA GGA GAT AG-3′. To verify the fusion gene PCR products, sequencing was performed using Macrogen with the primers used in nested PCR, and the sequences were compared with the reference fusion gene sequence (GenBank #AY0324.1).

### Radiation model in tumoroids

Tumoroids derived from carcinoma (MEC and AdCC) were harvested and subcultured in 48-well plates as described above. Then, 3 days after seeding, the organoids were irradiated using the X-Rad320 (Precision X-Ray, North Branford, CT, USA). Separate culture plates were used for different radiation doses ranging from 0 to 10 Gy. Media were changed after radiation, and organoids were cultured for another 4 days. Cell viability was measured via the evaluation of ATP levels using the CellTiter-Glo 3D reagent (Promega), according to the manufacturer’s protocol. The results were normalized to baseline (0%, staurosporin 1 μM) and positive (100%, 0 Gy) controls.

### Statistics and reproducibility

The data presented in this study were representative of three independent experiments and statistically analyzed using GraphPad Prism (version 7.00, GraphPad Software, San Diego, CA, USA). Unpaired two-tailed Student’s *t*-test (two groups) and one-way ANOVA with Tukey’s posthoc test (more than two groups) were performed to compare the values and evaluate statistical significance. *P* values < 0.05 were considered significant. The experiments were not randomized, and investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of additional Supplementary File

Supplementary Movie 1.

Supplementary Movie 2.

Supplementary Movie 3.

Reporting Summary

## Source data

Source Data

## Data Availability

The RNA sequencing data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus database under accession code “GSE184091” for bulk RNA-seq or “GSE184526” for scRNA-seq. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided in this paper.

# Supplementary material for: Salivary gland organoid culture maintains distinct glandular properties of murine and human major salivary glands
**Source:** Nat Commun. 2022 Jun 7;13:3291. doi: 10.1038/s41467-022-30934-z
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

Salivary gland organoid culture maintains distinct glandular properties of murine and human major salivary glands

Yeo-Jun Yoon^{1†}, Donghyun Kim^{1†}, Kwon Yong Tak², Seungyeon Hwang¹, Jisun Kim¹, Nam Suk Sim¹, Jae-Min Cho¹, Dojin Choi¹, Yongmi Ji³, Junho K. Hur⁴, Hyunki Kim⁵, Jong-Eun Park², and Jae-Yol Lim^{1*}

[†]These authors contributed equally.

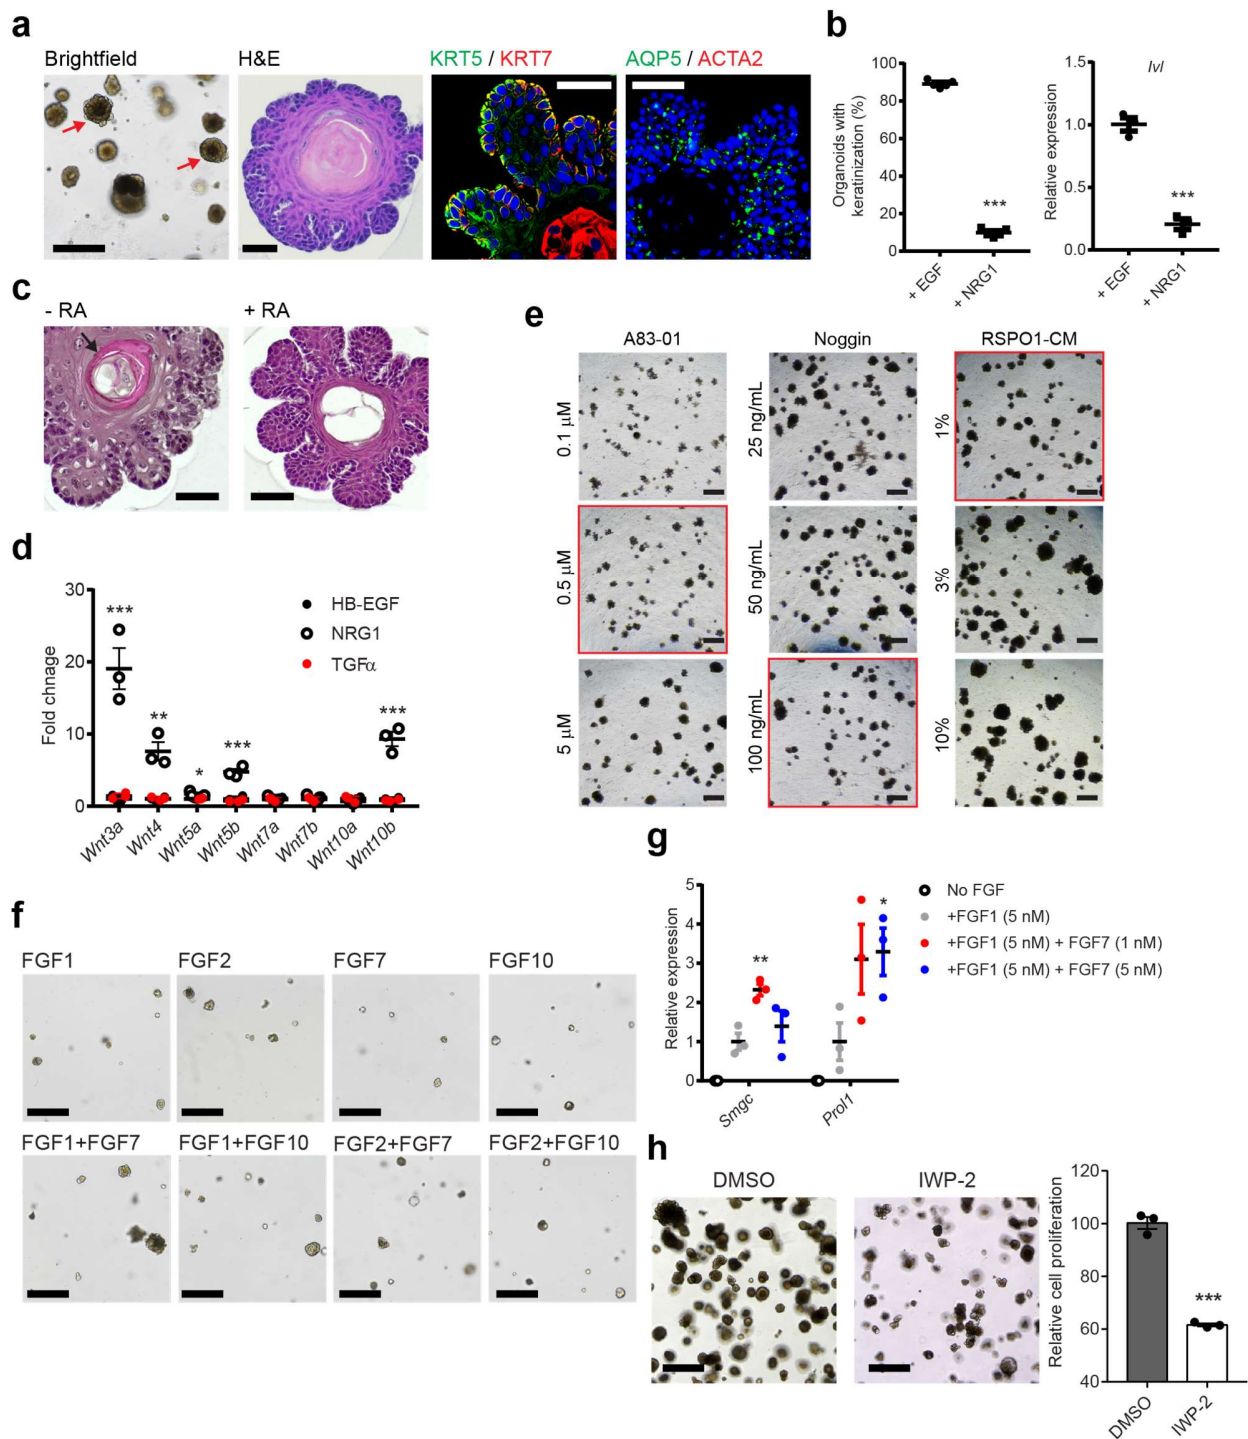

Supplementary Figure 1. Optimization of murine salivary gland GEM for sustained organoid culture.

(a) mSMG organoids were cultured in EGF-containing media and subjected to brightfield, H&E, or IF imaging for ductal (KRT5/KRT7) or acinar/myoepithelial (AQP5/ACTA2) markers. Red arrows indicate organoids with keratinized core. Scale bars indicate 500 μ m for brightfield images and 50 μ m for H&E and IF images. **(b)** Proportions of keratinized organoids (left) and expressions of Involucrin mRNA (right) were compared between the organoids cultured in EGF- or NRG1-containing media ($n = 3$). **(c)** H&E staining of mSMG organoids cultured in the GEM with or without retinoic acid (RA). Black arrow indicates the keratin core. Scale bar indicates 50 μ m. **(d)** The expression of WNT gene family members was assessed in the organoids cultured in media containing EGF, HB-EGF, NRG1,

or TGF α . The gene expression of organoids cultured in EGF-containing media was normalized as 1 ($n = 3$). **(e)** Dose-dependent effect of A83-01 (left), Noggin (middle), and RSPO1-CM (right) on organoid growth was determined with brightfield images. Scale bar indicates 200 μm . The selected conditions used in mouse GEM are highlighted with red outlines. **(f)** FGF-induced growth support was observed using brightfield microscopy. FGF1, FGF2, FGF7, or FGF10 were added solely or in combination to NRG1-based media. Scale bar indicates 500 μm . **(g)** Expression of the acinar-related gene (*Smgc* and *Proll*) was measured at different compositions of FGF1 or FGF7. Expressions were not detected in the organoids cultured without FGFs ($n = 3$). **(h)** mSMG organoid were cultured in GEM supplemented with DMSO or 2 μM IWP-2 for 7 days. Organoid growth was determined with brightfield images (left) and quantified via luminescence (right, $n = 3$). Scale bar indicates 200 μm . Data are representative of at least three independent experiments, and presented as mean $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. Source data are provided as a Source Data file.

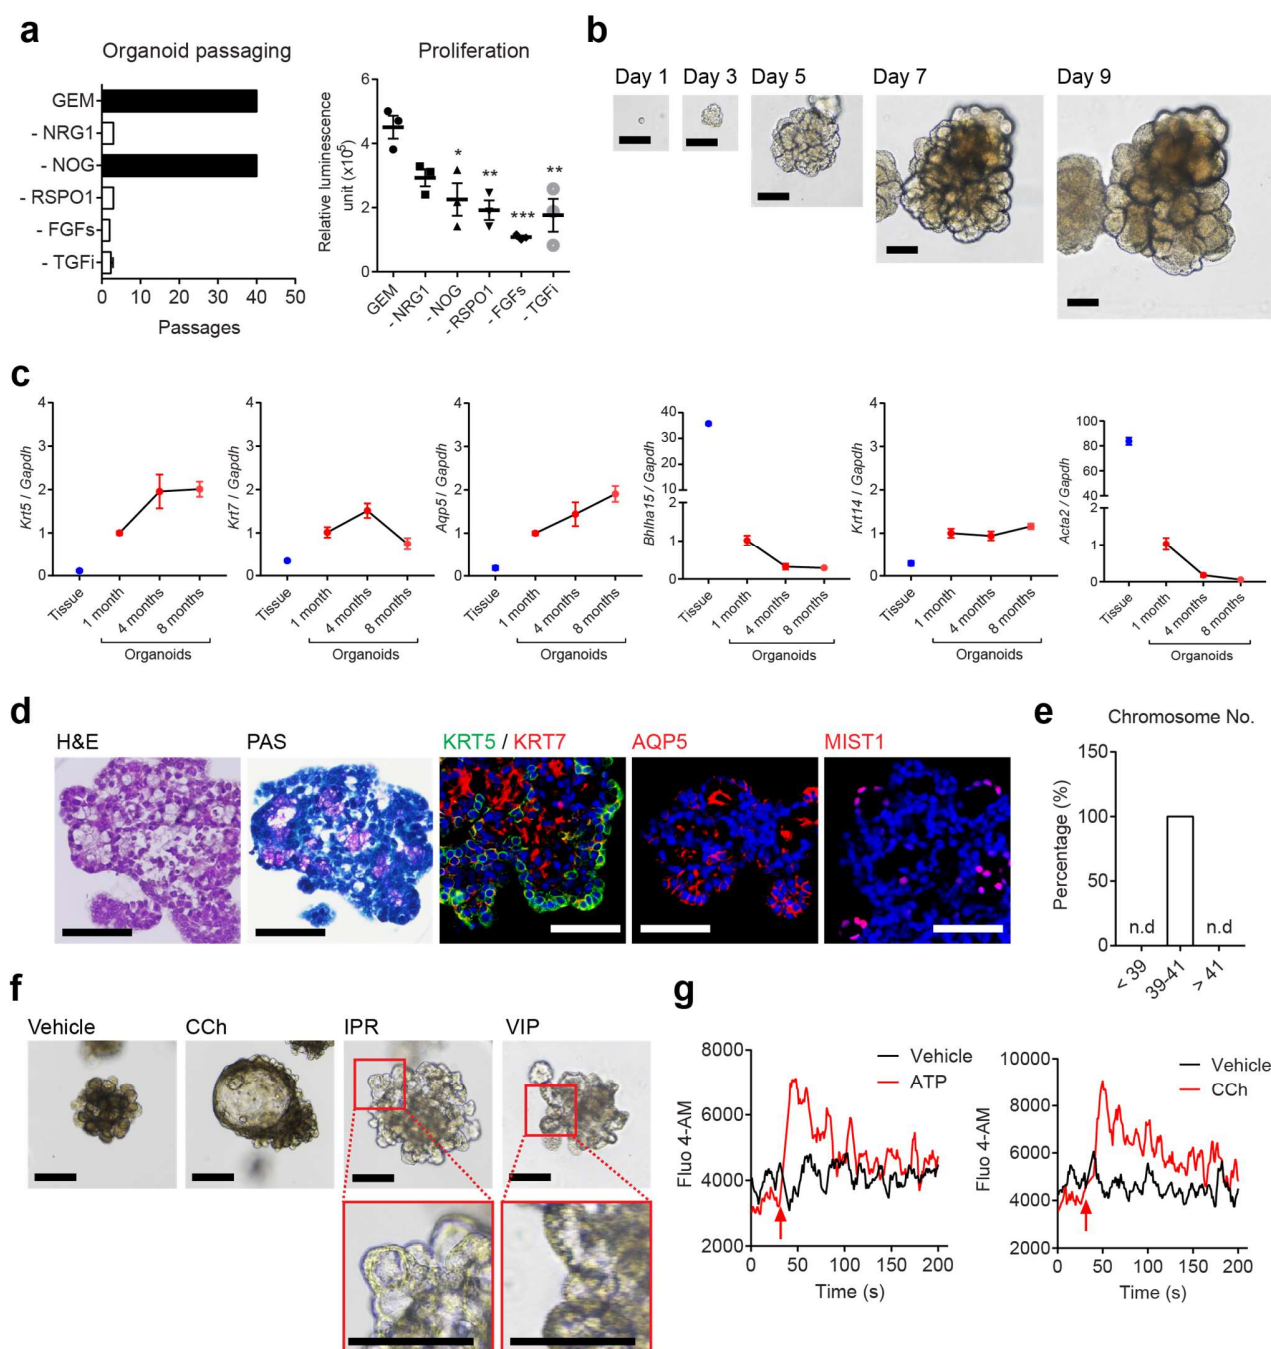

Supplementary Figure 2. Gene expression and functionality of long-term cultured murine salivary gland organoids.

(a) mSMG organoids were maintained in the GEM or GEM lacking each factor and their maximum passage number (left) and proliferation capacity (right, $n = 3$) were evaluated. (b) mSMG organoids were maintained for longer period (passage 30). The growth of a single organoid was tracked in time-lapse of images obtained at each time point. (c) mRNA expression of ductal (*Krt5*, *Krt7*), acinar (*Aqp5*, *Bhlha15*), and myoepithelial (*Krt14*, *Acta2*) was determined in mouse SMG tissues and organoids that were cultured for different periods. Expressions in organoids cultured for 1 month were normalized as 1 ($n = 3$). (d-g) mSMG organoids maintained for 30 passages were used for assessment of marker expression, genetic stability, and functionality. (d) H&E, PAS, and IF staining indicated an intact ductal structure (KRT5, KRT7) and the presence of acinar cells (AQP5, MIST1). (e) These organoids exhibited no chromosomal

abnormalities, as determined by karyotyping. **(f)** The functionality of organoids was observed via neurotransmitter-mediated organoid swelling. DMSO was used as a negative control (vehicle). Red boxes indicate swollen sites in organoids treated with IPR and VIP. **(g)** ATP (left)- or CCh (right)-mediated increases in calcium influx were assessed via Fluo 4-AM. Data are representative of three independent experiments, and presented as mean $\pm$ SEM. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$, n.d not detected. Scale bars indicate 100 μm in **(b)**, 50 μm in **(d)**, and 200 μm in **(f)**. Source data are provided as a Source Data file.

a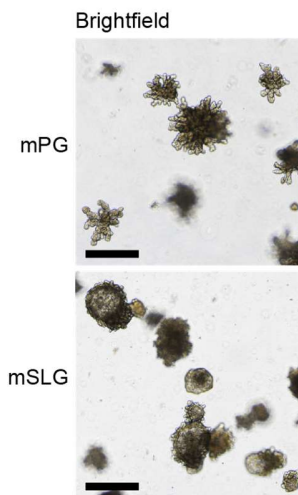**b**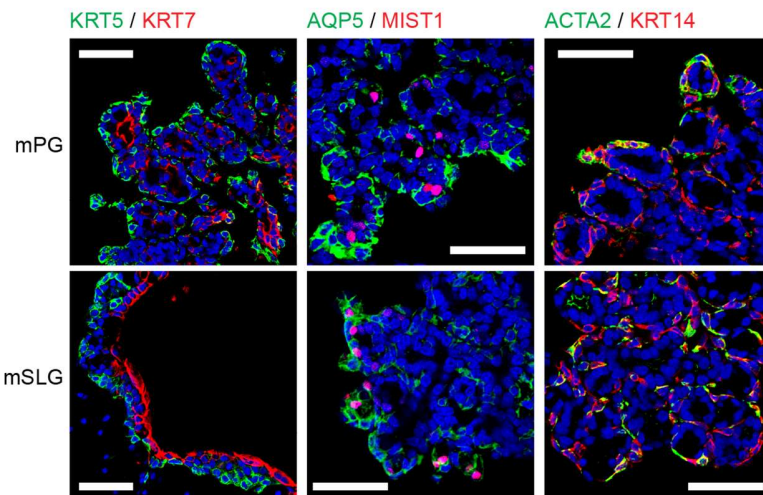**c**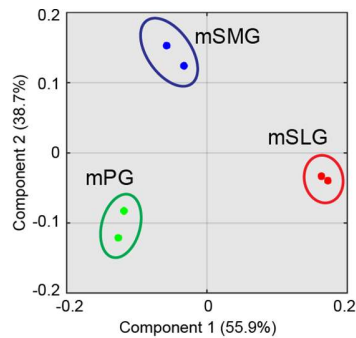**d**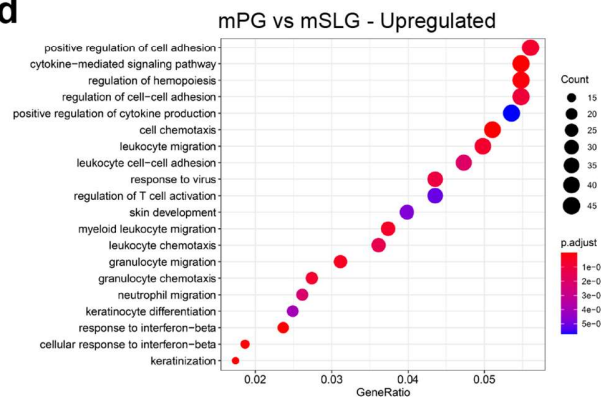**e**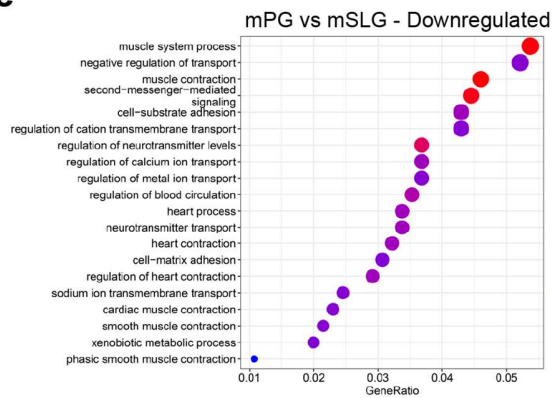**f**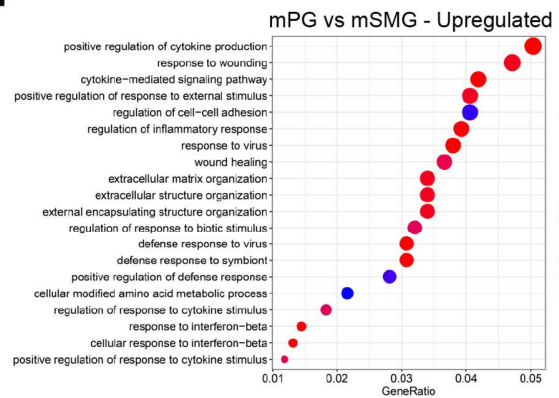**g**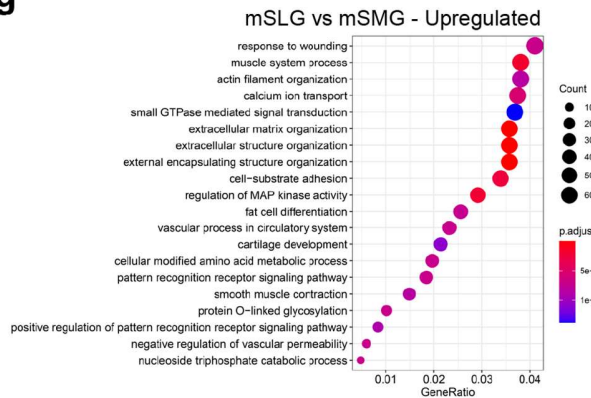**h**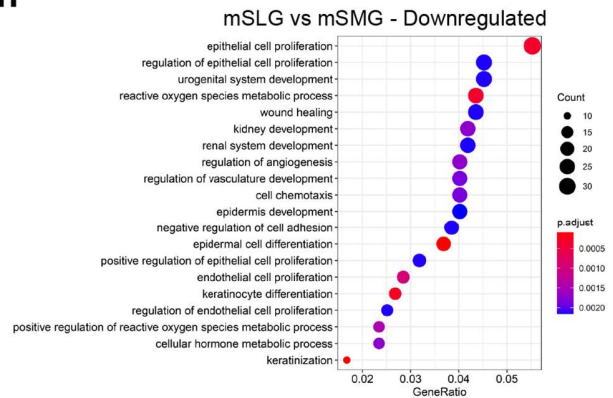

Supplementary Figure 3. Characteristics of murine PG and SLG organoids.

(a-b) Murine PG (top) or SLG (bottom) organoids were maintained in the GEM and differentiated in the DAM for 3 days. Then, the organoids were harvested and assessed for morphology using brightfield microscopy **(a)** or via IF staining for the specific expression of ductal (KRT5, KRT7), acinar (AQP5, MIST1), and myoepithelial (ACTA2, KRT14) markers **(b)**. Scale bars indicate 500 μm in **(a)** and 50 μm in **(b)**. **(c)** Multidimensional scaling plot showing the separation of mSMG, mPG, and mSLG organoids. **(d-e)** Gene ontology enrichment analysis of genes upregulated **(d)** or downregulated **(e)** when mPG organoids were compared versus mSLG organoids. **(f)** Gene ontology enrichment analysis of genes upregulated when mPG organoids were compared versus mSMG organoids. We observed no downregulated pathways with statistical significance. **(g-h)** Gene ontology enrichment analysis of genes upregulated **(g)** or downregulated **(h)** when mSLG organoids were compared versus mSMG organoids. The microscopic data are representative of three independent experiments.

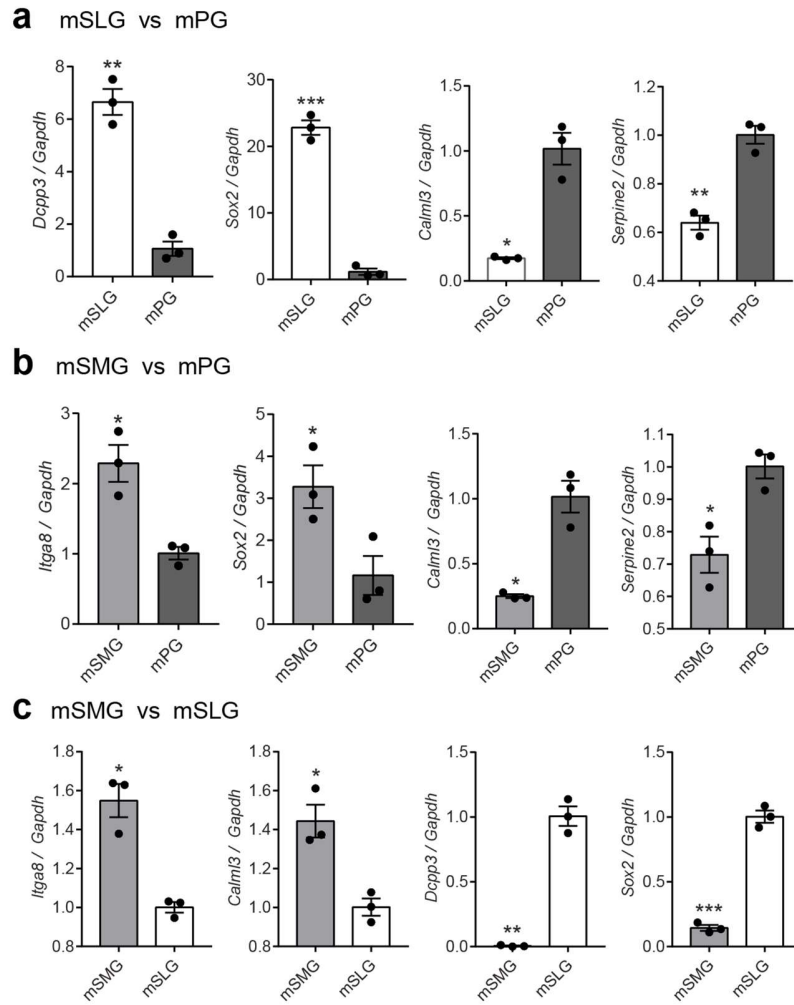

Supplementary Figure 4. qRT-PCR of DEGs from murine PG, SMG, and SLG organoids.

(a) The expressions of *Dcpp3*, *Sox2*, *Calml3*, and *Serpine2*, DEGs between mSLG organoids and mPG organoids, were validated with qRT-PCR. **(b)** The expressions of *Itga8*, *Sox2*, *Calml3*, and *Serpine2*, DEGs between mSMG organoids and mPG organoids, were validated with qRT-PCR. **(c)** The expressions of *Itga8*, *Calml3*, *Dcpp3*, and *Sox2*, DEGs between mSMG organoids and mSLG organoids, were validated with qRT-PCR. Data are representative of three independent experiments, and presented as mean $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. Source data are provided as a Source Data file.

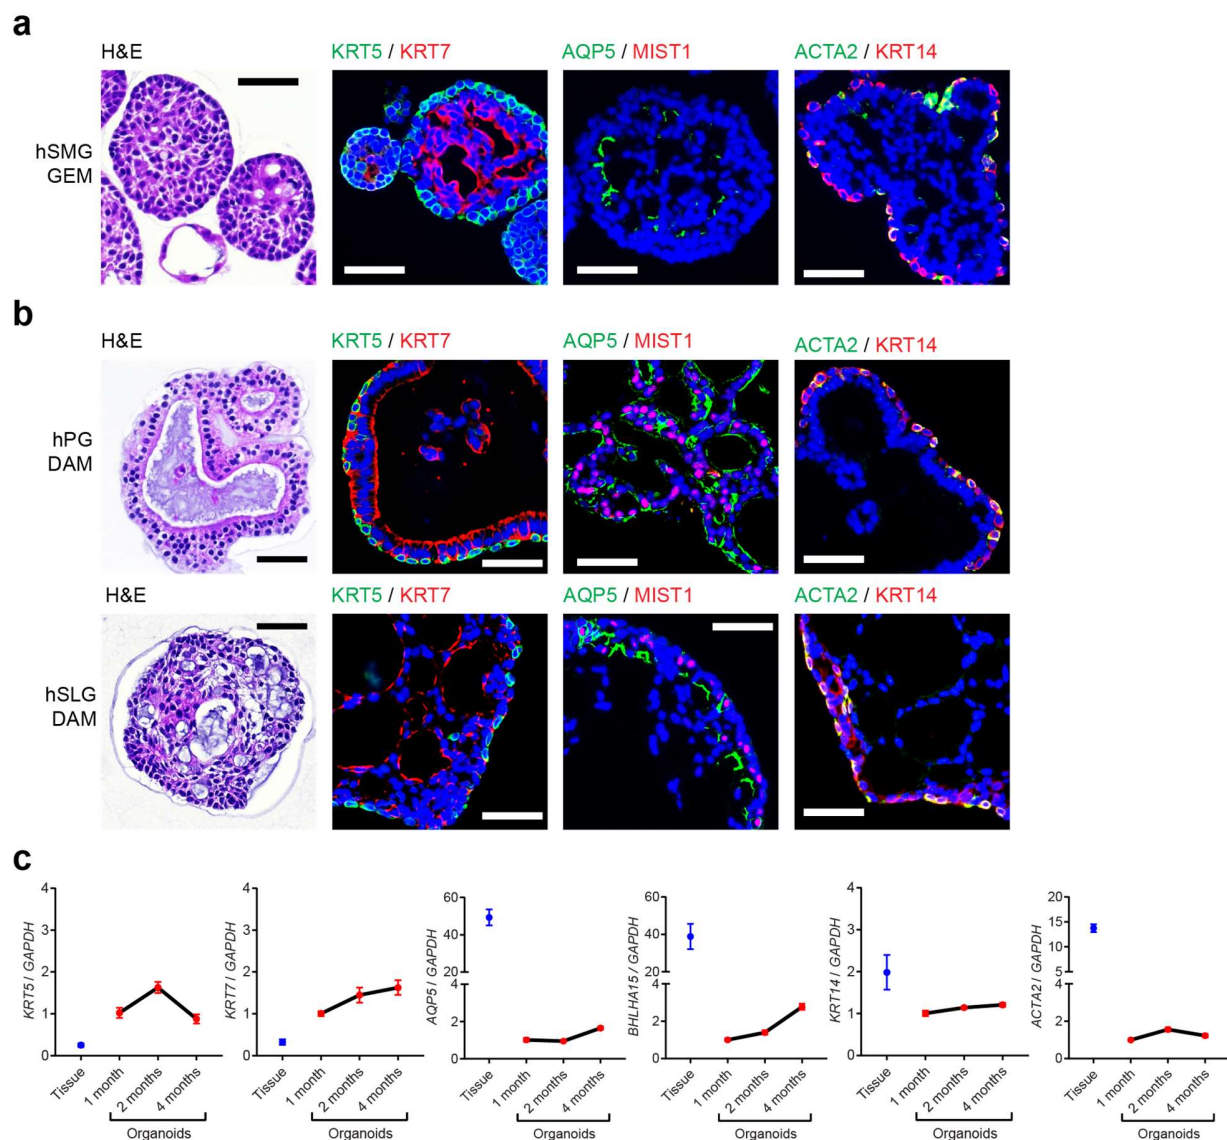

Supplementary Figure 5. Gene expression of organoids from three major human salivary glands.

(a) Human SMG organoids were maintained in the GEM. Harvested organoids were subjected to H&E or IF staining for duct (KRT5/KRT7), acinar (AQP5/MIST1), and myoepithelial (ACTA2/KRT14) markers. Nuclei were stained with Hoechst 33342 (blue) in IF. Scale bars indicate 50 μ m. **(b)** Human PG (top) or SLG (bottom) organoids were maintained in the GEM and further incubated in the DAM for 3 days. Harvested organoids were subjected to H&E or IF staining for ductal, acinar, and myoepithelial markers. Nuclei were stained with Hoechst 33342 (blue) in IF. Scale bars indicate 50 μ m. **(c)** mRNA expressions of ductal (*KRT5* and *KRT7*), acinar (*AQP5* and *BHLHA15*), and myoepithelial (*KRT14* and *ACTA2*) markers were determined with human SMG tissues and organoids cultured for different periods ($n = 4$). Expressions in organoids cultured for 1 month were normalized as 1. Data represent at least three independent experiments, and are presented as mean $\pm$ SEM. Source data are provided as a Source Data file.

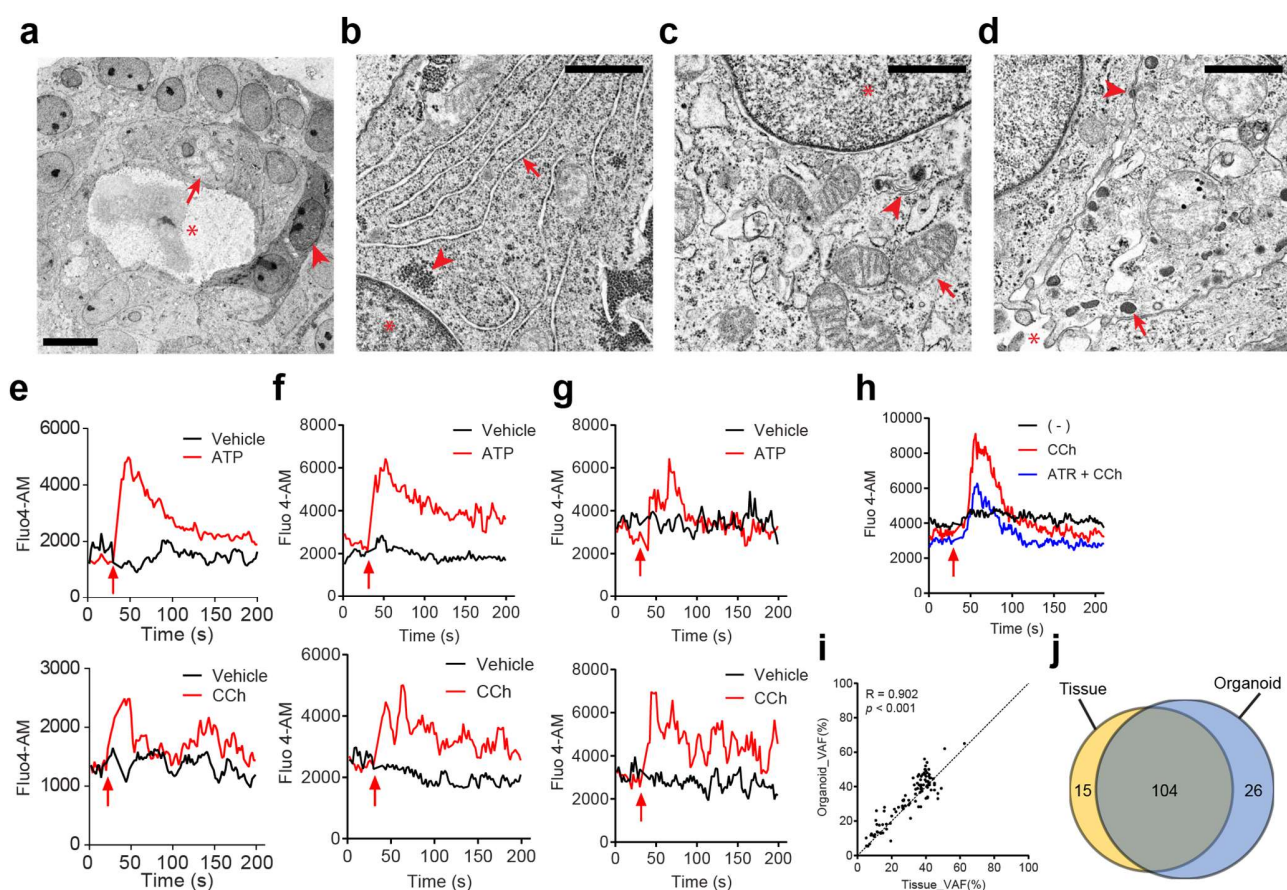

Supplementary Figure 6. Ultrastructure, functionality, and genetic stability of human salivary gland organoids.

(a) TEM images of human SMG organoids with several cell types, including secretory epithelial and myoepithelial cells. Red asterisk indicates internal lumen. Red arrow indicates secretory cells with visible vesicles. Red arrowhead indicates myoepithelial cell. Scale bars indicate 10 μm . **(b-d)** TEM images showing the ultrastructure of organoids. **(b)** Red asterisk indicates nucleus. Red arrow indicates ER, while red arrowheads indicate glycogen deposits observed in myoepithelial cells. **(c)** Red asterisk indicates nucleus. Red arrow indicates a mitochondrion, while a red arrowhead indicates the Golgi apparatus. **(d)** Red asterisk indicates internal lumen. Red arrow indicates a lysosome, while red arrowhead indicates a tight junction. Scale bars indicate 1 μm . **(e-g)** Single-cell suspensions were prepared from differentiated human SMG **(e)**, PG **(f)**, or SLG **(g)** organoids after 1 month of culture in the GEM and another 3 days of culture in the DAM. The calcium influx was assessed using Fluo 4-AM in stimulation with either ATP (top) or CCh (bottom). **(h)** Human SMG organoids maintained for 3 months in the GEM, followed by 3 days in the DAM, were untreated or pretreated with 0.1 μM atropine and stimulated with CCh (10 μM). The calcium influx was assessed using Fluo 4-AM. Red arrows indicate time points at which ATP or CCh were added. **(i)** Comparison of somatic conserved mutations between human SMG tissues and SMG organoids cultured for 3 months using whole exome sequencing. The graph is displayed with corresponding linear regression statistics, including Pearson correlation coefficient (R) and p -value. **(j)** Somatic mutations in human SMG tissues (yellow circle) and SMG organoids (blue circle) indicate the conservation of the majority of somatic mutations ($n = 104$, grey region) between tissues and organoids. Data represent at least three independent experiments. Source data are provided as a Source Data file.

a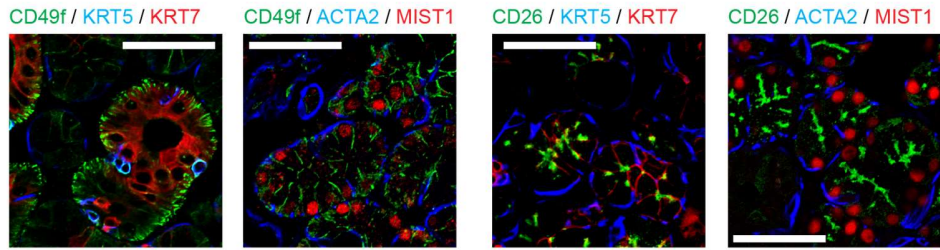**b**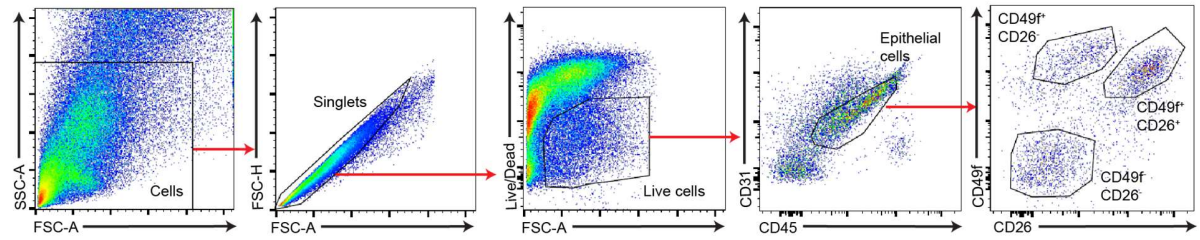**c**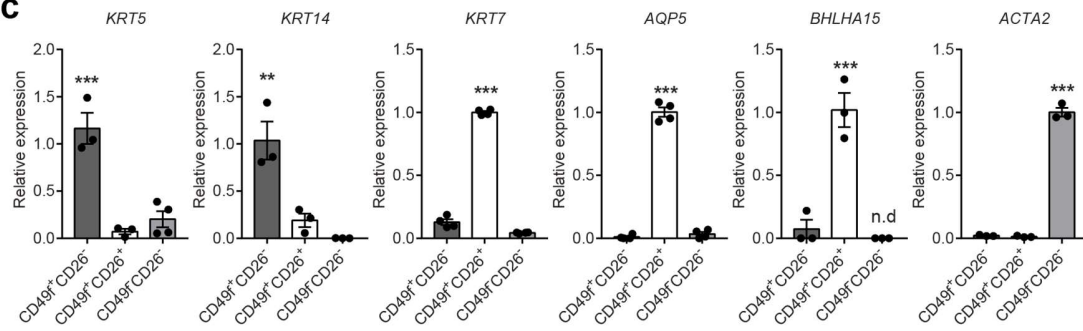**d**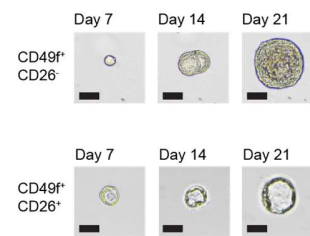**e**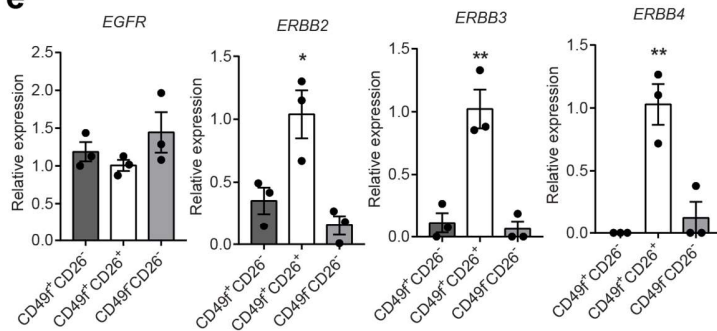**f**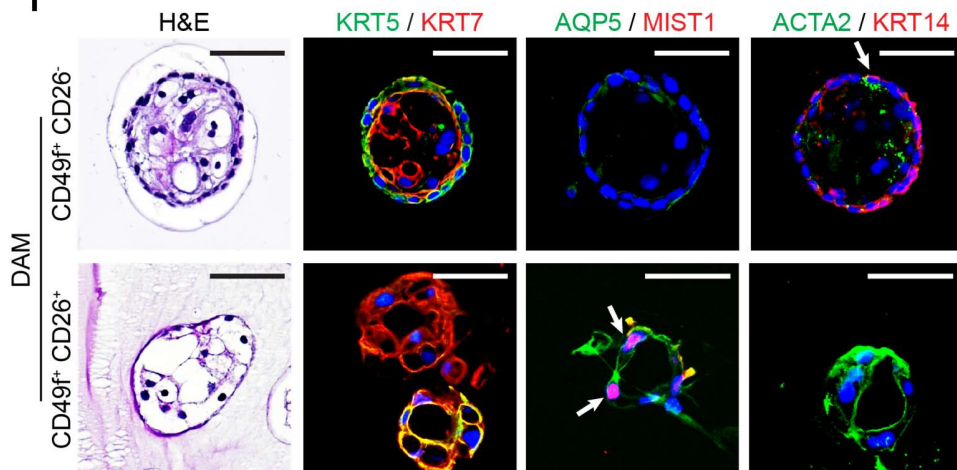

Supplementary Figure 7. The expression of CD49f and CD26 markers determines basal or luminal cells in salivary glands.

(a) The tissue expression of CD49f and CD26 was assessed in combination with KRT5/KRT7 and ACTA2/MIST1 via IF staining. Scale bars indicate 50 μ m. **(b)** Gating strategy of flow cytometry for the isolation of salivary gland epithelial cell subpopulations. Live singlets were gated out, and the endothelial and immune cells expressing CD31 and CD45, respectively, were excluded. Remaining epithelial cells were further divided into subpopulations based on the expression of the CD49f and CD26 markers. **(c)** CD49f⁺CD26⁻, CD49f⁺CD26⁺, and CD49f⁻CD26⁻ cells from human SMG were isolated via FACS-sorting and assessed for the expression of structural gene markers ($n = 3$). **(d)** Single-cell suspensions from CD49f⁺CD26⁻ and CD49f⁺CD26⁺ populations were subjected to organoid culture. The growth of a single organoid was tracked for 3 weeks. Scale bars indicate 50 μ m. **(e)** CD49f⁺CD26⁻, CD49f⁺CD26⁺, and CD49f⁻CD26⁻ cells from human SMG were isolated via FACS-sorting and assessed for the expression of EGFR family gene members ($n = 3$). **(f)** Organoids from CD49f⁺CD26⁻ and CD49f⁺CD26⁺ cells were maintained in the GEM for 3 weeks, followed by 3 days in the DAM, and subjected to H&E staining or IF staining for duct (KRT5/KRT7), acinar (AQP5/MIST1), and myoepithelial (ACTA2/KRT14) markers. White arrows indicate MIST1⁺ cells or ACTA2⁺ KRT14⁺ myoepithelial cell. Nuclei were stained with Hoechst 33342 (blue). Scale bars indicate 50 μ m. Data are representative of at least three independent experiments, and presented as mean $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. Source data are provided as a Source Data file.

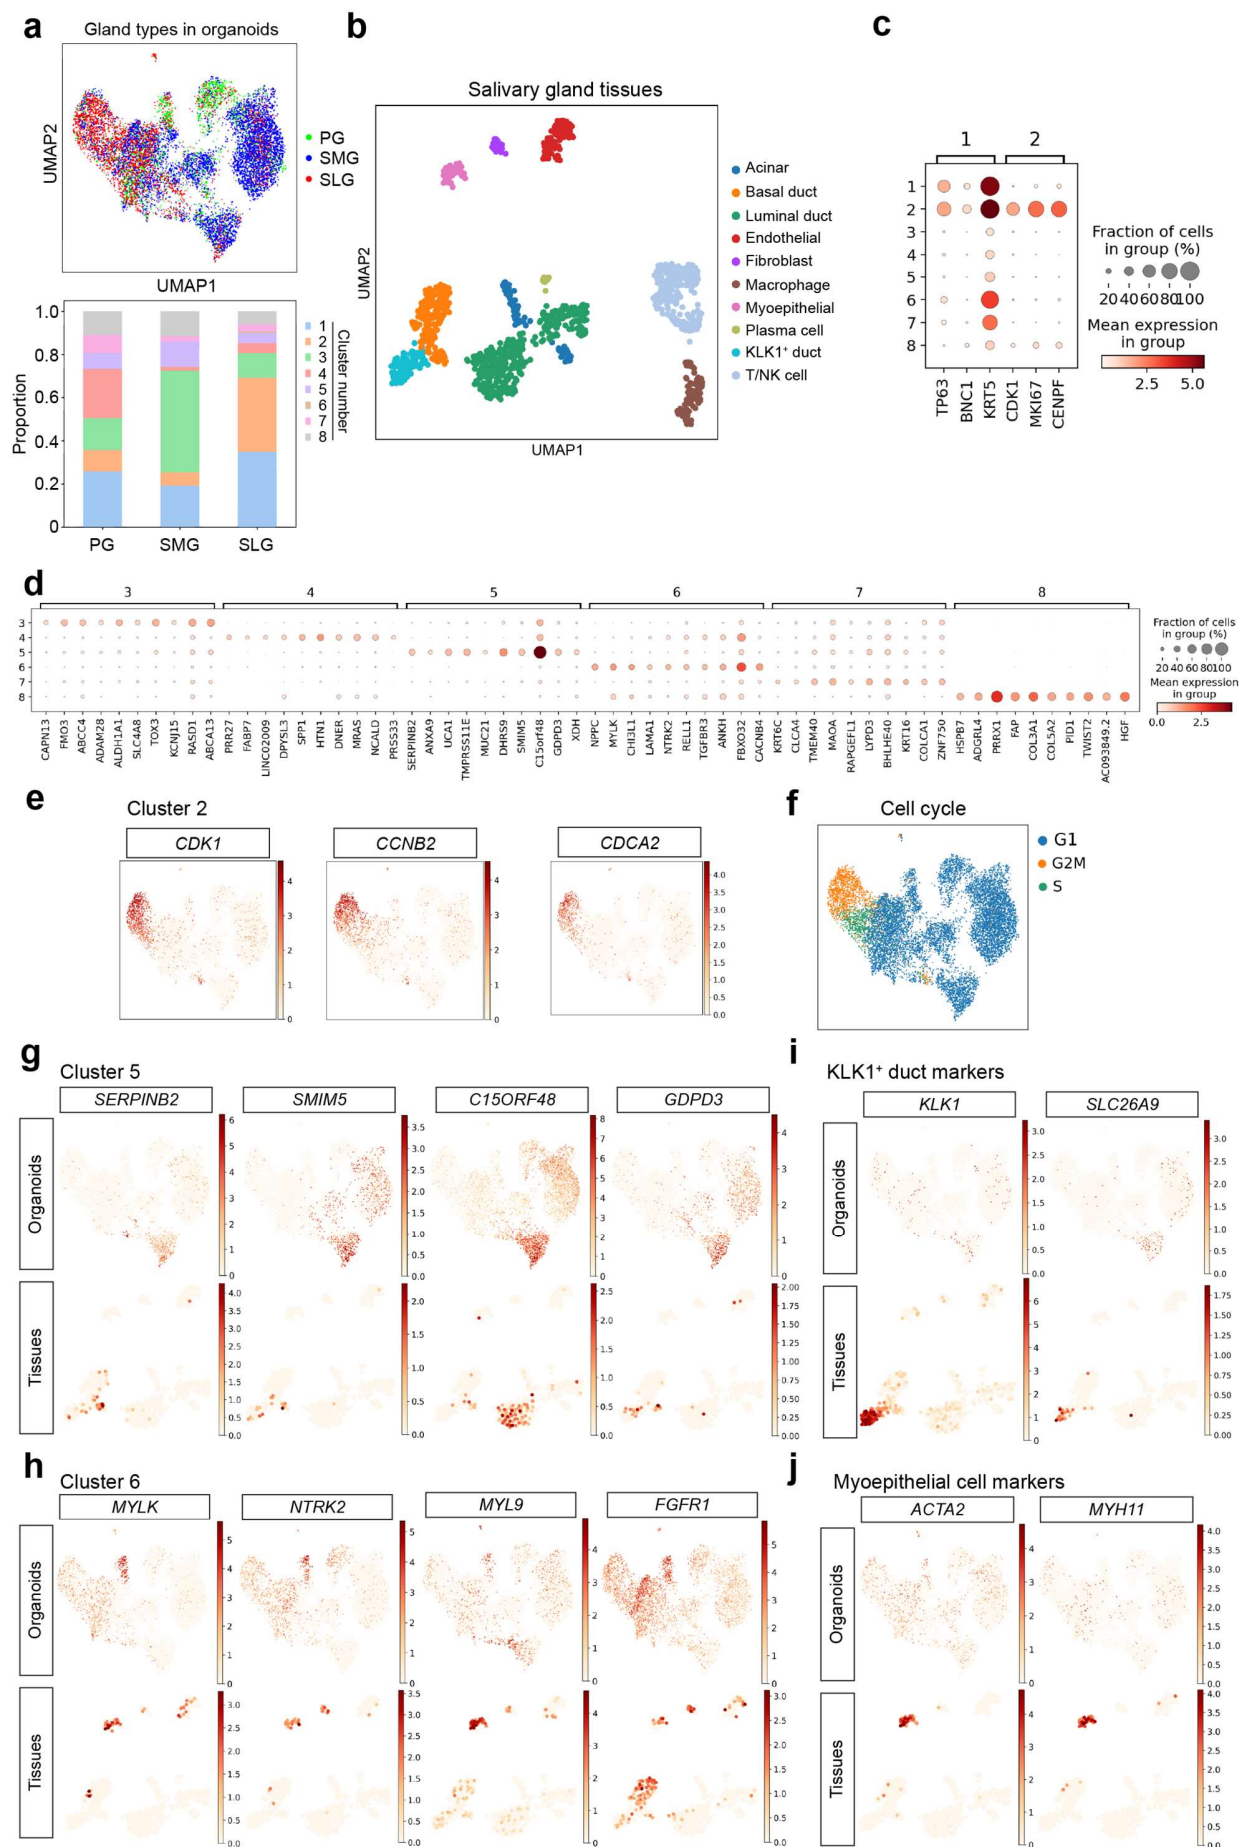

Supplementary Figure 8. Identification of cell types in salivary gland tissues and cluster-specific gene signatures in organoids.

Human PG, SMG, and SLG organoids were cultured in the GEM for 1 month and differentiated in the DAM for another 3 days. The harvested organoids were subjected to scRNA-seq. **(a)** Origins of the three major salivary gland organoids from different patients visualized as UMAP (top), with the composition of each cluster from different organoids being represented as a bar graph (bottom). **(b)** Cell clusters of human PG, SMG, and SLG tissues were visualized as UMAP ($n = 1234$). **(c)** Cluster-specific gene signatures of cluster 1 (basal) and cluster 2 (cycling) are displayed in dot plots. The size of the circle represents the percentage of a cell population, while its color depicts gene expression. **(d)** Cluster-specific gene signatures of clusters 3, 4, 5 (differentiated), clusters 6, 7 (transitional), and cluster 8 (mesenchymal) are displayed in dot plots. The size of the circle represents the percentage of a cell population, while its color depicts gene expression. **(e)** Genes associated with cell cycle and proliferation (*CDK1*, *CCNB2*, and *CDCA2*) were enriched in cluster 2 of salivary gland organoids, as visualized in UMAPs. **(f)** Cell cycle stages of human salivary gland organoids were visualized in UMAP. **(g)** $KLK1^+$ or luminal duct-specific markers (*SERPINB2*, *SMIM5*, *C15ORF48*, and *GDPD3*) were enriched in cluster 5 of salivary gland organoids (top) and tissues (bottom) visualized in UMAPs. **(h)** Expressions of cluster 6-specific genes (*MYLK*, *NTRK2*, *MYL9*, and *FGFR1*) of salivary gland organoids (top) and tissues (bottom) visualized in UMAPs. **(i)** Expression patterns of genes signature specific to the $KLK1^+$ duct in salivary gland tissue clusters were visualized in salivary gland organoids (top) and tissues (bottom) as UMAPs. **(j)** Expression patterns of genes signature specific to myoepithelial cell in salivary gland tissue clusters were visualized in salivary gland organoids (top) and tissues (bottom) as UMAPs.

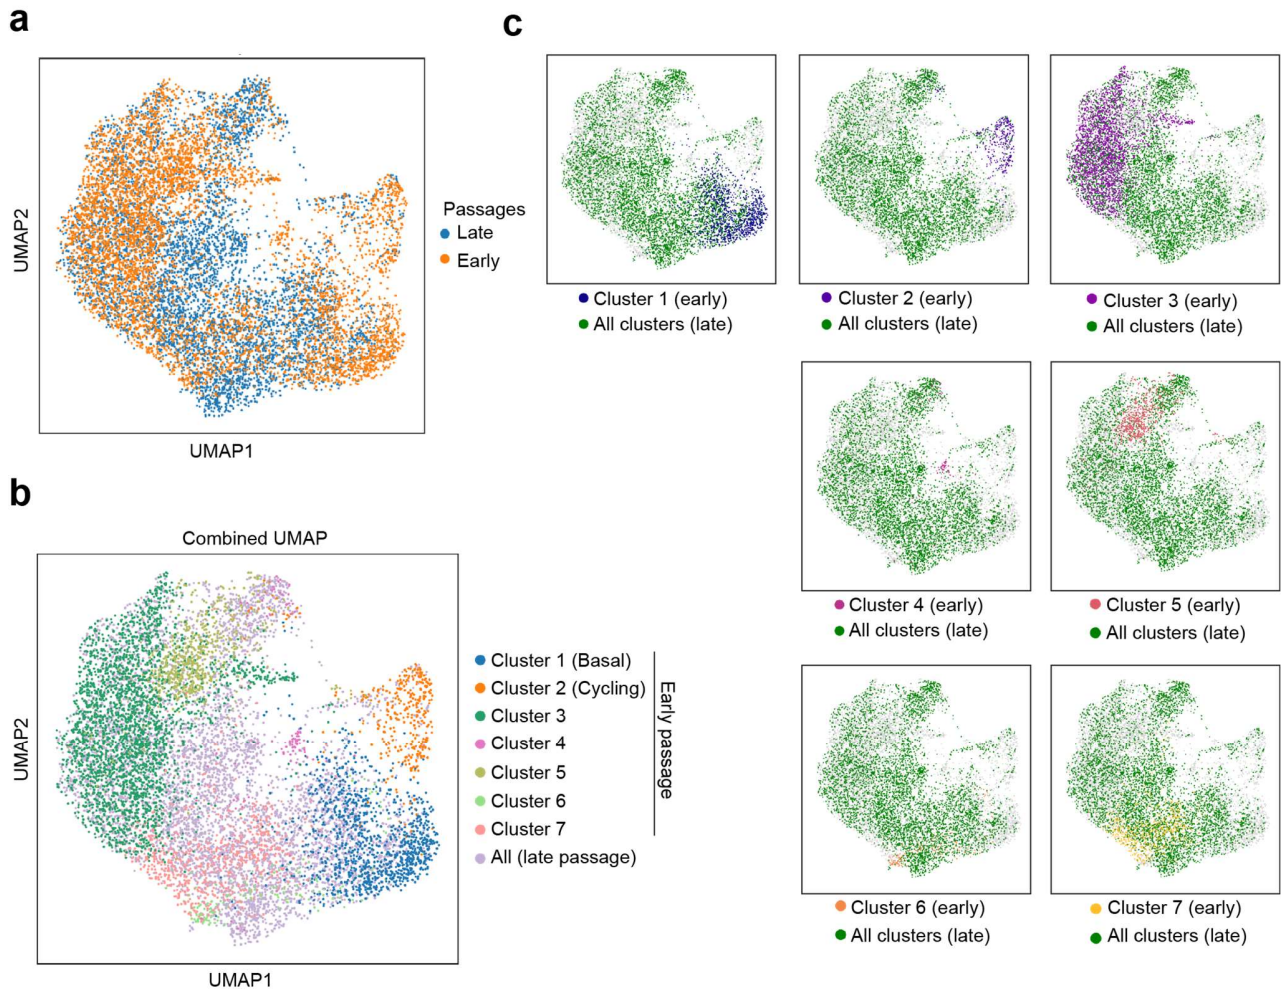

Supplementary Figure 9. Conserved clusters of human salivary gland organoids during long-term culture.

Human SMG organoids were cultured in the GEM for 1 month or 3 months, and differentiated in the DAM for another 3 days. The harvested organoids were subjected to scRNA-seq, and clusters were visualized as UMAP. **(a)** The different culture periods were illustrated with different colors (early for 1 month, orange; late for 3 months, blue). **(b)** Based on the clustering strategy used in Figure 5A, clusters from early passage were displayed with all cells from the late passage. Cluster 8 in early passage was not detected in the late passage. **(c)** Each cluster from early passage was illustrated with all cells from the late passage.

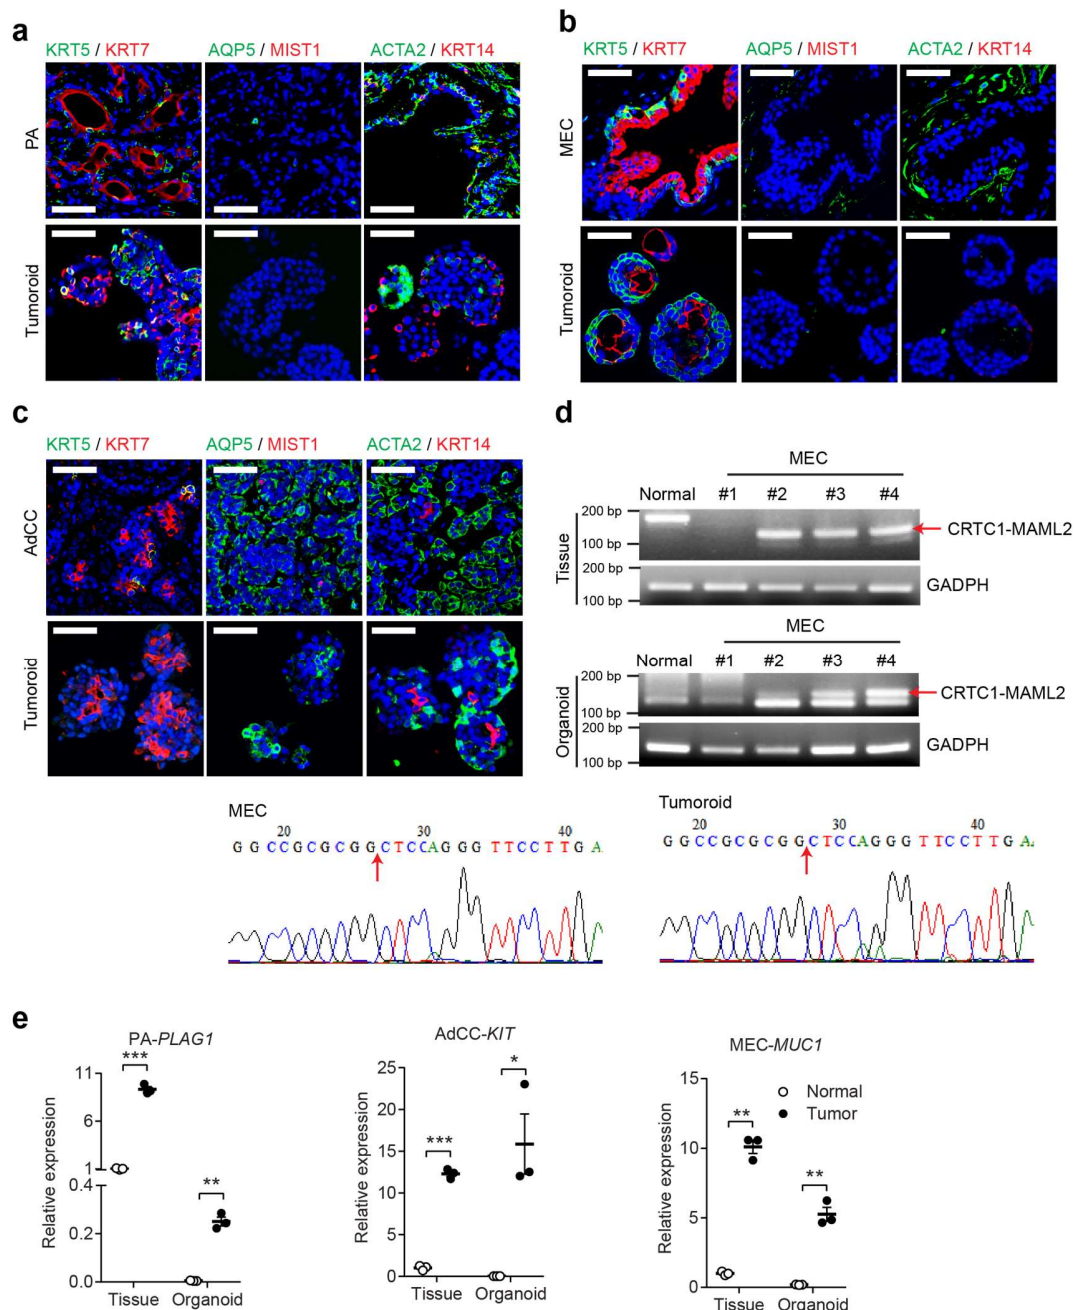

Supplementary Figure 10. Characteristics of salivary gland tumoroids.

(a-c) Pleomorphic adenoma (PA, a), mucoepidermoid carcinoma (MEC, b), or adenoid cystic carcinoma (AdCC, c) organoids were maintained in tumor-GEM for at least 1 month and subjected to IF staining for ductal, acinar, and myoepithelial markers (bottom). Data are displayed alongside images from matched tumor tissues (top). Nuclei were stained with Hoechst 33342. Scale bars indicate 50 μ m.

(d) MEC-specific CRTC1-MAML2 fusion gene transcripts in tumor tissues and tumoroids ($n = 4$) (top) validated via sequencing (bottom). Red arrows in sequencing data indicate the breakpoint between the CRTC1 and MAML2 exons.

(e) mRNA expressions of *PLAG1* in PA (left), *KIT* in AdCC (middle), and *MUC1* in MEC (right) were determined with tissues and organoids ($n = 3$). Expressions at adjacent normal tissues were used as control and normalized as 1. Data are representative of at least three independent experiments, and presented as mean $\pm$ SEM, * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. Source data are provided as a Source Data file.

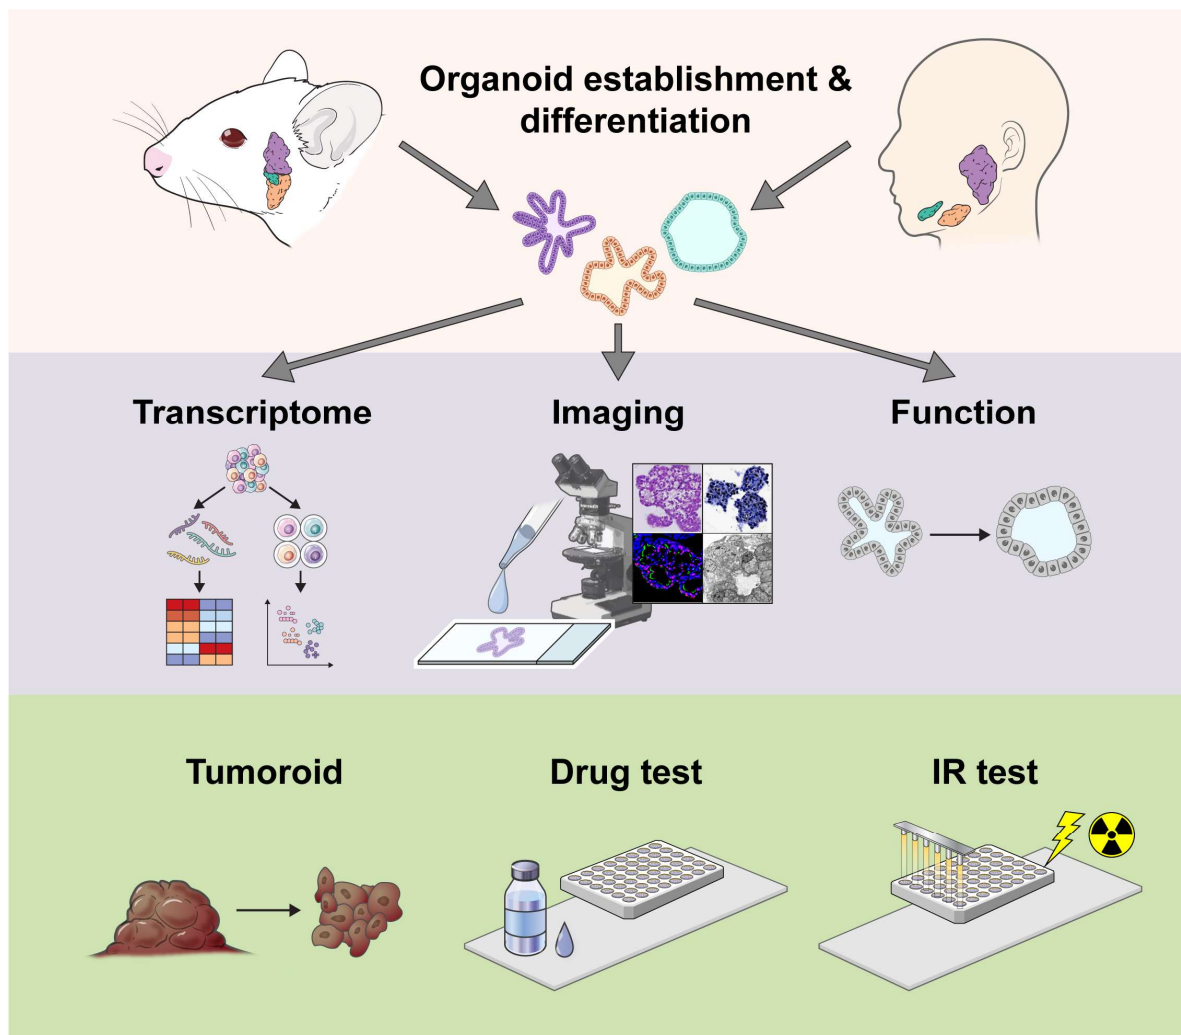

Supplementary Figure 11. Graphical summary for salivary gland organoids and their applications

Supplementary Tables

Supplementary Table 1. Formulation of media for murine salivary gland organoids

Components	Mouse GEM	Mouse DAM
HEPES	10 mM	10 mM
GlutaMAX	1×	1×
Primocin	0.2 µg/mL	0.2 µg/mL
B-27	1×	1×
N-acetyl cysteine	1.25 mM	1.25 mM
RSPO1-CM	1 %	1 %
Noggin	100 ng/mL	100 ng/mL
NRG1	5 nM	5 nM
FGF1	5 nM	5 nM
FGF7	1 nM	1 nM
A83-01	0.5 µM	0.5 µM
Y-27632	10 µM	—
DAPT	—	5 µM

GEM, growth and expansion media; DAM, differentiation-accelerating media; NRG1, neuregulin 1; FGF, fibroblast growth factor

Supplementary Table 2. Formulation of media for human salivary gland organoids and tumoroids

**Components**	**human GEM**	**human DAM**	**tumor GEM**
HEPES	10 mM	10 mM	10 mM
GlutaMAX	1×	1×	1×
Primocin	0.2 µg/mL	0.2 µg/mL	0.2 µg/mL
B-27	1×	1×	1×
N-acetyl cysteine	1.25 mM	1.25 mM	1.25 mM
RSPO1-CM	1 %	1 %	1 %
Noggin	100 ng/mL	—	100 ng/mL
NRG1	5 ng/mL	5 ng/mL	50 ng/mL
FGF2	5 ng/mL	5 ng/mL	5 ng/mL
FGF10	10 ng/mL	10 ng/mL	10 ng/mL
A83-01	5 µM	0.5 µM	0.5 µM
Nicotinamide	10 mM	—	10 mM
Prostaglandin E2	3 µM	—	3 µM
CHIR99021	1 µM	—	1 µM
Y-27632*	10 µM	—	10 µM
DAPT	—	5 µM	—

* Y-27632 was added only for the first 2-3 d after subculturing.

GEM, growth and expansion media; DAM, differentiation-accelerating media; NRG1, neuregulin 1; FGF, fibroblast growth factor

Supplementary Table 3. Gene-specific primer list

**Mouse genes**	**Forward primers (5'-3')**	**Reverse primers (5'-3')**
<i>Wnt3a</i>	AAC TGC ACC ACC GTC AGC AAC A	AGC GTG TCA CTG CGA AAG CTA C
<i>Wnt4</i>	GAG AAC TGG AGA AGT GTG GCT G	CTG TGA GAA GGC TAC GCC ATA G
<i>Wnt5a</i>	GGA ACG AAT CCA CGC TAA GGG T	AGC ACG TCT TGA GGC TAC AGG A
<i>Wnt5b</i>	GCT ACC GCT TTG CCA AGG AGT T	CAT TTG CAG GCG ACA TCA GCC A
<i>Wnt7a</i>	TTC GCC AAG GTC TTC GTG GAT G	TAC AGG AGC CTG ACA CAC CAT G
<i>Wnt7b</i>	TTC TCG TCG CTT TGT GGA TGC C	CAC CGT GAC ACT TAC ATT CCA GC
<i>Wnt10a</i>	GCT CCT GTT CTT CCT ACT GCT G	ATG TCA GGC ACA CTG TGT TGG C
<i>Wnt10b</i>	ACC ACG ACA TGG ACT TCG GAG A	CCG CTT CAG GTT TTC CGT TAC C
<i>Ivl</i>	ACC TGA ACC AGA ACT GCA CC	TGG CTC ACC AAG TTT CTG CT
<i>Smgc</i>	CTG ACA GAG GAT CAT GGA CCA AC	TCC TGA CAC CTT GGA GAG TCC A
<i>Proll</i>	CAC CTA AGC CTA GCA CCT CTA	ACT TCC AAA ACA CTT CCG CAA AT
<i>Muc19</i>	CTG GGT CTG GAA GTA GAA GTA	TCT AAG CCA CAG AAG GAG AT
<i>Amy2B</i>	GAT CTG GGT GGT GAG GCA AT	TGC GGA TAA CTG TGC CAA GT
<i>Krt5</i>	TCC TGT TGA ACG CCG CTG AC	CGG AAG GAC ACA CTG GAC TGG
<i>Krt7</i>	GCT CTC GCT CCA CTG CTT AC	CGC CAG CAA GCT CTG ATT GA
<i>Aqp5</i>	CGC TCA GCA ACA ACA CAA CA	GAA AGA TCG GGC TGG GTT CA
<i>Bhlha15</i>	GCT GAC CGC CAC CAT ACT TAC	TGT GTA GAG TAG CGT TGC AGG
<i>Krt14</i>	GCC CAC CTT TCA TCT TCC CAA T	TTG GTG GAG GTC ACA TCT CTG G
<i>Acta2</i>	TGC TGA CAG AGG CAC CAC TGA A	CAG TTG TAC GTC CAG AGG CAT AG
<i>Dcpp3</i>	GGT CCA GAA GTT GGA AAA CAT TCC	GAG CCA TAC ACT TGA CCG TCCT
<i>Sox2</i>	CAG CAT GTC CTA CTC GCA GCA G	TGG AGT GGG AGG AAG AGG TAA CC
<i>Calml3</i>	TCC GAG TGT TCG ACA AGG ATG G	CAT TTC GTC CAC TTC CTC ATC GC
<i>Serpine2</i>	ACT GTC TGC CAT CAT CCC TCA C	GTA ATG CCA AGG GCT TTC AGT GG
<i>Itga8</i>	CCG ATT TGC TGT TCC TCG CCT T	GAC CTG AGC AAT GGC AGT GAT G
**Human genes**	**Forward primers (5'-3')**	**Reverse primers (5'-3')**
<i>KRT5</i>	GCT GCC TAC ATG AAC AAG GTG G	ATG GAG AGG ACC ACT GAG GTG T

<i>KRT14</i>	TGC CGA GGA ATG GTT CTT CAC C	GCA GCT CAA TCT CCA GGT TCT G
<i>KRT7</i>	TGT GGA TGC TGC CTA CAT GAG C	AGC ACC ACA GAT GTG TCG GAG A
<i>AQP5</i>	TAC GGT GTG GCA CCG CTC AAT G	AGT CAG TGG AGG CGA AGA TGC A
<i>BHLHA15</i>	CGG ATG CAC AAG CTA AAT AAC G	GCC GTC AGC GAT TTG ATG TAG
<i>ACTA2</i>	CTA TGC CTC TGG ACG CAC AAC T	CAG ATC CAG ACG CAT GAT GGC A
<i>EGFR</i>	AAC ACC CTG GTC TGG AAG TAC G	TCG TTG GAC AGC CTT CAA GAC C
<i>ERBB2</i>	GGA AGT ACA CGA TGC GGA GAC T	ACC TTC CTC AGC TCC GTC TCT T
<i>ERBB3</i>	CTA TGA GGC GAT ACT TGG AAC GG	GCA CAG TTC CAA AGA CAC CCG A
<i>ERBB4</i>	GGA GTA TGT CCA CGA GCA CAA G	CGA GTC GTC TTT CTT CCA GGT AC
<i>PLAG1</i>	GGT TCA CTC CTA CTC TCA CAC AG	CAG GAG AAT GAG TAG CCA TGT GC
<i>KIT</i>	CAC CGA AGG AGG CAC TTA CAC A	TGC CAT TCA CGA GCC TGT CGT A
<i>MUC1</i>	CCT ACC ATC CTA TGA GCG AGT AC	GCT GGG TTT GTG TAA GAG AGG C

# Supplementary material for: Salivary gland organoid culture maintains distinct glandular properties of murine and human major salivary glands
**Source:** Nat Commun. 2022 Jun 7;13:3291. doi: 10.1038/s41467-022-30934-z
**Supplement:** Supplementary file 3 — Description of additional Supplementary File

Descriptions of additional supplementary data files

Supplementary Movie 1. CChinduced swelling of human SMG organoids

Supplementary Movie 2. Isoproterenol-induced swelling of human SMG organoids

Supplementary Movie 3. VIPinduced swelling of human SMG organoids

# Supplementary material for: Salivary gland organoid culture maintains distinct glandular properties of murine and human major salivary glands
**Source:** Nat Commun. 2022 Jun 7;13:3291. doi: 10.1038/s41467-022-30934-z
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

FACSDiva software (9.0, BD) was used for collection of flow cytometry data.
Imaging data were collected via NIS-elements BR (5.20.00, Nikon) or ZEN (2.3, Carl Zeiss).

Data analysis

Statistical analysis was conducted with Graphpad Prism (Version 7).
FlowJo (10.7.1) was used for flow cytometry data analysis.
DESeq2(1.33.5) and clusterProfiler(4.1.4) were used for analysis of bulk RNAseq data.
CellRanger (4.0.0), Souporecell (2.0), Scanpy (1.9.1), Harmony (0.0.5), and Seurat (4.0.4) were used for analysis of single cell RNAseq data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA sequencing data generated in this study have been deposited in the NCBI's Gene Expression Omnibus database under accession code GSE184091 (<https://>

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size. The technical and biological independent numbers were chosen according to the investigators' prior experiences and criteria accepted in other reports and scientific society in this field.
Data exclusions	In bulk RNAseq, zero-count genes in at least 1 sample were excluded for further analysis, since these genes might be expressed at very low level and did not significantly affect global profiling. In single cell RNAseq, cells with less than 1,500 measured genes were assumed as low quality and excluded. Also, cells with high percentage of mitochondrial contamination (more than 20%) were excluded for further analysis. The percentage of mitochondrial contamination was calculated with function in Seurat package and criteria was determined with outliers in plots.
Replication	All experiments were repeated at least three times (3 different experiments for organoids) showing similar results. All attempts at replication were successful and are shown, n is described in legends.
Randomization	The experiments were not randomized as this study did not contain in vivo animal experiments or human cohorts. Samples were organized into group based on treatment and time periods. Appropriate controls were included in all experiments.
Blinding	The investigators were not blinded to allocation during experiments and outcome assessment. Blinding was not possible as the same investigator performed and analysed the data.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	For primary antibodies used in IHC or IF; anti-KRT5 (#905904, 1:1000; Biolegend, San Diego, CA, USA), anti-KRT7 (ab181598, 1:1000; Abcam), anti-ACTA2 (ab124964, 1:500; Abcam), anti-MIST1 (ab187978, 1:200; Abcam), anti-AQP5 (sc-514022, 1:500; Santa Cruz, Dallas, CA, USA), anti-KRT14 (ab7800, 1:200; Abcam), anti-AMY1 (sc-46657, 1:200; Santa Cruz), anti-Cleaved Caspase-3 (#9661, 1:500; Cell Signaling, Danvers, MA, USA), anti-TJP1 (#33-9100, 1:50; Invitrogen), anti-CDH1 (AF648, 1:200; R&D), anti-AMY2 (ab21156, 1:500; Abcam), anti-MUC19 (OAEBO2736, 1:500; Aviva Systems Biology, San Diego, CA, USA), anti-MUC7 (orb101843, 1:400; Biorbyt, Cambridge, UK), anti-CD49f (sc-10730, 1:200; Santa Cruz), anti-CD26 (TA500733, 1:100; Origene, Rockville, MD, USA), anti-PLAG1 (H00005324-M02, 1:100; NOVUS, Centennial, CO, USA), anti-c-Kit (sc-5535, 1:100; Santa Cruz), anti-MUC1 (#14161, 1:200; Cell Signaling), and anti-p53 (#48818, 1:100; Cell Signaling). For secondary antibodies used in IF; Donkey anti-Mouse IgG, Alexa Fluor™ Plus 488 (A32766, Invitrogen), Donkey anti-Rabbit IgG, Alexa Fluor™ Plus 488 (A32790, Invitrogen), Donkey anti-Mouse IgG, Alexa Fluor™ Plus 555 (A32773, Invitrogen), Donkey anti-Rabbit IgG, Alexa Fluor™ Plus 555 (A32794, Invitrogen), Donkey anti-Goat IgG, Alexa Fluor™ Plus 555 (A32816, Invitrogen), Donkey anti-Rabbit IgG, Alexa Fluor™ Plus 647 (A32795, Invitrogen), Alexa Fluor 488 AffiniPure Donkey Anti-Chicken IgY (#703545155, Jackson ImmunoResearch, West Grove, PA, USA). For flow cytometry; anti-CD45-BV605 (#368524, 1:50; Biolegend), anti-CD31-FITC (#303104, 1:20, Biolegend), anti-CD49f-PE-Cy7 (#313621, 1:20, Biolegend), and anti-CD26-PE (#302705, 1:20, Biolegend).
Validation	Antibodies specificity was controlled by using sections of salivary gland tissues or tumor/cancer tissue where expression of antigen have been reported. We also checked antibody application and availability in manufacturer's websites and found that antibodies were validated for the species and applications by manufacturers.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	6 to 8 week-old female C57BL/6 mice. Mice were fed ad libitum and maintained in specific pathogen free condition at 22 +/- 2 celsius degree, 50 +/- 10% relative humidity on 12 hours of light-dark cycle (8 am - 8 pm) in facility of Yonsei University College of Medicine.
Wild animals	this study does not include wild animal usage.
Field-collected samples	this study does not include samples from field.
Ethics oversight	Institutional Animal Care and Use Committee in Yonsei University College of Medicine (approval number #2018-0071)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Gender: Male (5/17), Female (12/17) Age: mean 51.0, range 32 - 79 Tumor: Benign (6/17), Malignant (11/17)
Recruitment	Human salivary gland specimens were obtained from patients with various diseases, including benign and malignant tumors, after acquiring their informed consents. No bias on selecting patients existed.
Ethics oversight	Institutional Review Board of the Yonsei University Severance Hospital

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	human salivary gland tissue (PG, SMG, or SLG) were digested with Collagenase type II and TrypLE Express.
Instrument	BD LSRFortessa, BD FACSAria II

Software	FlowJo for analysis, FACS Diva for data collection
Cell population abundance	we confirmed that all post-sort cells have purity more than 95% and used for experiments
Gating strategy	Singlets were gated and live cells were gated via ZombieViolet (Biolegend)-negative population. CD31-CD45 double negative population was gated as epithelial cells (non-endothelial, non-immune). Then, based on CD49f and CD26 expressions, double-positive populations were assumed as luminal, and CD49f-positive populations as basal.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

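Bulk RNA-seq of mouse salivary glands was processed for 14 libraries in 7 groups of 2: submandibular gland (SMG) organoids in the growth and expansion media (GEM), SMG, parotid (PG) and sublingual (SLG) organoids in the differentiation accelerating media (DAM), and tissue of the 3 glands. Human samples and other assays of the paper were not analysed here. The deposited organoid and tissue tables each hold 45777 genes with NCBI gene identifiers. The authors made the read counts per gene from reads aligned to GRCm38, with HISAT2, StringTie and DESeq2 named in the submitters' processing notes. The paper gives a version for DESeq2, while settings and the versions of HISAT2 and StringTie are not given in the sources used here. The authors also deposited FPKM and TPM for each gene and library, of which the TPM were used in alternatives and the FPKM were not used. Libraries were mapped to groups by the sample labels and the paper. The columns of 2 organoid libraries carry the replicate number 3, which no label has, so these counts were assigned to their group by name, and their 4 columns of FPKM and TPM were not used. The labels call the source salivary gland epithelial cells for tissue and organoids alike, and the groups follow the sample titles and the paper.

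Counts were analysed as deposited. Library totals were 56383651 to 69139767 counts in organoids and 57397998 to 71367044 in tissue. At this depth a gene with a count of 0 in a library was treated as below a floor of 3 counts, which covers counting error only. Genes with a count of 0 in any library of a model were left out, following the reporting summary of the paper. Models of the main comparisons were fitted apart, 1 for the 8 organoid libraries, 1 for the 6 SMG libraries and 1 for the 6 tissue libraries, so that groups in a model share an estimate of the spread. A further model of 12 libraries tested whether the difference between glands in organoids differed from that in tissue. Each used edgeR 4.0.16 in R 4.3.3 with TMM scaling, robust dispersion estimates and the quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Gene coordinates are from the GRCm38.p6 RefSeq annotation, which held 99.79% of the identifiers.

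Genes named in the text are those the paper names, the 8 largest changes in each direction among called genes with a mean of at least 5 CPM, libraries that do not overlap and no predicted gene model, and up to 4 members of each gene list with the smallest adjusted p. Some genes under this rule are not reported here. For 42 gene lists, members called higher and lower were counted over all genes and adjusted over the list alone. Lists with at least 3 tested members were tested with fry and camera of limma 3.58.1 in the 4 comparisons of organoids, 132 tests in all, adjusted together. Fry tests whether the members of a list move one way on balance and does not compare the list with other genes. Camera was run with an estimated correlation. By fry, 97 of the 132 tests passed, and by camera none did, with a smallest adjusted p of 0.0556. Distances between libraries used the 500 genes with the largest differences of each pair, on log2 CPM with a prior count of 2.

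Alternatives were DESeq2 1.42.0, RLE size factors, library totals as the scaling, filterByExpr, no filter, only the groups compared, the replicate number as a block, each library left out in turn, unadjusted p-values, and limma on log2(TPM + 1) or log2(TPM + 0.1) for genes with a mean TPM of at least 1. As a scaling, library totals were those of the tested genes, after genes with a count of 0 were left out. In the fits with TPM, SMG organoids in the GEM and PG organoids had 1 library, which was assumed to vary like the other groups. The closing section gives their effect. For DAM against GEM, SMG organoids against tissue and PG against SLG tissue, the tests of single genes were run on simulated counts. In these, 200 genes were changed by known factors and all other genes had the same level in each group. The other comparisons were not simulated. For organoids against tissue, 41.8% of genes changed 2-fold and 89.6% of those changed 3-fold were recovered, with 4 false calls among 14954 genes. The share for 2-fold changes is limited by the fold threshold, on which such changes lie. For PG against SLG tissue, limma on log2(value + 1) made 140 false calls, 56.9% of its calls. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.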

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

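The tests in this part, and the genes Acta1 and Scgb1b26-ps named in it, were chosen after the results were seen, except the test of deleted chromosome regions and the edgeR test of whether gland differences in organoids and in tissue differ. The latter called 3986 of 14459 genes for PG against SLG, 3749 for PG against SMG and 3351 for SLG against SMG. Among the paper's markers, the organoid difference minus the tissue difference was -2.23 for Fam20c, -1.25 for Serpine2, -2.74 for Sema3b and -1.17 for Itga8 in PG against SMG (log2). In SLG against SMG it was 1.75 for Wnt5b, -13.58 for Dcpp3, -1.87 for Sema3b, -2.19 for Itga8, 2.55 for Klk1 and 2.90 for Klk1b11. In tissue libraries that the paper does not report on gene by gene, the skeletal muscle gene Acta1 had 4017 counts in PG tissue replicate 2 and 0 in replicate 1, and a list of 12 skeletal muscle genes had 27975 and 134 counts.

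Genes of other glands appear in SLG tissue, in libraries that the paper does not report on gene by gene. Parotid genes here are 22 genes high in PG tissue and far lower in SMG tissue, whatever their level in SLG tissue. In replicate 1 they stood at a median of 5.65% of their PG tissue level, against 0.0395% in replicate 2. In both replicates together 11 submandibular genes stood at a median of 11.5% of their SMG tissue level. Index exchange on the sequencer that reached both SLG libraries alike would give like shares. The parotid share was 143 times higher in replicate 1, which argues against such exchange. The methods do not say which libraries shared an index or a lane, so exchange with replicate 1 alone stays open. Parotid tissue in the first sample needs one share for all parotid genes, and 86.4% of the 22 lay within 2-fold of the median excess. Some parotid tissue in that sample would give such a share. The genes outside that range were Dcpp1, Dcpp2 and Dcpp3, which SLG tissue holds at a high level itself. They stood at 107%, 1900% and 2380% of their PG tissue level in replicate 1 and at 91.9%, 1790% and 2120% in replicate 2. Submandibular tissue in both samples stays open, since the median share was 2.01 times the 10th percentile while Scgb1b26-ps had 0 counts in SLG tissue, and expression of these genes by the sublingual gland itself was not tested.

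A set of 41 genes was near 0 (under 0.5 CPM) in all 4 SMG organoid libraries and above 5 CPM in PG and SLG organoids, where the same rule gave 5 genes for PG and 7 for SLG. A few deleted chromosome regions in the SMG cells would put these genes side by side. Of the 41, 4 (9.8%) had a neighbor of the set, more than the 0.8% for genes placed by chance, and the set lay on 18 chromosomes. These values argue against such regions as the cause for most of the 41 genes, and leave them open for the few with a neighbor. The ROCK inhibitor stays open only together with a difference between the glands, since PG and SLG cultures had it too. Of the 41, 5 (12.2%) were called higher in the DAM, which lacks it. The rule also asked for under 0.5 CPM in the DAM, so genes that came back without the inhibitor were left out of the set. This share thus cannot decide the question. Loss of myoepithelial cells stays open as the cause for the contraction genes, since of the 9 of these outside the set, 44.4% were lower in SMG organoids than in PG and SLG organoids, Myh11 among them, while Smtn was not. A difference between the glands in which genes stay on in culture was not tested.

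Sox2 and the Dcpp genes were high in SMG organoids and close to absent in SMG tissue. Cells of the sublingual gland, which lies next to the submandibular gland, could bring them into the SMG cultures. Such cells would bring SLG tissue genes at a similar share, and Sox2 in SMG organoids stood at 57.6% of its SLG organoid level, with a median of 33.1% over 23 genes. The 23 include Dcpp2 (38.2%) and Dcpp3 (47.3%), which are among the genes to be explained and are no separate evidence. Of the 23, 4 (17.4%) lay under a 10th of the Sox2 share, with Kcne1 at 1.02%, Rian at 0.883%, Meg3 at 1.47% and Tesc at 1.63%. Cells of the sublingual gland alone do not account for these 4, while most of the 23 stood above that line. The test thus leaves this explanation open. A gain of these genes by SMG cells in culture was not tested.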

How the results depend on the processing

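No alternative was added after the data were seen. Each group holds 2 libraries, so a model without 1 of them leaves a single library in its group, which is assumed to vary like the others, as in the TPM models for GEM and PG organoids. Genes with a count of 0 in any library drop out of a model, which hides genes that are off in one group. In simulated counts the test between the media recovered 37.3% of genes changed 2-fold, a change that lies on the fold threshold itself. Of values for named genes, all 346 kept their direction and their side of the threshold with each of DESeq2, RLE size factors, filterByExpr and unadjusted p-values. Without a filter 2 of 348 lost their call, and with only the groups compared 5 of 274. With library totals 4 of 346 lost their call and 1 gained it. Of 1530 values with one library left out, 29 lost their call and none changed sign among called values. With log2(TPM + 1), 12 of 341 lost their call, 5 gained it and 5 reversed, and with log2(TPM + 0.1) the numbers were 6, 6 and 5. The genes that reversed, all in SMG organoids against tissue, were Xbp1 (0.84 and 0.85 with the 2 pseudocounts), Herpud1 (0.21 and 0.21), Sec24d (0.71 and 0.76), Vim (0.68 and 0.74) and Stat2 (0.15 and 0.17). The cause was not tested for these or for the counts and correlations below, apart from fewer genes or libraries where a filter or a left-out library reduces them.

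The count of genes higher in the DAM than in the GEM was the least stable between organoids, 295 at first and 147 with only the 4 libraries compared, 646 with unadjusted p-values, and 455 and 684 with log2(TPM + 1) and log2(TPM + 0.1). With one library left out it ran from 135 (without DAM replicate 2) over 191 (without DAM replicate 1) to 801 (without GEM replicate 3), and the count of lower genes, 187 at first, from 138 to 264. With log2(TPM + 1), 582 genes in place of 948 were higher in PG than in SLG organoids. With the 2 pseudocounts, 333 and 469 in place of 902 were lower in PG than in SMG, and 430 and 582 in place of 1021 lower in SLG than in SMG. Other counts between organoids stayed within 1.5 times the first count under each alternative. The distance ratio of 2.21 between and within glands moved by less than its spread under each alternative. By fry, 17, 28, 26 and 26 of 33 lists passed in DAM against GEM, PG against SLG, PG against SMG and SLG against SMG. By camera with an estimated correlation 0, 0, 0 and 0 did, and 12, 12, 7 and 6 at an unadjusted p under 0.05.

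The replicate number as a block raised the count higher in the DAM from 295 to 640, with 183 lower in place of 187. It moved the correlation of PG against SLG from 0.162 to 0.116, and 4 of 346 values for named genes lost their call. The numbers were not taken to pair the libraries, since no source says so and not every correlation lay over 0.1. Deviations from the group means correlated at 0.263 between GEM and PG organoids and 0.014 between SMG and SLG organoids in the DAM, the pairs that share 2 numbers. Of those that share 1, GEM and DAM SMG organoids correlated at 0.302, SMG and PG organoids in the DAM at 0.225, GEM and SLG organoids at -0.008 and PG and SLG organoids at 0.061. Correlations were -0.015, -0.028 and -0.029 between tissues.

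Tissue counts moved with the scaling. SMG organoids against tissue had 3317 genes higher and 3718 lower, 5518 and 2427 with library totals, 11521 and 286 with log2(TPM + 1) and 11732 and 320 with log2(TPM + 0.1), and 5695 lower without a filter. PG against SLG tissue had 2555 and 2053, 829 and 7292 with library totals, and 233 and 3809 or 347 and 5092 with the 2 TPM settings. SLG against SMG tissue had 1365 and 1944, 8847 and 337 with library totals, 6929 and 55 or 8404 and 80 with TPM, and lower counts from 1242 (without SLG tissue replicate 2) to 1969. For PG against SMG tissue, 1104 genes were lower, or 139 and 259 with TPM, and 1093 were higher, or 2096 with log2(TPM + 0.1). Genes whose organoid and tissue contrasts differ numbered 3986 for PG against SLG, or 6624 with log2(TPM + 0.1), and 3351 for SLG against SMG, or 5841 and 8624 with TPM.

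The correlation of organoid and tissue log2 fold changes was 0.162 for PG against SLG, 0.093 without a filter, 0.239 and 0.245 with TPM, and from 0.104 (without PG organoid replicate 3) to 0.181 with one library left out. For PG against SMG it was -0.062, -0.005 with filterByExpr, -0.011 without a filter, -0.023 and 0.017 with TPM, and from -0.070 to -0.047 (without SMG DAM replicate 1). For SLG against SMG it was 0.118, 0.091 with filterByExpr, 0.052 without a filter, and from 0.101 (without SMG DAM replicate 2) to 0.136 (without SLG organoid replicate 2).

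Genes specific to a gland are listed as organoids, tissue and both, at first 462, 668 and 35 for PG, 344, 891 and 65 for SLG, and 422, 383 and 13 for SMG. A log2 fold change over 2 left 142, 166 and 7 for PG, 81, 245 and 5 for SLG, and 79, 89 and 1 for SMG. Library totals gave 437 in PG tissue, 6069 in SLG tissue with 162 in both, and 111 in SMG tissue with 4 in both. The 2 TPM settings gave 194 and 271 in PG tissue, 3568 and 4868 in SLG tissue with 100 and 128 in both, 142 and 192 in SMG organoids, and 36 and 44 in SMG tissue with 2 and 3 in both. PG organoids had 733 with filterByExpr, with 57 in both, and 698 without a filter.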

Differences from the paper's values

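The paper's log2 fold change of Sox2 between PG and SLG organoids is about -4.6 in Fig. 2f, read by eye, and the value here is -4.85 (SD of 4 ratios of single libraries 0.113). It differed by more than that SD under each of the alternatives set before the data were examined, from -4.91 (without PG organoid replicate 1) to -4.34 with log2(TPM + 1). The paper's value for Calml3 is about 3.9 in Fig. 2f, read by eye, and the value here is 3.66 (SD 0.106). It too differed under each of these alternatives, from 3.50 with log2(TPM + 1) to 3.75 without PG organoid replicate 1. For Dcpp3 the value here, -4.03, lay within the SD of the value read from the figure, except without PG organoid replicate 1, at -3.88. The error of reading the figure by eye was not measured and is not part of these SDs.

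Of the genes the paper names or labels, all in its heatmap of DAM against GEM (14 of 14) and its volcano plots of PG against SLG (13 of 13) and PG against SMG (13 of 13) were called in the paper's direction by edgeR. Of the 13 labeled in SLG against SMG (Fig. 2h), all had the paper's direction and 10 were called. Sox2 was at 0.80 and Sec23b at 0.87, and both were called with log2(TPM + 1) (1.03 and 1.11) and log2(TPM + 0.1) (1.05 and 1.12). Klk1b1 was at 0.80, and was called with log2(TPM + 0.1), at 1.03.

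The paper names Klk1 and Klk1b11 among the markers of SMG organoids. Both were higher in SMG than in PG organoids, and both were higher in SMG than in SLG tissue. In SLG against SMG organoids, Klk1 was at 0.08 and Klk1b11 at 0.33, and neither was called under any of the alternatives. Over these, Klk1 ran from -0.33 (without SMG DAM replicate 1) to 0.64 (without SMG DAM replicate 2), and Klk1b11 from 0.22 (without SMG DAM replicate 1) to 0.59 (with TPM).

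By staining, the paper reports MIST1 in SMG organoids in the DAM and not in the GEM, and ACTA2 in the DAM. In the counts, Bhlha15, which encodes MIST1, was lower in the DAM at -1.67 (-0.81 and not called with log2(TPM + 1)), and Acta2 had 0 and 5 counts in the GEM and 13 and 8 in the DAM. Bhlha15 is among the genes of the paper's heatmap of DAM against GEM, which also has it lower in the DAM. The contrast is thus with the staining and not with the paper's RNA-seq. The staining was done on other samples than the sequenced libraries as far as the legends tell.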

Other observations

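Tissue held transcripts of secretory products and of other cell types that organoids nearly or fully lacked, and most matrix, adhesion and immediate early genes were higher in organoids. Amy1, the salivary amylase gene, had 0 to 64 counts in organoid libraries and 6692624 and 6568789 in PG tissue. Bpifa2 had 0 to 300 counts in organoids and 28041322 and 26902851 in PG tissue, and Mucl2 and Prol1, genes of secreted proteins, had 0 in all 8 organoid libraries. Col3a1 of fibroblasts, Kdr of endothelium, and Ptprc and C1qa of immune cells also had 0 counts in all 8, against at least 166 in each tissue library. Muc5b, a mucin gene, ran the other way, with 18576 and 15127 counts in PG organoids and 463 to 916 in SMG organoids, and 0 in all 6 tissue libraries. Of these genes, all but Mucl2, Prol1 and Bpifa2 were picked after their values were seen. In SMG organoids against tissue, 25 of 35 cell adhesion genes were higher and 6 lower, and 23 of 38 extracellular matrix genes were higher and 8 lower by edgeR, with Tnc, tenascin C, at 7.74 (log2). Of 20 immediate early and stress genes, 11 were higher and 4 lower, Ier3 at 5.02 and Fos at 4.79 among them, and the iron-binding defense gene Lcn2 stood at 9.05.

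The tissues of the glands differed in the genes of contraction and secretion. Of 15 contraction genes, 10 were lower in PG than in SLG tissue and none higher, with Myh11 at 22.3 CPM in PG and 111.6 CPM in SLG, and 13 of 14 were lower with log2(TPM + 1). Of 16 kallikrein and granular duct genes, 15 were lower in PG and 15 lower in SLG than in SMG tissue, and 14 were lower in PG than in SLG. Of 21 genes of mucous secretion and O-glycosylation, 13 were lower and 5 higher in PG than in SLG, and Agr2, a chaperone of mucin folding, was at 0.169 CPM in PG, 36.9 CPM in SLG and 28.2 CPM in SMG tissue. Odam, a secreted protein known from the enamel organ, was at 51.8 CPM in PG and 1.33 CPM in SLG tissue. Endothelial and pericyte genes were higher in PG than in SLG tissue for 11 of 13, and fibroblast genes for 7 of 12, but with log2(TPM + 1) none of the 8 tested in each list was called.

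The Klk1b, Dcpp, Amy and Sprr2 genes have close copies, and Smgc and Muc19 overlap. How reads were divided among them is not given in the sources used here.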
